# High-resolution single-cell RNA sequencing using canFam4 reveals novel immune subsets and checkpoint programs in healthy dogs

**DOI:** 10.3389/fimmu.2025.1680437

**Published:** 2025-12-18

**Authors:** Myung-Chul Kim, Taeeun Gu, Hyeewon Seo, Yewon Moon, Nicholas Borcherding, Ryan Kolb, Yubin Kim, Youngmin Yun, Woo-Jin Song, Chung-Young Lee, Hyun Je Kim, Weizhou Zhang

**Keywords:** canFam4, circulating leukocytes, reference transcriptome, ScRNA-seq, translational model

## Abstract

**Introduction:**

Single-cell RNA sequencing (scRNA-seq) enables high-resolution profiling of immune heterogeneity. Although previous studies have mapped the single-cell transcriptomic atlases of peripheral leukocytes in healthy dogs, the identification and functional characterization of distinct immune subsets remain incomplete.

**Methods:**

We constructed a single-cell atlas of peripheral leukocytes from six healthy small-breed dogs using the 10x Genomics platform and the updated canFam4 genome.

**Results and discussion:**

Analysis of 30,040 high-quality transcriptomes revealed 51 distinct immune subsets, including *CD14*^+^*CD33*^+^ monocytes, *XCR1*^+^*CD1D*^+^ dendritic cells, *CEACAM1*^+^*CD24*^+^ neutrophils, and *IL32*^+^*BATF*^+^ regulatory T cells, which were underrepresented in canFam3.1-based studies. Interferon-enriched *CD14*^+^ monocytes and *CD4*^+^ T subsets associated with myxomatous mitral valve disease were also identified. Functional enrichment analyses suggested that *PDCD1* is associated with attenuated TCR signaling, whereas *LAG3* was associated with malate metabolism pathways in *CD4*^+^ T cells and reduced *TBX21* expression in *CD8*^+^ T cells linked to antiviral responses. *CD274*, which encodes PD-L1 was linked to IL-10 production in neutrophils, and *CTLA4* represented an initial activation of double-negative T subsets. T cell exhaustion scores and proliferative fractions varied across cohorts, reflecting differences in environmental antigenic exposures.

**Conclusion:**

To our knowledge, this study represents the first comprehensive, gene-resolved single-cell analysis to reveal immunoregulatory checkpoint mechanisms underlying immune homeostasis in healthy dogs. Our dataset will serve as a valuable resource for future comparative and translational immunology research in dogs.

## Introduction

Humans and dogs inextricably share not only genetic traits but also environments, lifestyles, stressors, and microbial exposures (1, 2). Moreover, dogs have many of the same naturally occurring diseases as humans (3), including cancer, inflammatory bowel disease, and cardiomyopathy (2, 4). Consequently, companion dogs serve as valuable spontaneous models for translating basic science into clinical applications (5); however, cross-fertilization between veterinary and human medicine is most advanced in oncology (6).

Single-cell RNA sequencing (scRNA-seq) dissects dynamic and heterogeneous tissue microenvironments by characterizing the transcriptome at the single-cell level, thereby improving our understanding of cell identity, fate, and function in the context of both normal biology and pathology (7). To date, scRNA-seq has begun to unlock the secrets of veterinary diseases with application to canine cells derived from blood (8–13), lymphoid tissues (14–16), bronchoalveolar lavage (17), hippocampus (18), liver (16), lung (19), adipose tissues (20), inflamed tissues (12, 21–23), and cancers (10, 24–27). More recently, the single-cell transcriptome atlas has elucidated canine hematopoiesis (28) and pathogenesis of peri-implantitis via pseudotime and interactome analyses (29). Among various sample origins, peripheral blood mononuclear cells (PBMCs) have served as an easily accessible and valuable source for gaining insight into the tumor microenvironment (8, 13), lymphocyte clonal expansion (10), inflammatory disease etiology (23), innate immunity (16), aging (20), and preclinical immunotherapy optimization (12).

Although the canine genome has been sequenced, the commonly used reference genome (canFam3.1) remains incomplete (30), with gaps in transcript annotation, the absence of key immune-related genes, e.g. *CD14*, *FCGR3A*, CD1 family, and a portion of scRNA-seq reads that remain unmapped due to deficient or partial genomic regions (8–12). Recently, new canine genome references, such as GSD_1.0 (canFam4), have been released, offering potential for improved transcriptional resolution with high contiguity (30). Therefore, evaluating canFam4 in the context of scRNA-seq analysis may enhance single-cell recovery and improve immune cell-type identification, yet this has not been systematically examined to date.

Prior studies have profiled canine leukocytes using scRNA-seq (8–10, 23). However, the identification and functional characterization of distinct immune subsets remain incomplete, and it is unclear whether all clinically relevant cell states have been fully captured. To address these gaps, we performed scRNA-seq on PBMCs from clinicopathologically healthy, client-owned, indoor small-breed dogs. To our knowledge, this study demonstrates, for the first time, that canFam4 substantially increases cell recovery and enables the detection of previously unannotated markers, such as *CD14*. In addition, we provide immune subsets potentially involved in disease and regulatory mechanisms of immune checkpoint genes, such as *PDCD1*, *CTLA4*, *LAG3*, and *CD274* in dogs. To our knowledge, this is the first scRNA-seq study to provide molecular evidence of how canine immune subsets maintain homeostasis. Our dataset and methodology establish a foundational resource for future investigations into canine cancers and other immune-related disorders.

## Materials and methods

### Study subject enrollment and inclusion criteria

Client-owned adult to geriatric dogs (7 to 12 years old) were enrolled from the Veterinary Medical Teaching Hospital at Jeju National University (Jeju-si, South Korea), comprising two recognized breeds, Maltese (n = 2) and Poodle (n = 1), as well as mixed-breed dogs (n = 3). All dogs were housed indoors and confirmed by their owners to have no preexisting disease conditions. Inclusion criteria included absence of clinical signs of disease on physical examination, normal clinicopathologic results, and no vaccinations or treatments within four weeks before blood sampling. Written informed consent was obtained from each owner before enrollment. The study protocol was reviewed and approved by the Jeju National University Institutional Animal Care and Use Committee (IACUC No. 20230072).

### Clinicopathologic examinations

Resident veterinarians conducted thorough physical examinations and clinical assessments. Hematological and biochemical analyses were performed using the ProCyte Dx and Catalyst One systems (IDEXX Laboratories, MA, USA), respectively. To screen for Babesia infection, we employed both a point-of-care antibody rapid test (Canine Babesia Antibody Rapid Kit, BioNote Inc., Gyeonggi-do, South Korea) and real-time PCR (CareDx™ Canine Babesia Real-Time PCR Kit, Carevet Inc., Gyeonggi-do, South Korea). Additionally, Anigen Rapid CaniV-4 (BioNote Inc.) and SNAP 4Dx Plus (IDEXX Laboratories) assays were used to detect other protozoal pathogens. Only dogs testing negative for all infectious agents were included in the study, and six healthy dogs were selected for study.

### Isolation of peripheral blood mononuclear cells

Blood was collected via jugular venipuncture and processed immediately. PBMCs were isolated by density gradient centrifugation using SepMate-15 tubes (Stemcell Technologies, Vancouver, Canada) and Ficoll-Paque PLUS (GE Healthcare, Chicago, IL, USA). The PBMC fraction was washed twice with Dulbecco’s phosphate-buffered saline (DPBS; Thermo Fisher Scientific, Waltham, MA, USA) containing 2% heat-inactivated fetal bovine serum (FBS; Life Technologies, Pleasanton, CA, USA). A small aliquot of the suspension was cytospun onto glass slides and stained with Diff-Quik to confirm the purity and composition of isolated cells. The remaining cells were cryopreserved in a cytoprotective medium (Cellbanker 1, Zenogen Pharma, Koriyama, Japan) and stored in liquid nitrogen for further analysis.

### Fluorescence-activated cell sorting

Thawed PBMCs were washed and incubated with an anti-dog Fc receptor blocking reagent (Invitrogen, eBioscience, San Diego, CA, USA) on ice for 10 minutes. After washing with ice-cold DPBS containing 2% FBS, cells were stained for 30 minutes at 37 °C, protected from light, with Fixable Viability Dye eFluor 780 (Invitrogen, eBioscience), anti-dog CD45 PE (clone YKIX 716.13; Bio-Rad Laboratories, Hercules, CA, USA), and anti-dog CD3 FITC (clone CA17.2A12; Bio-Rad Laboratories). Live single cells were then sorted on a FACSAria III (BD Biosciences Pharmingen, San Diego, CA, USA), gating on CD45^+^CD3^+^ T cells and CD45^+^CD3^-^ non-T leukocytes. Post-sort viability and cell counts were assessed using a LUNA-FL™ Automated Fluorescence Cell Counter (Logos Biosystems, Anyang, South Korea). Equal numbers of CD45^+^CD3^+^ and CD45^+^CD3^-^ cells from each separate dog were pooled within the same animal into a new tube, which immediately processed for single-cell library construction on the 10x Genomics Chromium platform in a single run.

### 10X genomics single-cell RNA sequencing library construction

Single-cell libraries were prepared using the Chromium Next GEM Single Cell 5′ Kit v2 (10x Genomics) following the manufacturer’s protocol (31, 32). Libraries were sequenced on an Illumina NovaSeq 6000 with 2 × 150 bp paired-end reads. Base calling and FASTQ generation were performed with bcl2fastq (Illumina) and cellranger mkfastq (Cell Ranger v8.0.0, 10x Genomics). Reads were aligned and quantified using cellranger count by using two canine genome references: CanFam3.1 (GCA_000002285.3) and GSD_1.0/CanFam4 (GCF_011100685.1). Genome references were constructed with cellranger mkref using filtered FASTA and GTF files containing only protein-coding genes.

### single-cell RNA sequencing data integration, initial preprocessing, and sub-clustering

All single-cell data were processed and analyzed in Seurat v5.1.0 (R v4.2). After loading each sample, low-quality cells were filtered out if they met any of the following criteria: fewer than 200 or more than 4000 unique features and a mitochondrial gene content of 10%. Filtered datasets were normalized using Seurat’s default workflow. Next, all six samples were merged and integrated into a single Seurat object using 3,000 anchor features. Principal component analysis (PCA) was performed for dimensionality reduction, and principal components (PCs) 1–30, which were selected based on JackStraw significance, *p*-value < 1e-5, and percentage variance explained, were used for downstream clustering. We applied graph-based clustering on both t-distributed Stochastic Neighbor Embedding (t-SNE) and Uniform Manifold Approximation and Projection (UMAP) embeddings, using a final resolution of 3.7 that was empirically determined through iterative evaluation of cluster separability to preserve biologically meaningful immune subsets. The simultaneous use of UMAP and t-SNE follows previous immune profiling strategy that combined both algorithms to provide complementary views of global and subset-level cellular structures (33). To determine cohort-specific phenotypes or validate our findings, we incorporated publicly available canine scRNA-seq datasets, including peripheral blood TCR αβ T cells (GSE218355) (9) and PBMCs (GSE225599) (8). FASTQ files from GSE144730—canine PBMCs in atopic dermatitis (23)—were not included due to unsupported library chemistry. Available external datasets were processed and integrated alongside our own using the same quality control, normalization, and anchor-based integration pipeline. Harmony integration (v1.2.0) was performed on the PCA-reduced data to correct batch effects across studies. The first 30 Harmony dimensions were subsequently used for neighbor finding, clustering, UMAP, and t-SNE visualization. Doublets were detected and removed with scDblFinder v1.18.0 (31). Single-cell clusters were annotated by canonical lineage markers, published signatures for rare populations, and unbiased cell-type inference via SingleR v2.6.0 (34) using celldex v1.14.0 reference panels. Finally, the escape v2.0.0 package (35) was used to calculate enrichment scores for specific immune gene signatures derived from original canine studies (8, 22). Additionally, scRNA-seq datasets GSE225599 and GSE252470, generated from circulating leukocytes and tumor-infiltrating immune cells in canine osteosarcoma, were analyzed independently as an external cohort to validate our findings.

### Differentially expressed gene analysis

Differential expression was assessed using Seurat’s likelihood-ratio test, comparing each cluster to all other cells. Marker genes for individual clusters were identified with FindAllMarkers, applying cutoffs of an absolute log_2_-fold change > 0.25 and ≥ 25% of cells in the cluster expressing the gene. To compare cluster markers and differentially expressed genes (DEGs) across experimental groups, we used FindMarkers with a more stringent threshold (absolute log_2_ fold change > 0.5 and *p*< 0.05).

### Gene set enrichment analysis and gene ontology analysis

We performed gene set enrichment analysis (GSEA) using the escape R package, employing Hallmark gene sets from the Molecular Signatures Database and those from previous canine studies (36–40). DEGs were further analyzed for Gene Ontology (GO) enrichment using both the PANTHER annotation (for *Canis lupus familiaris*) and the ShinyGO v0.80 web tool with species set to dog. GO terms were considered significant at *p* < 0.05 and false discovery rate (FDR) < 0.05. Pathway and gene set visualizations were generated with DittoSeq v1.4.4 and pheatmap v1.0.12.

### Module score calculation

Module scores were calculated using the AddModuleScore function in Seurat. Group differences were assessed using the Wilcoxon rank-sum test, and *p*-values were adjusted by the Benjamini–Hochberg method. Gene sets for chemokine (*CCL2*, *CCL3*, *CCL4*, *CCL7*, *CCL20*, *CCL23*, *CXCL8*), extracellular matrix (ECM) remodeling (*S100A4*, *MMP9*, *ITGA4*, *ITGB2*, *LGALS3*, *COL1A1*, *COL1A2*), TNF-superfamily (*TNF*, *NFKB1*, *RELA*, *NFKBIA*, *TNFAIP3*, *TNFSF13*), and exhaustion (*PDCD1*, *LAG3*, *HAVCR2*, *TIGIT*, *TOX*, *ENTPD1*) pathways were used.

### Trajectory analysis

Pseudotime analysis was performed using Slingshot v2.12.0 based on UMAP embeddings and Seurat-derived clusters, as previously described (35). RNA velocity analysis was performed using Velocyto (v0.17.16) and scVelo (v0.3.3) on loom files generated from CellRanger BAMs aligned to the CanFam4. Spliced/unspliced transcripts were quantified, normalized in Scanpy, and velocities were estimated with the dynamical model on the Seurat-derived UMAP embedding. Naïve T and B cells were specified as the trajectory root. Multiple lineages were inferred, and gene expression dynamics were analyzed along lineage-specific pseudotime axes. The statistical significance of the gene expression trends along pseudotime was assessed using generalized additive models (GAMs), and FDR-adjusted *p*-values < 0.05 were considered significant.

### Cell cycle analysis

Cell cycle phase was assigned using Seurat’s CellCycleScoring function with the cc.genes.updated.2019 gene set, following established protocols (31, 32).

### Cell-to-cell interaction analysis

Intercellular communication was inferred from scRNA-seq data using the CellChat R package v2.1.2 (41). Group-specific CellChat objects were merged into a single master object for comparative analysis. Overall, signaling networks were visualized with the netVisual_heatmap function. To identify and display significant ligand–receptor pairs, we applied the subsetCommunication and netVisual *_*bubble functions using thresholds of ligand log_2_-fold change > 0.2, as well as a receptor log_2_-fold change > 0.1, and *p* < 0.01.

### Statistical methods and reproducibility

Statistical tests were performed primarily within Seurat v5.1.0. For single-cell differential expression analyses, only the non-parametric Wilcoxon rank-sum test was used via FindAllMarkers and FindMarkers. One-way ANOVA and two-tailed unpaired Student’s t-tests (with Welch’s correction when appropriate) were used exclusively to compare log-normalized summary metrics, such as quality control metrics, module scores, and cell proportions, after confirming approximate normality. To evaluate the correlation between two gene signature enrichments, both Pearson’s correlation and simple linear regression analyses were performed using R. Pearson’s correlation coefficient (r) and its statistical significance were computed using the cor.test() function. A simple linear regression analysis was performed using the lm() function. Results were considered statistically significant at *p* < 0.05.

### Data and code availability

The raw and processed scRNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE301630. All custom scripts and pipelines used in this study are publicly available in a GitHub repository at https://github.com/raiora881030-svg/canFam4-canine-PBMC-scRNAseq-scripts. This repository contains the complete R script used for preprocessing, analysis, and visualization of the scRNA-seq data.

## Results

### Clinical and laboratory evaluations of the health status of the dogs

Six healthy dogs (median age, 9.3 years), including Maltese (n = 2), Poodle (n = 1), and mixed-breed dogs (n = 3), were enrolled following normal physical, hematologic, and biochemical examinations (**Supplementary Data 1, 2**). All dogs tested negative for infectious diseases and remained clinically healthy for at least six months under veterinary follow-up.

### The study workflow and the quality control of the data

An overview of the study design is provided in **Figure 1A**. A summary of scRNA-seq library construction and multiplexing statistics is provided in **Supplementary Data 3**. 

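Live CD45+CD3+ T cells and CD45+CD3- leukocytes were sorted from the PBMCs of 6 clinically healthy dogs, pooled in equal numbers within each animal and captured with the 10x Genomics 5′ gene expression assay, as 1 library per dog. The authors aligned the reads to canFam4 and counted unique molecular identifiers (UMIs) per gene and cell with Cell Ranger, and the deposited matrices hold these raw counts for the cells that Cell Ranger called, without normalization. Each matrix lists 37952 features, of which 21175 are annotated as protein-coding and 13367 as long non-coding RNA. The libraries, numbered 1 to 6 as they were deposited, held 7697, 2877, 5670, 2717, 6393 and 4858 cells. Their totals were 21280736, 10234579, 16018938, 10399525, 15451446 and 16629267 UMIs, with a median per cell of 2121, 2758, 2295, 2501, 2077 and 2766 UMIs. From these counts, cells were filtered, doublets were scored with Scrublet, and the libraries were integrated with Seurat anchors and clustered at the paper's settings. Clusters were named by lists of marker genes that were fixed before the data were examined, with several rules added after the clusters were seen. The dogs, and not the cells, were treated as replicates: UMIs were summed per dog and cell class, levels are given as these sums scaled to a common total of UMIs (CPM), and means and SDs are over the dogs. Differences within dogs in single values were tested by an exact two-sided sign-flip permutation, for which 6 dogs cannot give a p under 0.03125. Comparisons over all genes used edgeR's quasi-likelihood test with the dog as a block and Benjamini-Hochberg adjustment. Intervals are 95% exact intervals (Clopper-Pearson for shares, Poisson for counts) and cover counting error only. Gene positions are those of the canFam4 annotation.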

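In the deposited matrices, between 8 and 53 cells per library showed more than 4000 genes and 1 cell in all showed fewer than 200. Only 1 feature has a name that begins with MT-, it took at most 0.154% of the UMIs of a cell, and the limit of 10% on such names therefore removed no cell. After these limits 7644, 2846, 5659, 2674, 6384 and 4833 cells remained in libraries 1 to 6, 30040 in all. The median number of genes per cell ran from 1033 to 1269 across the libraries.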

Single-cell transcriptomes from six dogs yielded 30,040 high-quality immune cells after standard preprocessing (**Supplementary Figure 1A–E**). Dimensional reduction confirmed comparable transcriptomic structures across breed, age, and sex, ensuring the reliability of pooled analysis. 

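Scrublet scored every cell of a library against simulated pairs of its cells. Its automatic limit called between 0 and 15 cells per library as doublets, so the number removed here was set and not measured: the highest scores were removed until 15.6% of all cells were gone, with each library's share in proportion to its number of cells. The removed share ran from 7.37% of the library of dog 4 to 21.1% of that of dog 1. At the nominal rate of the 10x platform, 0.8% per 1000 cells, the removed share would run from 2.13% to 6.11%.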

Approximately 15.6% of potential doublets were identified and removed to ensure data integrity for downstream analyses (**Supplementary Figures 1F, G**).

### Identification of major immune subsets in circulating leukocytes of healthy dogs

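With the doublet share fixed, 6032, 2622, 4775, 2477, 5259 and 4188 singlets remained in the libraries of dogs 1 to 6, 25353 cells together. Integration over 3000 features and 30 principal components, followed by clustering at resolution 3.7, was run on all 30040 filtered cells. It gave 56 clusters, drawn with the doublets still in, and the doublets were taken out of them afterwards. The doublet alternatives did not redraw the clusters. The choice that moved these numbers most was the resolution for the clusters, of which 32 were found at resolution 1.0. Leaving every doublet in raised the number of cells to 30040, and the nominal doublet rate left 28682.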

After singlet selection, we identified 25,355 high-quality cells across 51 clusters (**Figure 1B**). 

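Cells of all 6 libraries were present in 47 of the 56 clusters. The smallest number of libraries in a cluster was 1, and 1 cluster, of plasma cells, took more than 90% of its cells from a single library, that of dog 4. By named class, T cells, myeloid cells, B cells and plasma cells had cells in each of the 6 libraries.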

All immune subsets were assigned to each biological replicate (**Supplementary Figure 1H**). Clustering revealed distinct T, B, and myeloid lineages (**Figure 1C**), with representative marker genes defining each major subset (**Figure 1D**). Representative clustering genes used to define functionally distinct immune subsets were present (**Supplementary Figure 2** and **Supplementary Data 4**). The unbiased cell type recognition corroborated our cell type annotation through an enrichment analysis using signatures that define canine and human immune subsets (**Supplementary Figures 3A, B**). 

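Among the 25353 singlets, Tregs made up 497 cells, or 1.93% ± 0.483 of a dog's cells (SD, n = 6 dogs). The γδ T cells numbered 243, at 0.955% ± 0.593, and cycling T cells 468, at 1.96% ± 0.693. Plasmacytoid dendritic cells were the rarest of these classes, with 74 cells and between 0.0166% and 0.838% of a dog's cells. Plasma cells numbered 317 and were unevenly spread, from 0.0332% to 8.64% of a dog's cells. The low end depends on the doublet removal: dog 1 had 2 plasma cells at the main setting and 36 at the 10x nominal doublet rate, where the lowest share of any dog was 0.444%. Tregs rose to 3.29% at resolution 1.0, where the classes are drawn from fewer clusters. No name was given to 1944 cells, whose median depth was 644 UMIs, and 210 cells lay in clusters with markers of several lineages. A marker that names a class was detected in only part of its cells at this depth: FOXP3 (chromosome X, 42552106 to 42558755) had a UMI in 26.7% ± 6.43 (SD, n = 6 dogs) of Tregs and in 1.41% ± 0.363 of other CD4+ T cells, at median depths of 3876 and 2677 UMIs.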

Overall, cell type and subset identification in this study supported previous scRNA-seq results applied to circulating leukocytes of healthy dogs (8–10, 23), identifying major functional subsets, such as regulatory T cells (Tregs) (*IL2RA*^+^*FOXP3*^+^), gamma delta (γδ) T cells (*RHEX*^+^*SCART1*^+^), plasmacytoid dendritic cells (pDC) (*IL3RA*^+^*TCF4*^+^), plasma cells (*MZB1*^+^*JCHAIN*^+^), and cycling T cells (cluster 27), characterized by high *MKI67* and *PCLAF* expression and a high proportion of cells in S and G2/M phase (**Supplementary Figure 4**). It is worth noting that adopting the updated canFam4 enables the discovery of features not reported in previous scRNA-seq studies in dogs, including *CD14*, *CCL23*, *CEACAM1*, and *NKG7*, which improved annotation of monocyte, dendritic, and lymphocytic populations (**Figure 1E**).

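CD14 (chromosome 2, 34919848 to 34921387) served to name the CD14+ monocytes and had a UMI in 54 of 3915 neutrophils (1.38%, 95% interval 1.04 to 1.80). Of these cells 21 came from dog 3, 9.01% of its neutrophils, while the share in the other dogs ran from 0.413% to 1.44%. CCL23 (chromosome 9, 37728778 to 37732670) stood at 969.7 ± 248 CPM in CD14+ monocytes (SD, n = 6 dogs), against 3 UMIs in all neutrophils together, a ratio of 1427 with a counting interval of 488 to 6922. Its log2 fold change in neutrophils, with 1 CPM added to each level, was -9.28 ± 0.88 (SD, n = 6 dogs), lower in 6 of 6 dogs (exact two-sided sign-flip permutation test over the dogs, p = 0.03125, adjusted p = 0.0357 over the 32 comparisons of named genes between classes). An added 10 CPM was the alternative that moved it most, to -6.48. CEACAM1 (chromosome 1, 112587794 to 112644821) stood at 1485 ± 778 CPM in neutrophils and 169 ± 49.1 CPM in CD14+ monocytes, a log2 fold change of 3.04 ± 0.75. NKG7 (chromosome 1, 106225044 to 106226395) was found at 963 ± 191 CPM in CD8+ T cells and at 26.6 ± 18.4 CPM in CD4+ T cells, higher in the former in 6 of 6 dogs with a log2 fold change of 5.33 ± 0.67. CEACAM1 and NKG7 had the same p as CCL23, and over the whole list 28 of the 32 comparisons had an adjusted p of 0.0357 from this test.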

**Figure 1:**
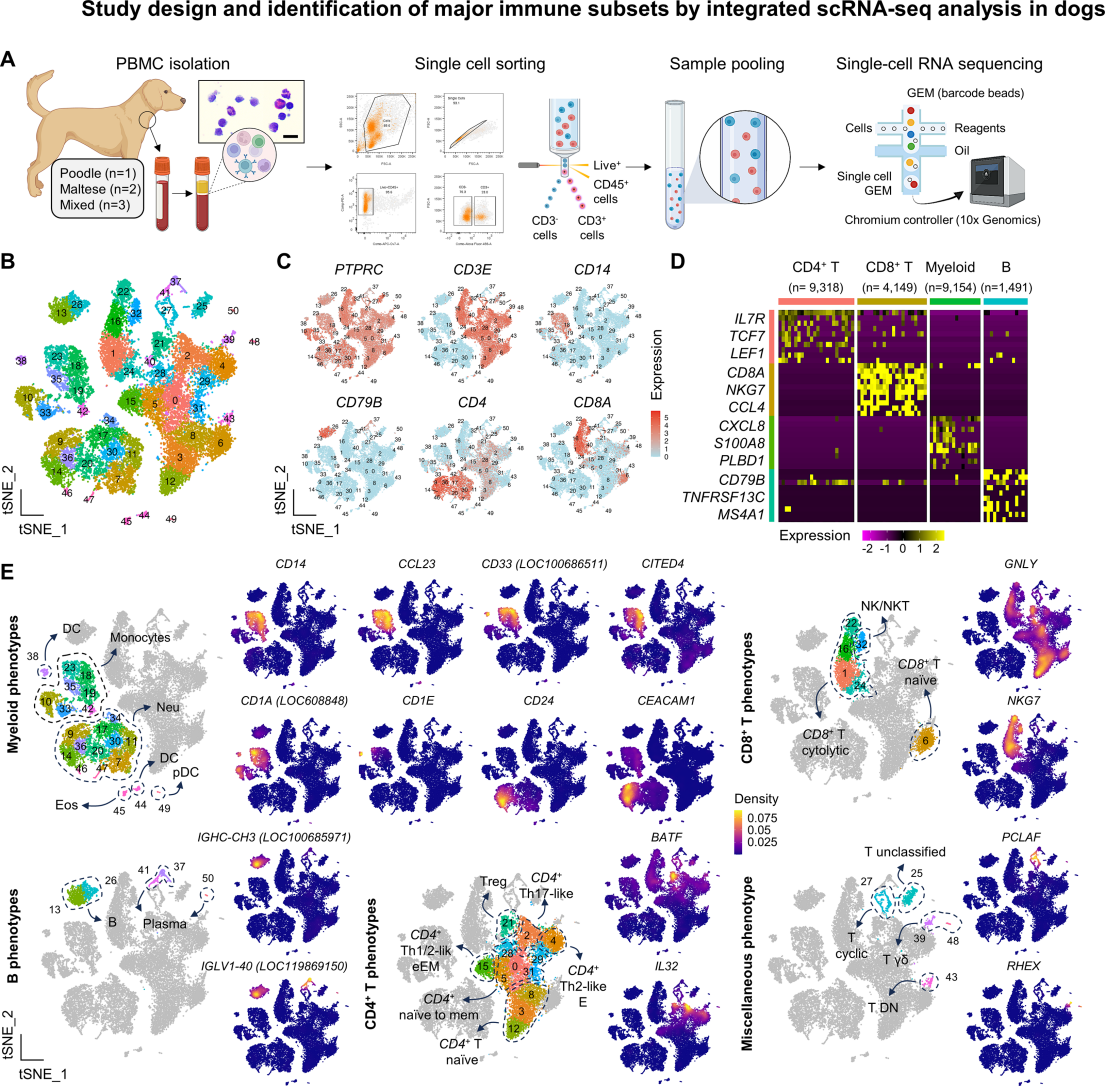
Study design and identification of major immune cell clusters by integrated scRNA-seq analysis in dogs. **(A)** Schematic overview of the study. Live, single CD3^+^ and CD3^-^ peripheral immune cells were isolated from the jugular vein of 6 clinically healthy dogs, flow-sorted, pooled, and subject to single-cell library preparation and downstream bioinformatic analysis. A representative photomicrograph of a hematoxylin and eosin-stained PBMC smear is shown at 400× magnification (scale bar = 20 μm). Scientific illustrations were created using BioRender under an academic license. Please note that the cellular proportions shown in the figures reflect enrichment and do not physiologically represent the actual proportions of immune cells in canine peripheral blood. **(B)** A total of 51 transcriptionally distinct clusters were identified in the integrated Seurat object and visualized on a tSNE plot. **(C)** Canonical lineage markers used to classify major immune cell types are shown on the tSNE feature plot. **(D)** Representative genes among the top 10 DEGs for each major lineage are visualized on a heatmap. The number of cells analyzed per lineage is indicated below. **(E)** The t-SNE density plots of the representative canonical marker genes used to identify functionally distinct immune subsets corresponding to the clusters shown in **Figure 1B**. All marker genes were annotated only in the canFam4 genome reference.

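CD4+ T cells numbered 8427, CD8+ T cells 3979, myeloid cells 7859, and B and plasma cells 1495. As a share of a dog's singlets, these lineages took 33.3% ± 4.14, 16.0% ± 3.83, 30.4% ± 4.15 and 6.84% ± 5.75 (SD, n = 6 dogs), and all T cells together 54.9% ± 5.89. The shares describe the sorted and pooled cells and not blood. The resolution of the clustering moved most of them farthest, with myeloid cells at 24.4% at resolution 1.0. The exception was CD8+ T cells, which moved most without integration, to 17.5%. Among the myeloid cells the neutrophils were the least stable class, with 3915 cells at a median of 810 UMIs at the main settings. Without integration 2342 cells carried the name, and 1885 at resolution 1.0, at a median of 1264 UMIs. Unnamed cells rose from 1944 to 3040 and 3778 in these settings. Depth differed between lineages, with a median of 2572 UMIs per T cell, 1286 per myeloid cell and 2040 per B or plasma cell.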

We then conducted a more comprehensive analysis to investigate reference-specific highly variable features across genome builds. Using the same preprocessing, quality control, and integration pipelines, we applied canFam3.1 to generate a new master Seurat object. Interestingly, we identified 1,490 highly variable features specific to canFam4 (**Supplementary Data 5**), which were expressed across diverse immune subsets (**Supplementary Figure 5A**). In addition to revealing novel genes, canFam4 improved scRNA-seq quality control metrics (**Supplementary Figure 5B**). When applied to the Seurat object, canFam4 significantly increased the number of assigned cells and decreased the proportion of non-human homologous genes. The number of RNA features and the proportion of mitochondrial genes remained consistent across references. In summary, we generated scRNA-seq libraries representing functionally distinct immune subsets in healthy dogs and improved transcriptional resolution and single-cell assignment accuracy by utilizing the canFam4 reference.

### Identification and characterization of myeloid subsets

Contrary to humans, granulocytes, polymorphonuclear cells (PMNs), or myeloid-derived suppressor cells (MDSCs) are collected during gradient-based isolation of canine peripheral blood (8, 10, 42). Canine myeloid population is highly heterogeneous; however, our understanding of this population at the single-cell level remains incomplete (8–10, 23). Therefore, we first focused on identifying and characterizing functionally distinct myeloid subsets. Sub-clustering of *DPYD*^+^ myeloid cells revealed 23 clusters in dogs (**Figure 2A**). Representative marker genes used for functional classification are summarized in **Supplementary Figure 6** and **Supplementary Data 6**.

**Figure 2:**
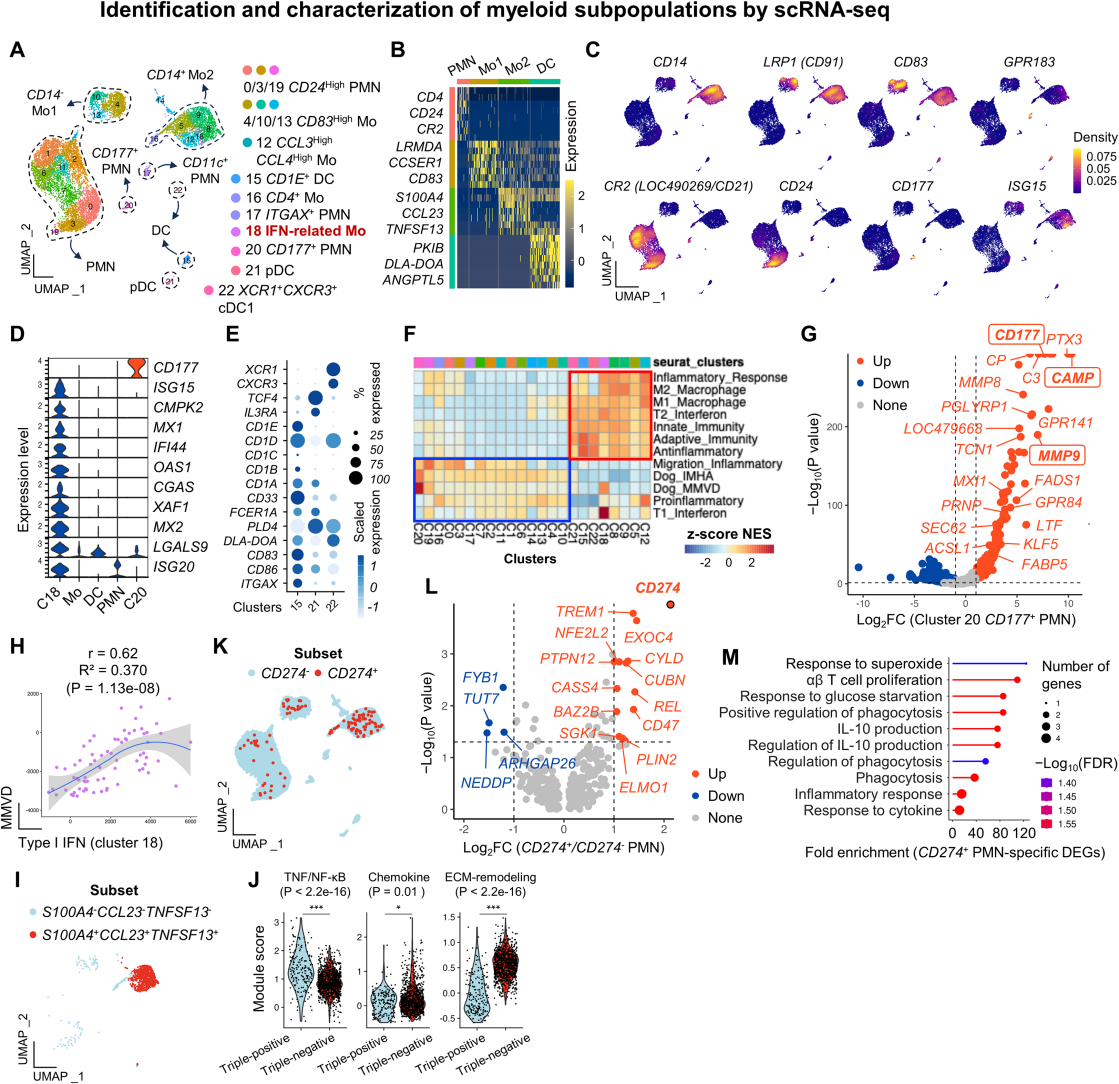
Identification and characterization of myeloid subpopulations by scRNA-seq. **(A)** UMAP visualization of 23 myeloid subsets classified into classical (*CD14*^+^) and non-classical (*CD14*^-^) monocytes, granulocytes (PMNs), and dendritic cells (DCs). Representative subsets are labeled. **(B)** Heatmap of the representative genes among the top 7 DEGs defining each cell type. **(C)** Density plots of the selected marker genes distinguishing functionally distinct myeloid subsets. **(D)** Violin plots of the clusters 18 and 20, characterized by the upregulation of the IFN-related genes and *CD177*, respectively. **(E)** Dot plot of the canonical markers for functional dendritic cell subsets. **(F)** GSEA. Immune-related pathways are enriched in DC/classical monocyte clusters (red box; e.g., M1/M2 macrophage, IFN signatures) and in PMN/non-classical monocyte clusters (blue box; e.g., migration, Dog_IMHA, Dog_MMVD signatures). **(G)** Volcano plot of the DEGs in *CD177*^+^ PMNs compared to other PMN subsets. Genes associated with Dog_MMVD are highlighted. **(H)** Scatter plot of the correlation between type I IFN and MMVD gene signature scores in cluster 18. **(I)** Feature plot of the distribution of *S100A4*^+^*CCL23*^+^*TNFSF13*^+^ monocytes and their negative counterparts. **(J)** Module score analysis of the TNF/NF-κB, chemokine, and ECM-remodeling gene programs between triple-positive (*S100A4*^+^*CCL23*^+^*TNFSF13*^+^) and triple-negative subsets. **(K)** Feature plot of the distribution of *CD274*^+^ PMNs and monocytes. **(L)** Volcano plot of the representative DEGs in *CD274*^+^ PMNs compared to *CD274*^-^ PMNs. *CD274* is highlighted with a log_2_FC of 16.4 and *p* = 0. **(M)** GO analysis of *CD274*^+^ PMN-specific DEGs reveals enrichment in biological processes associated with T cell proliferation, glucose starvation, phagocytosis, and IL-10 production. The *p*-values were derived using one-way analysis of variance implemented in the ggpubr R package, along with Wilcoxon rank-sum tests for pairwise comparisons. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001. Abbreviations: PMNs, polymorphonuclear cells; FC, fold change; DEGs, differentially expressed genes; C, cluster; Mo, monocytes; DCs, dendritic cells; pDCs, plasmacytoid DCs; GO, Gene Ontology; GSEA, gene set enrichment analysis.

Canine myeloid populations comprised granulocytes, monocytes, and dendritic cell (DC) subsets, each exhibiting distinct transcriptional profiles defined by canonical markers such as *CD4*, *CD24*, *CR2* (*CD21/LOC490269*), *S100A4*, *CD83*, *CCL23*, *TNFSF13*, and *DLA*-*DOA* (**Figure 2B**). 

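S100A4 (chromosome 7, 43483524 to 43485545) stood at 3286 ± 879 CPM in CD14+ monocytes (SD, n = 6 dogs) and at 112 ± 179.7 CPM in neutrophils, where its spread between dogs exceeded its mean. The log2 fold change in neutrophils was -6.39 ± 2.08 and negative in 6 of 6 dogs (exact two-sided sign-flip permutation test over the dogs, p = 0.03125). TNFSF13 (chromosome 5, 32691425 to 32693492) had 4267 UMIs in the 2566 CD14+ monocytes and 2 UMIs in the 3915 neutrophils. This is a ratio of 659 with a counting interval of 182 to 5442. In monocytes its level varied little, at 326 ± 26.7 CPM.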

Among monocytes, we identified *S100A4*^+^*CCL23*^+^*TNFSF13*^+^*CD14*^+^ clusters representing classical monocytes (clusters 5, 8, 9, 12, 16, and 18) (**Figure 2C**), which were not previously reported in canine scRNA-seq datasets (8–10, 23). In contrast, clusters 4, 10, and 13 expressing *CD83* and *CD91* (*LRP1*) likely corresponded to non-classical or transitional subsets (12, 43). The *CD16* or *FCGR3A* transcript was found to be unannotated in canFam4. 

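Interferon-high cells were taken as those with a UMI of at least 2 of the 5 genes IFI44, OAS1, XAF1, MX2 and CMPK2, so that MX1, ISG15 and LGALS9 stayed free for measurement. Among CD14+ monocytes 570 of 2566 cells (22.2%) met this rule, from 8.44% in dog 1 to 47.5% in dog 2. Their median depth was 6106 UMIs, against 4272 in the other CD14+ monocytes. For comparison, 23 of 1178 B cells (1.95%) met it at a median of 1936 UMIs. MX1 was higher in these 23 cells than in the other B cells, so their share is not a pure background. Thinned to 1000 UMIs, with cells that had fewer left out, the share in monocytes fell to between 1.18% and 8.29% per dog. The number of interferon-high monocytes was 0.773 times that given by the same UMIs placed independently among the cells, so the count alone does not set apart a group of cells.

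**Figure D1:**
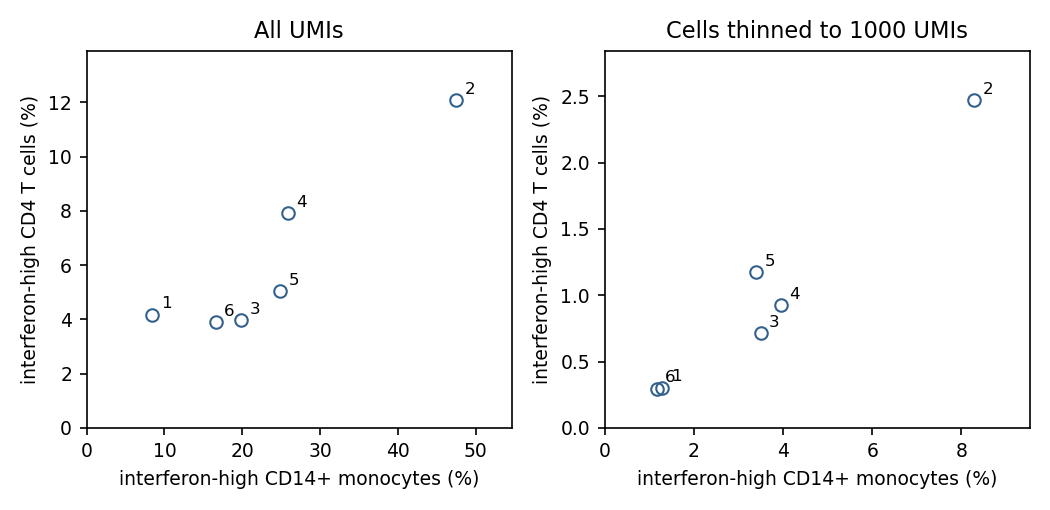
Interferon-high share of CD14+ monocytes (x axis, percent) against that of CD4+ T cells (y axis, percent), by dog, with all UMIs and with cells thinned to 1000 UMIs; each point is 1 dog and carries its library number. Dog 2 is highest on both axes, with 47.5% of monocytes and 12.1% of CD4+ T cells with all UMIs.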

A cluster 8 characterized by high expression of interferon (IFN)-stimulated genes (ISG), such as *ISG15*, *MX1*, *MX2*, *IFI44*, *OAS1*, and *XAF1*, represented IFN-stimulated monocytes (**Figure 2D**) (31). A majority of the IFN-related monocytes showed *LGALS9* expression (**Supplementary Figure 6B**). 

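LGALS9 (chromosome 9, 42125818 to 42141545) had a UMI in 463 of the 570 interferon-high CD14+ monocytes (81.2%, 95% interval 77.8 to 84.4). The share was 42.7% in the other CD14+ monocytes, 54.7% in as many of them matched on UMIs within the dog, and 28.7% in B cells. In summed counts, LGALS9 rose by a log2 fold change of 0.88 ± 0.52 (SD, n = 6 dogs) in interferon-high monocytes, in 5 of 6 dogs (exact two-sided sign-flip permutation test over the dogs, p = 0.0625, adjusted p = 0.0781 over 10 comparisons); dog 1, at -0.13, was the exception. Within a dog, the correlation across monocytes between LGALS9 and the 5 genes, at 1000 UMIs per cell, was r = 0.166 ± 0.109 (SD, n = 6 dogs) and above 0 in 6 of 6 dogs (exact two-sided sign-flip permutation test over the dogs, p = 0.03125, the smallest p possible). With every UMI kept, so that depth enters the relation, it was 0.438.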

DC subsets (clusters 15, 21, and 22) expressed *GPR183*, *DLA*-*DOA*, *CD86*, and *PLD4*, with all CD1 family genes (*CD1A*-*E*) differentially expressed across DC subtypes (**Figures 2C–E**). 

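Members of the CD1 family were compared between the 188 dendritic cells and the 2566 CD14+ monocytes, while CD1E, which names dendritic cells here, was left out. CD1B (chromosome 38, 24152889 to 24156442) stood at 42.7 ± 27.2 CPM in dendritic cells and 2.13 ± 1.95 CPM in monocytes (SD, n = 6 dogs), a log2 fold change of 3.85 ± 0.61. CD1D (chromosome 38, 24357336 to 24361653) was the most abundant, with 377 ± 103 CPM and a log2 fold change of 1.096 ± 0.405. Both were higher in dendritic cells in 6 of 6 dogs (exact two-sided sign-flip permutation test over the dogs, p = 0.03125, adjusted p = 0.0357 over the 32 named comparisons). CD1C (chromosome 38, 24164884 to 24167766) rested on 9 UMIs in dendritic cells and 4 in monocytes, with a log2 fold change of 2.31 ± 1.47 (p = 0.0625 by the same exact test). CD1A, listed as LOC608848 (chromosome 38, 24322256 to 24325735), did not differ beyond the spread between dogs, at 136 ± 25.4 and 109.7 ± 32.9 CPM (log2 fold change 0.35 ± 0.54, exact p = 0.15625). Differences between subtypes of dendritic cells were not tested, since these held too few cells per dog.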

Similar to humans, dogs exhibited *XCR1*^+^ terminally differentiated conventional type 1 DCs (cDC1; cluster 22), *TCF4*^+^*IL3RA*^+^ pDC (cluster 21), and *ITGAX*^+^*FCER1A*^+^ cDC2 (cluster 15) subsets (44). The *XCR1*^+^ DC was characterized by significant *MIF* upregulation (**Supplementary Figure 6C**). 

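The XCR1+ dendritic cells numbered 15, from 4 dogs, too few per dog for a test over the dogs. MIF (chromosome 26, 28734407 to 28735264) had 133 of their 157073 UMIs, or 847 CPM (95% interval 709 to 1004). In the 173 XCR1- dendritic cells it had 623 of 1596936 UMIs, or 390.1 CPM (360.1 to 422), and the intervals of the groups do not overlap. The median depths were alike, at 9979 and 9430 UMIs.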

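CD4 (chromosome 27, 7845022 to 7891631) had a UMI in 72.1% ± 11.5 (SD, n = 6 dogs) of neutrophils and in 33.2% ± 7.34 of CD4+ T cells, although the median depth was 810 UMIs in the former and 2721 in the latter. In B cells, which serve as background, the share was 0.388% ± 0.549 at a median of 1936 UMIs. In summed counts it stood at 2177 ± 756 CPM in neutrophils, a log2 fold change of 7.35 ± 1.44 (SD, n = 6 dogs) over CD14+ monocytes. CR2, listed as LOC490269 (chromosome 7, 6212125 to 6314023), had a UMI in 39.3% ± 10.4 of neutrophils, 1.04% ± 0.889 of CD14+ monocytes and 1.47% ± 0.751 of T cells, and its level was higher in neutrophils than in monocytes by 7.35 ± 0.77 on the log2 scale. B cells, with 46.4% ± 12.0, shared its expression. CD24 (chromosome 12, 64561114 to 64566403) had a UMI in 45.6% ± 10.1 of neutrophils and 0.424% ± 0.470 of CD14+ monocytes, whose median depth was 4652 UMIs. For these 3 genes the share and the level were higher in neutrophils in 6 of 6 dogs (exact two-sided sign-flip permutation test over the dogs, p = 0.03125 each, the smallest p possible). Their shares depend on which cells carry the name. At resolution 1.0, with 1885 neutrophils, they were 84.9% for CD4, 40.5% for CR2 and 66.2% for CD24. The share with a CEACAM1 UMI depended on depth more than any other here. It was 53.1% ± 13.6 in neutrophils and 50.0% ± 9.26 in CD14+ monocytes (exact two-sided sign-flip permutation test over the dogs, p = 0.71875), but with cells thinned to 1000 UMIs the difference was 58.0 percentage points. Cells with fewer UMIs drop out there, which left 1469 of 3915 neutrophils, so this value describes the deeper ones. Thinned to 500 UMIs, with none dropped, the difference was 29.0 percentage points, and with all UMIs and without replicate 5 it was -2.54. The clustering moved this difference as well. With all UMIs it was 16.4 percentage points without integration, higher in 5 of 6 dogs, and 31.8 at resolution 1.0, higher in 6 of 6. ITGAX (chromosome 6, 17057566 to 17086388) was higher in neutrophils by 0.67 ± 0.55 on the log2 scale, and higher in dendritic cells than in monocytes by 0.88 ± 0.42.

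**Figure D2:**
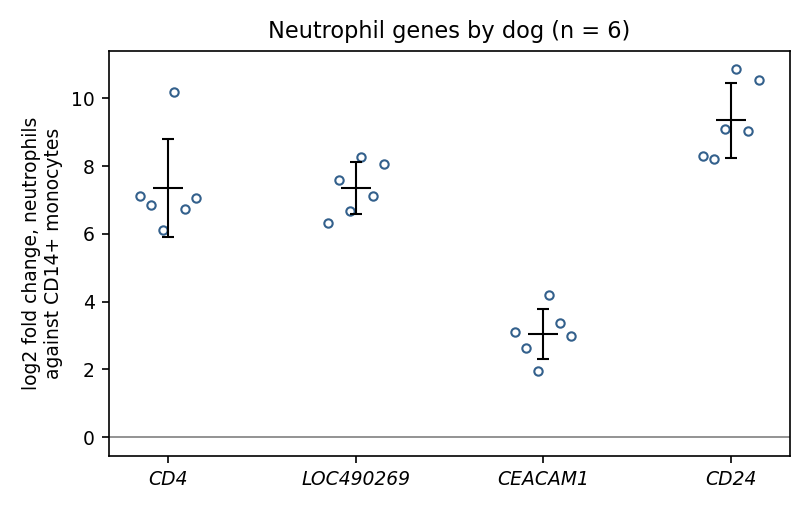
Log2 fold change between neutrophils and CD14+ monocytes (y axis) for CD4, LOC490269, CEACAM1 and CD24 (x axis); each point is 1 dog and the bars give the mean and SD over 6 dogs. Every point lies above 0; for CD4 the dogs run from 6.12 to 10.20.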

PMNs were marked by *CD21* (*CR2*/*LOC490269*) and *CD4*, while *CD177*, *ITGAX*, *CEACAM1*, and *CD24* delineated transcriptionally distinct neutrophil clusters (**Figures 2C, E**). Meanwhile, cluster 14 co-expressed both *CD14* and *CD3E*, meaning that this cluster was likely a doublet.

Next, we functionally characterized how these distinct myeloid subsets contribute to immune homeostasis in healthy dogs (**Figure 2F**). First, *CD14*^+^ monocytes and DC subsets were preferentially enriched in inflammatory gene signatures, such as M1/M2 macrophage markers, innate/adaptive immunity, and IFN signaling pathways (**Figure 2F**, red box). In contrast, neutrophil subsets were preferentially enriched for gene sets related to leukocyte migration involved in the inflammatory response (**Figure 2F**, blue box). Second, we found that certain myeloid subsets may be associated with immune dysregulation of canine diseases. For instance, *CD177*^+^ neutrophils showed strong enrichment in gene signatures associated with immune-mediated hemolytic anemia (IMHA) (36) and myxomatous mitral valvular disease (MMVD) (45). There was also a significant positive correlation between IMHA and MMVD signatures in the *CD177*^+^ neutrophils (**Supplementary Figure 6E**). 

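CD177 (chromosome 1, 112409530 to 112415468) had a UMI in 98 of 3915 neutrophils, or 4.91% ± 6.43 (SD, n = 6 dogs), with 17.8% in dog 2. No UMI was seen in 2566 CD14+ monocytes at a median of 4652 UMIs, which allows a share of up to 0.117%. Only dogs 2 and 5 had at least 10 CD177+ neutrophils (43 and 25 cells), so at the main settings the comparison with CD177- neutrophils rests on 2 dogs. In those, CD177+ cells were deeper, with a median of 3233 against 876 UMIs in dog 2 and 1261 against 996 in dog 5. Of 2525 genes tested, 542 had an adjusted p under 0.05, 272 higher and 270 lower in CD177+ cells. The count was the most sensitive of the comparisons over all genes: against CD177- cells matched on UMIs within the dog no gene passed, with 205 genes at an unadjusted p under 0.05, and with clusters drawn at resolution 1.0 none passed either, with 607 at an unadjusted p under 0.05. The matching stayed incomplete in dog 2, where the matched cells had a median of 1888 UMIs, so it does not part depth from the other differences. With 3 dogs 635 genes passed at the 10x nominal doublet rate, 460 of them shared with the main test, and 610 with no doublet removal, 458 shared. With at least 3 cells per group, an alternative added after the data were seen, 6 dogs gave 568 genes, 352 shared, and CAMP and MMP9 were higher in 6 of 6 dogs. CAMP (chromosome 20, 41199059 to 41201017) stood at 20295 ± 5947 CPM in CD177+ and 177 ± 207 CPM in CD177- neutrophils (SD, n = 2 dogs), a log2 fold change of 7.99 (standard error 0.938, adjusted p = 1.9e-06 from edgeR's quasi-likelihood test). MMP9 (chromosome 24, 33897331 to 33904192) had a log2 fold change of 4.22 (standard error 0.630, adjusted p = 5.4e-05 from the same edgeR test). Matched on UMIs these became 7.56 and 2.14, past no threshold. Of the other genes named for these cells, PTX3, CP, MMP8, PGLYRP1, LTF and C3 rose by 3.74 to 7.28 on the log2 scale, and all 8 genes passed when adjusted over the list alone. RETN (chromosome 20, 52842073 to 52843564) had 101 UMIs in CD177+ cells and 0 in CD177- cells, a rise of at least 237 times with the 2 dogs pooled. Of these UMIs 98 came from dog 2, at 752.6 CPM, and 3 from dog 5, at 47.4 CPM. The level was 400.0 ± 499 CPM over the 2 dogs, and the bound does not hold within each dog. PRKCE (chromosome 10, 49029809 to 49517384) and LOC119872198 (chromosome 6, 31474497 to 31492152) had 0 UMIs in CD177+ cells, with 189 and 128 in CD177- cells, falls of at least 8.95 and 6.06 times. PTX3 (chromosome 23, 51507584 to 51513394) had 3 UMIs in CD177- cells, and its ratio of 176 has a counting interval of 58.0 to 873. This ratio and the bounds on the falls also pool the 2 dogs.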

Genes such as *CD177*, *CAMP*, and *MMP9* were significantly upregulated in these neutrophils (**Figure 2G**). 

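MX1 (chromosome 31, 35791284 to 35815851) and ISG15 (chromosome 5, 56712681 to 56713834) took no part in choosing the interferon-high cells. In interferon-high CD14+ monocytes MX1 stood at 49.8 ± 33.3 CPM and in the others at 8.22 ± 5.89 CPM (SD, n = 6 dogs), a log2 fold change of 2.23 ± 1.02, higher in 6 of 6 dogs (exact two-sided sign-flip permutation test over the dogs, p = 0.03125, adjusted p = 0.0521 over the 10 gene comparisons in interferon-high cells). ISG15 stood at 62.7 ± 54.6 and 7.58 ± 7.27 CPM, a log2 fold change of 2.56 ± 1.50, higher in 5 of 6 dogs (exact p = 0.0625, adjusted p = 0.0781). The 6 dogs cannot bring the adjusted p of such a list under 0.05 unless most of its genes reach the smallest p. An added 10 CPM moved these genes most, to log2 fold changes of 1.51 and 1.73.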

IFN-related monocytes also exhibited MMVD signature enrichment, with notable upregulation of *ISG15* and *MX1* (**Supplementary Figure 6F**). Additionally, a moderately strong, significant positive correlation was observed between type I IFN and MMVD gene signatures (**Figure 2H**). Finally, we further characterized previously unreported *CD14*^+^ monocytes defined by *S100A4*^+^*CCL23*^+^*TNFSF13*^+^expression. Among *CD14*^+^ monocytes, the triple-positive and -negative subsets were separated and subjected to module score analyses for chemokine, ECM remodeling, and TNF superfamily programs (**Figure 2I**). Interestingly, despite high expression of *TNFSF13*, the triple-positive *CD14*^+^ monocytes lacked a global TNF/NF-κB activation signature, while exhibiting upregulated chemokine and ECM-remodeling gene programs (**Figure 2J**).

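CD14+ monocytes with a UMI of each of S100A4, CCL23 and TNFSF13 numbered 1524 and those with none of them 82, and 4 dogs had at least 10 cells of each. The median depth was 6031 UMIs in triple-positive and 1900.5 in triple-negative cells, so the gate also parts cells by depth. Module scores with the paper's gene sets were averaged per dog. The chemokine score was 0.483 ± 0.149 in triple-positive and 0.102 ± 0.191 in triple-negative cells (SD, n = 4 dogs), a difference of 0.381 ± 0.227. The difference was 0.463 ± 0.109 for the ECM-remodeling score and 0.270 ± 0.138 for the TNF/NF-κB score. All 3 were positive in 4 of 4 dogs (exact two-sided sign-flip permutation test over the dogs, p = 0.125 each), and 4 dogs cannot give a smaller p. Each set holds one of the genes that pick the cells. With those genes taken out of the sets, the differences became 0.0672 ± 0.246, 0.0137 ± 0.107 and 0.0196 ± 0.162, all within the spread between dogs. With cells thinned to 1000 UMIs as well, an alternative chosen after seeing the data and the one that moved the scores most, they were -0.00351, -0.0230 and -0.0293.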

Anti-PD-L1 antibodies have shown anti-tumor activity in dogs with naturally occurring cancers (46, 47); however, their immunological mechanisms of action in dogs remain insufficiently characterized. We investigated the contribution of *CD274*, which encodes PD-L1 protein, in myeloid-mediated immune regulation. 

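CD274 (chromosome 1, 94260510 to 94278519) had a UMI in 92 of 2566 CD14+ monocytes, or 3.47% ± 2.95 (SD, n = 6 dogs), at a median depth of 4652 UMIs. CD83 high monocytes showed it in 2.14% ± 2.60 of cells at a median of 969 UMIs. In neutrophils it was seen in 19 of 3915 cells, or 0.436% ± 0.459, at a median of 810 UMIs. The background in B cells was 2 of 1178 cells (0.170%, 95% interval 0.0206 to 0.612), and the interval of the neutrophils, 0.292% to 0.757%, overlaps it. The B cells were deeper, at a median of 1936 UMIs, which raises their share. The overlap therefore does not show that neutrophils lie at the background. Dendritic cells, with a median of 9434 UMIs, held 1 positive cell of 188 (0.532%, 95% interval 0.0135 to 2.93), and none was seen among 74 plasmacytoid dendritic cells, which allows a share of up to 4.05%. The share in neutrophils exceeded that in dendritic cells by 0.0661 percentage points, within the spread between dogs (exact two-sided sign-flip permutation test over the dogs, p = 0.9375), and the sign of this difference changed under 4 of the alternatives to the doublet removal and the clustering. At equal depth it stayed positive, with a share of 0 in dendritic cells. It was 0.357 percentage points at 1000 UMIs, in 2 of 6 dogs (exact p = 0.5), and 0.171 at 500 UMIs, in 3 of 6 (exact p = 0.25). CD14+ monocytes exceeded dendritic cells by 3.10 ± 3.47 percentage points in 5 of 6 dogs (exact p = 0.09375), and neutrophils lay below CD14+ monocytes in 6 of 6 dogs (exact p = 0.03125), a gap of -3.04 percentage points that became -0.487 with cells thinned to 1000 UMIs, which leaves out the shallower cells of both.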

At steady-state, *CD274* was expressed in neutrophils and monocytes but not in DCs (**Figure 2K**, **Supplementary Figure 6G**). We separated myeloid cells based on *CD274* expression and performed differential gene expression analysis. 

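The 19 neutrophils with a CD274 UMI came from 4 dogs: 12 from dog 5, 4 from dog 1, 2 from dog 2 and 1 from dog 3. Together they held 13511 UMIs in dog 5 and between 870 and 2447 in each of the other 3. Only dog 5 reached 10 positive cells, so a comparison of all genes with dogs as replicates could not be fitted at this minimum. With at least 3 cells per group, an alternative added after the data were seen, dogs 1 and 5 would remain. That alternative was not run here, and no gene was tested.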

*CD274*^+^ neutrophils exhibited 18 differentially expressed genes compared to *CD274*^-^ neutrophils (**Figure 2L**, **Supplementary Data 7**). GO analysis of these DEGs revealed enrichment in pathways such as αβ T cell proliferation, IL-10 production, phagocytosis, and the inflammatory response, supporting the functional phenotype of PMN-MDSCs (48) (**Figure 2M**, **Supplementary Data 8**). 

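CD47 (chromosome 33, 13832991 to 13876700) had 10 UMIs in the CD274+ neutrophils, or 538 CPM (95% Poisson interval 258 to 989), and 1174 UMIs in the 3896 CD274- neutrophils, or 293 CPM (277 to 311). The intervals overlap. In dog 5, which gave most of the positive cells, CD47 stood at 518 CPM (208 to 1068) against 417 CPM (381 to 457). A difference was not detectable at this depth.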

Notably, *CD47*, a part of the IL-10 signature, was significantly upregulated in *CD274*^+^ neutrophils. Similarly, 172 DEGs defined *CD274*^+^ monocytes (**Supplementary Figure 6G**), which were enriched in PD-L1 checkpoint, toll-like receptor, NF-κB, and C-type lectin receptor pathways (**Supplementary Figure 6I** and **Supplementary Datas 7**, **8**). 

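Dogs 2, 3 and 5 had at least 10 CD274+ CD14+ monocytes, with 28, 40 and 13 cells. Of 6075 genes tested over these 3 dogs, 1 had an adjusted p under 0.05, and 254 had an unadjusted p under 0.05. The called gene, LOC611536 (chromosome 27, 8543144 to 8582370), stood at 244 ± 74.4 CPM in CD274+ and 123 ± 36.5 CPM in CD274- monocytes (SD, n = 3 dogs). Its log2 fold change was 1.09 (standard error 0.195, adjusted p = 0.00364 from edgeR's quasi-likelihood test), higher in 3 of 3 dogs. It did not pass without the block, with DESeq2, at the nominal doublet rate, without integration, at resolution 1.0, without replicate 2 or without replicate 5, with log2 fold changes of 1.17, 1.16, 1.08, 0.66, 0.74, 0.71 and 0.99. Without replicate 3 the count was 6. IRAK2 (chromosome 20, 8204711 to 8267937), which the paper names, had a log2 fold change of 0.65, higher in 2 of 3 dogs (adjusted p = 0.296 from edgeR's test over all genes), and UPF2 (chromosome 2, 23426047 to 23528882) one of 0.59 (adjusted p = 0.997 from the same edgeR test). Adjusted over the list alone, 1 of these 2 genes passed, IRAK2, and the list is not independent evidence because the study chose it on these libraries. The positive cells were deeper in each of the 3 dogs, as in dog 2 with medians of 6940.5 and 5428 UMIs.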

Taken together, we identified functionally distinct myeloid subsets, demonstrating their potential clinical relevance in regulating immune homeostasis in dogs.

### Identification and characterization of *CD4*^+^ T subsets

T helper subsets play major roles in canine health and disease (49). We next identified and characterized *CD4*^+^ T cell subsets in healthy dogs (**Figure 3A**). Cell identities were assigned using canonical markers and canine *CD4*^+^ T cell references (8, 22, 24), with representative marker genes summarized in **Supplementary Figure 7A** and **Supplementary Data 9**. Naïve (*SELL*^+^*CD44*^-^) (clusters 0, 1, 11, 13, and 15) and effector/memory (*SELL*^-^*CD44*^+^) (clusters 2, 3, 4, 5, 6, 7, 8, 12, 14, and 17) populations were clearly separated (**Figure 3B**). 

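CD44 (chromosome 18, 33135283 to 33223633) stood at 313 ± 48.8 CPM in naïve CD4+ T cells and 567 ± 76.8 CPM in the other CD4+ T cells without Tregs (SD, n = 6 dogs), a log2 fold change of -0.86 ± 0.31. It was lower in 6 of 6 dogs (exact two-sided sign-flip permutation test over the dogs, p = 0.03125, adjusted p = 0.0357 over the 32 named comparisons). The naïve cells numbered 3357 and the others 4573. CD44 was thus lower in naïve cells and not absent from them.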

Functionally distinct Th1 (cluster 3), Th2 (cluster 6), and Th17 (cluster 5) subsets were identified, exhibiting partial transcriptional overlap (**Figure 3C**). A transcriptionally unique IFN-related subset (cluster 14) displayed strong enrichment of ISGs, including *XAF1, OAS1, MX1*, and *ISG15* (**Figures 3C, D**). 

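Among CD4+ T cells, 460 of 8427 had a UMI of at least 2 of IFI44, OAS1, XAF1, MX2 and CMPK2 (5.46%, from 3.90% in dog 6 to 12.1% in dog 2). Their median depth was 3782 UMIs, against 2678 in the other CD4+ T cells. This count was 1.03 times that from the same UMIs placed independently, a ratio that does not by itself tell a group of such cells from free RNA. LGALS9 had a UMI in 52.4% of these cells (95% interval 47.7 to 57.0) and in 26.3% of as many others matched on UMIs. At 1000 UMIs per cell the share ranged from 0.296% to 2.47% per dog.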

*PDCD1*^high^ cluster 12 represented a putative exhausted phenotype (**Figure 3E**). 

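PDCD1 (chromosome 25, 51676302 to 51686322) had a UMI in 22% of the 400 cells of the CD4+ T cluster where it was most frequent, at a median depth of 3534 UMIs. In the other CD4+ T clusters the share ran from 0 to 9.05%, the highest being that of Tregs, and none of 1178 B cells had a UMI, which allows up to 0.255%. The same cluster also held LAG3 in 11.5%, TIGIT in 4.25%, HAVCR2 in 1% and CTLA4 in 48.2% of its cells. MKI67 was seen in 7.25% of them.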

Tregs (clusters 7 and 17) expressed canonical *FOXP3*, *IL2RA*, *CCR4*, and *CTLA4* alongside *BATF* and *IL32* (**Supplementary Figures 7A, B**). 

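BATF (chromosome 8, 48852769 to 48876074) stood at 312 ± 69.9 CPM in Tregs and 62.1 ± 10.8 CPM in the other CD4+ T cells (SD, n = 6 dogs), a log2 fold change of 2.30 ± 0.26. IL32 (chromosome 6, 38565117 to 38568798) stood at 91.8 ± 38.4 and 40.4 ± 14.7 CPM, with a log2 fold change of 1.11 ± 0.61. CCR4 (chromosome 23, 4040101 to 4041183) had a UMI in 38.0% ± 21.7 of Tregs and in 5.43% ± 3.44 of other CD4+ T cells, at median depths of 3876 and 2677 UMIs, and its log2 fold change in summed counts was 2.62 ± 0.58. All 3 genes were higher in Tregs in 6 of 6 dogs (exact two-sided sign-flip permutation test over the dogs, p = 0.03125, the smallest p possible). The share of Tregs with CCR4 ran from 13.0% to 67.1% between dogs. FOXP3, IL2RA and CTLA4 are among the markers that name the Tregs here. FOXP3 and IL2RA are not measured in them as a finding.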

*CTLA4* was broadly expressed across multiple *CD4*^+^ subsets (**Figure 3E**). 

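CTLA4 (chromosome 37, 12505745 to 12511890) had a UMI in 58.4% ± 12.7 (SD, n = 6 dogs) of Tregs, 11.9% ± 3.01 of naïve CD4+ T cells and 24.5% ± 9.52 of the remaining CD4+ T cells. The median depths were 3876, 2506 and 2871 UMIs. None of 1178 B cells had one, at a median of 1936 UMIs, which allows up to 0.255%, and 5 of 3915 neutrophils did (0.128%). Tregs exceeded the other CD4+ T cells by 40.0 ± 10.8 percentage points, in 6 of 6 dogs (exact two-sided sign-flip permutation test over the dogs, p = 0.03125). CTLA4 is itself on the list of markers that names the Tregs, so part of this difference is built in. The test cannot tell how much. Depth moved this difference most: with cells thinned to 500 UMIs it was 7.77 percentage points, a smaller difference that was higher in 5 of 6 dogs (exact two-sided sign-flip p = 0.0625). Across the CD4+ T clusters outside Tregs, the share ran from 4.52% to 52.0%.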

A small *CD8A*^+^ cluster 9 indicated double-positive T cells, while clusters 8, 11, and 15 remained transcriptionally unclassified but expressed *CCDC3, LOC119876465*, and *STAT3*, respectively. Cluster 10, co-expressing *CSF3R, DPYD*, and *S100A8*, was likely a doublet population (**Supplementary Figure 7B**).

**Figure 3:**
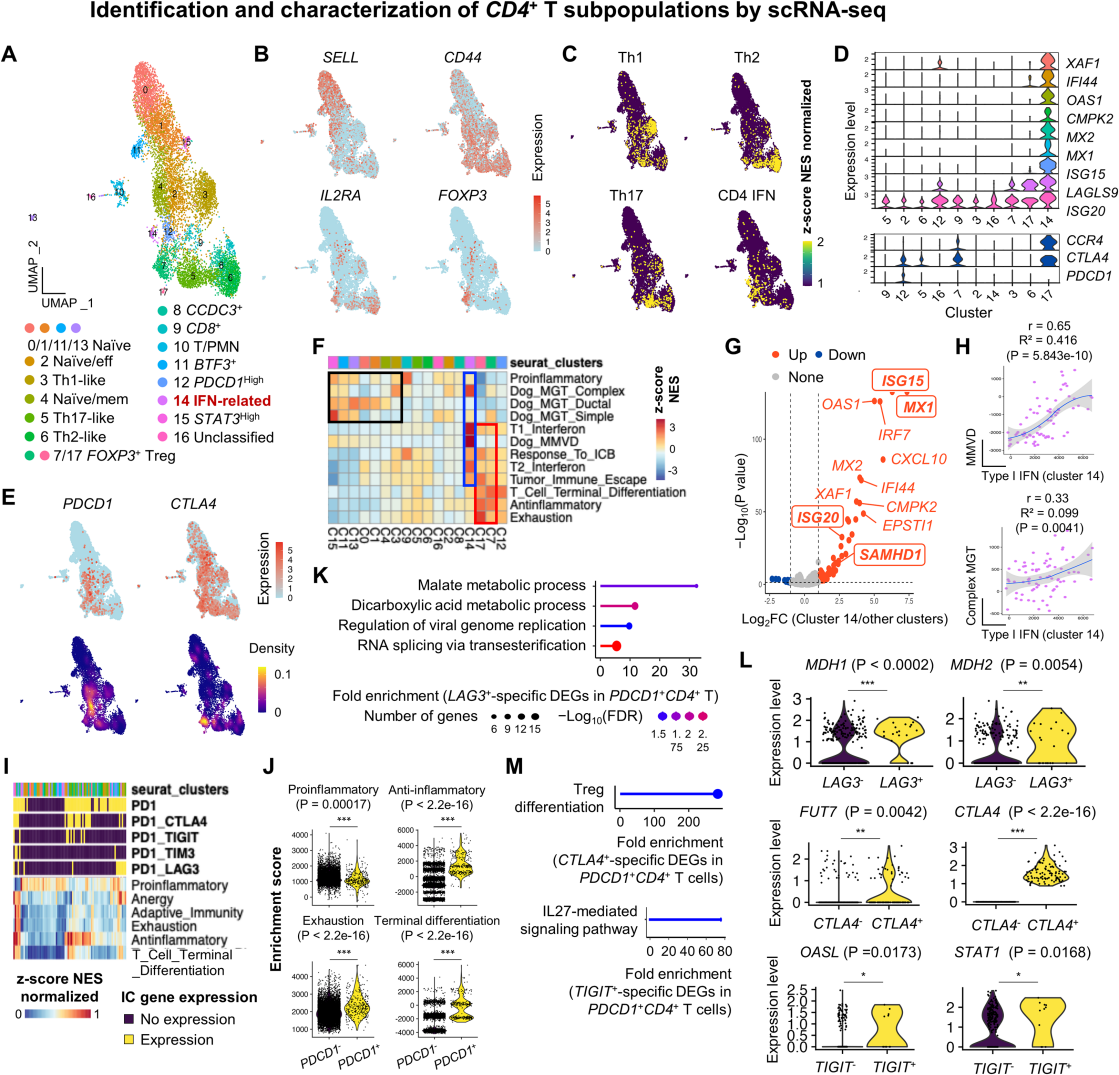
Identification and characterization of *CD4*^+^ T subpopulations by scRNA-seq. **(A)** UMAP plot of the 18 distinct *CD4*^+^ T cell subsets. **(B)** Cell type recognition using the escape R package. Feature plots show enrichment of canine Th1, Th2, and Th17 gene signatures along with *FOXP3* expression. **(C)** Expression patterns of IC genes are shown on the feature plot. **(D)** Violin plots of the distinct gene expression in clusters 14 (IFN-related) and 12 (*PDCD1*^+^*CTLA4*^+^). **(E)** Feature and density plots of the expression patterns of *PDCD1* and *CTLA4* in *CD4*^+^ T cells. **(F)** GSEA of the preferential pathway enrichment in effector *CD4*^+^ T phenotypes (red boxed). IFN-related cluster 14 is strongly enriched for IFN signaling and Dog_MMVD signatures. Treg and *PDCD1*^high^ clusters are enriched for terminal differentiation pathways. **(G)** Volcano plot of the DEGs in IFN-related *CD4*^+^ T cells compared to other clusters. Dog_MMVD-associated genes are highlighted in bold and boxed. **(H)** Feature scatter plots of the positive correlation between two gene signatures in the IFN-related *CD4*^+^ T cells. **(I)** GSEA reveals that *CTLA4*^+^ or *LAG3*^+^*PDCD1*^+^*CD4*^+^ T cells are enriched for anti-inflammatory, anergy, and exhaustion signatures. **(J)** Violin plots of the enrichment pattern of immune-associated gene sets in *CD4*^+^ T cells with or without *PDCD1*. **(K)** GO analysis of *LAG3*-associated DEGs in *PDCD1*^+^*CD4*^+^ T cells reveals enrichment in malate and dicarboxylic acid metabolism, and viral genome replication. **(L)** Violin plots demonstrates upregulation of *LAG3*, *CTLA4*, and *TIGIT*-specific key genes involved in malate metabolism, Treg differentiation, and IL-27-mediated signaling pathways in *PDCD1*^+^*CD4*^+^ T cells, respectively. **(M)** GO analysis of *CTLA4*- and *TIGIT*-specific DEGs in *PDCD1*^+^*CD4*^+^ T cells reveals enrichment in Treg differentiation and IL-27-mediated signaling pathways, respectively. Statistical significance was determined by comparing two groups of interest using the non-parametric Wilcoxon rank-sum test. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001. FC, fold change; DEGs, differentially expressed genes; C, cluster; Tregs, regulatory T cells; GSEA, gene set enrichment analysis; GO, Gene Ontology.

We next explored the functional and clinical relevance of these subsets. 

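In interferon-high CD4+ T cells MX1 stood at 34.3 ± 22.9 CPM, against 1.31 ± 1.40 CPM in the other CD4+ T cells (SD, n = 6 dogs), a log2 fold change of 3.79 ± 1.22. ISG15 stood at 186 ± 101 and 19.3 ± 13.1 CPM, a log2 fold change of 3.28 ± 0.99. Both genes, which take no part in choosing the cells, were higher in 6 of 6 dogs (exact two-sided sign-flip permutation test over the dogs, p = 0.03125, adjusted p = 0.0521 over the 10 comparisons). MX1 rested on 66 and 27 UMIs. Interferon-high cells were also deeper than the rest, and depth alone does not raise a level given as CPM.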

First, similar to myeloid cells, IFN-related *CD4*^+^ T cells exhibited marked enrichment of canine MMVD gene signature (blue boxed in **Figure 3F**), characterized by the upregulation of *MX1* and *ISG15* (**Figure 3G**) and a positive correlation between type I IFN and MMVD signatures (**Figure 3H**, upper panel). 

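ISG20 (chromosome 3, 52314197 to 52325226) stood at 432 ± 44.1 CPM in interferon-high and 173 ± 23.2 CPM in other CD4+ T cells (SD, n = 6 dogs), a log2 fold change of 1.32 ± 0.22. SAMHD1 (chromosome 24, 26189021 to 26245159) stood at 130.4 ± 71.8 and 65.3 ± 38.3 CPM, a log2 fold change of 1.03 ± 0.31. Each was higher in 6 of 6 dogs (exact two-sided sign-flip permutation test over the dogs, p = 0.03125, adjusted p = 0.0521). In CD14+ monocytes the same genes changed less, with log2 fold changes of 0.63 ± 0.71 (exact p = 0.125) and 0.32 ± 0.42 (exact p = 0.1875).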

A similar pattern was observed in the IFN-related subset regarding mammary complex carcinoma signature, showing upregulation of *ISG20* and *SAMHD1*, along with a corresponding gene set correlation (**Figures 3F–H**, lower panel). Second, Treg clusters were highly enriched in anti-inflammatory signatures, consistent with their immunosuppressive roles in healthy dogs (50) (red boxed in **Figure 3F**). Interestingly, upon subclustering of Tregs based on *CCR4* expression (**Supplementary Figure 7C**), *CCR4*^+^ Tregs were more enriched with gene sets associated with tumor immune evasion and response to immune checkpoint (IC) blockade (**Supplementary Figure 7D**), suggesting that CCR4^+^ Tregs possess a regulatory program that could become clinically relevant under pathological conditions such as cancer (51, 52). DEGs defining *CCR4*^+^ Tregs compared to *CCR4*^-^ ones were obtained and subjected to GO analysis (**Supplementary Data 10**), which revealed significant enrichment with the gene set associated with tRNA wobble base modification (**Supplementary Data 11**). Among genes listed in the signature, *CCR4*^+^ Tregs showed a significant upregulation in *NSUN3*, *ELP2*, *GTPBP3*, *ELP3*, and *CTU1* but *ADAT2* downregulation. 

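CCR4+ and CCR4- Tregs could be compared in the 5 dogs with at least 10 cells of each, all but dog 4. Of 2408 genes tested, 2 had an adjusted p under 0.05, and 152 had an unadjusted p under 0.05. LOC102156776 (chromosome 16, 6598075 to 6598680) stood at 62.6 ± 41.3 CPM in CCR4+ and 179 ± 106 CPM in CCR4- Tregs (SD, n = 5 dogs), a log2 fold change of -1.53 (standard error 0.285, adjusted p = 0.00298 from edgeR's quasi-likelihood test), lower in 5 of 5 dogs. It is a variable segment of a receptor gene, and it did not pass without the block, with DESeq2, with a FOXP3 gate, with at least 3 cells per group (an alternative added after the data were seen), without replicate 5 or without replicate 6. Its log2 fold changes were then -1.32, -1.59, -1.31, -1.34, -1.37 and -0.91, and against negative cells matched on UMIs no gene passed, with 67 at an unadjusted p under 0.05. The other gene, LOC119874696, is named here after its value was seen: its log2 fold change was -1.25 (standard error 0.262, adjusted p = 0.0142 from edgeR's test), lower in 4 of 5 dogs. The tRNA-modification genes the paper names had too few UMIs for the filter on low counts: NSUN3 (chromosome 33, 2042811 to 2097960; 16 against 8 UMIs, log2 fold change 1.16), ELP2 (chromosome 7, 53979910 to 54028562; 19 against 16 UMIs, log2 fold change 0.60), ELP3 (chromosome 25, 29584694 to 29676660; 9 against 7 UMIs, log2 fold change 1.81), CTU1 (chromosome 1, 106412402 to 106418193; 6 against 5 UMIs, log2 fold change 0.19) and ADAT2 (chromosome 1, 35191585 to 35232714; 6 against 22 UMIs, log2 fold change -1.59). GTPBP3 (chromosome 20, 45831437 to 45836311) had 4 against 2 UMIs, a ratio of 2.46 with a counting interval of 0.352 to 27.2. Without that filter each of the 6 had an adjusted p of 0.999 from edgeR's quasi-likelihood test over all genes. At this depth a difference in them was not detectable.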

Third, *PDCD1*^high^*CD4*^+^ T cells showed modest enrichment of gene signatures associated with terminal T cell differentiation and exhaustion (**Figure 3F**), suggesting that healthy dogs have *CD4*^+^ T cells undergoing transition toward an exhausted phenotype. Finally, *CD4*^+^ T subsets enriched for mammary gland tumor-associated gene signatures included several naïve, Th1-like, and *STAT3*^high^ proinflammatory populations (black boxed in **Figure 3F**).

In healthy dogs, PD1 blockade has been shown to reverse CD4^+^ T cell suppression induced by tumor-derived PD-L1 (53), but the underlying molecular mechanisms are not well understood. We therefore analyzed the transcriptional profiles of *CD4*^+^ T cells expressing IC genes. *CD4*^+^ T cells with or without *PDCD1* expression exhibited different enrichment patterns for gene signatures associated with immune activation and exhaustion (**Figure 3I**). 

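The exhaustion module holds PDCD1, LAG3, HAVCR2, TIGIT, TOX and ENTPD1. Its score was 0.263 ± 0.0479 in 346 PDCD1+ and -0.0160 ± 0.00738 in 8081 PDCD1- CD4+ T cells (SD, n = 6 dogs), a difference of 0.279 ± 0.0480, positive in 6 of 6 dogs (exact two-sided sign-flip permutation test over the dogs, p = 0.03125). The gene that parts the cells is itself in the module. With PDCD1 taken out, the difference was 0.0483 ± 0.0324 (exact two-sided sign-flip p = 0.0625, n = 6 dogs). Taking out PDCD1 and thinning the cells to 1000 UMIs, an alternative chosen after seeing the data and the one that moved the score most, gave 0.0417 ± 0.0276. The median depth was 3458 UMIs in PDCD1+ and 2693 in PDCD1- cells.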

Notably, compared to *PDCD1*^-^*CD4*^+^ T cells, *PDCD1*^+^*CD4*^+^ T cells showed significant enrichment of exhaustion-related gene signatures, suggesting an inhibitory effect of *PDCD1* on *CD4*^+^ T cell immunity (**Figure 3J**). Similarly, *PDCD1*^+^*CD4*^+^ T cells showed downregulation of T cell receptor (TCR)-related genes (*ID3*, *CCR7*, *FOXP1*, and *TRAT1*) but also showed upregulation of genes such as *BATF*, *ISG20*, *IFI30*, *ITGB1*, and *IDH2* (**Supplementary Data 12**). 

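From the enrichment of exhaustion-related signatures, the paper proposes an inhibitory effect of PDCD1 on CD4+ T cell immunity, and it lists these genes in the same direction. Between PDCD1+ and PDCD1- CD4+ T cells, 724 of 8441 genes had an adjusted p under 0.05, 408 higher and 316 lower in PDCD1+ cells. Among the genes named, edgeR's quasi-likelihood test gave the log2 fold changes ID3 (chromosome 2, 75274965 to 75276093) -0.94 (standard error 0.119, adjusted p = 1.4e-08), CCR7 (chromosome 9, 22019550 to 22043479) -1.43 (standard error 0.152, adjusted p = 6.0e-11), FOXP1 (chromosome 20, 20573511 to 21158112) -0.98 (standard error 0.138, adjusted p = 1.8e-07) and TRAT1 (chromosome 33, 14547404 to 14584144) -1.94 (standard error 0.159, adjusted p = 1.1e-14), lower in 6 of 6 dogs each. The same edgeR quasi-likelihood test gave BATF (chromosome 8, 48852769 to 48876074) 1.05 (standard error 0.132, adjusted p = 8.8e-09), ISG20 0.94 (standard error 0.0958, adjusted p = 1.7e-11), IFI30 (chromosome 20, 45228348 to 45231774) 1.25 (standard error 0.105, adjusted p = 3.1e-14), ITGB1 (chromosome 2, 3939078 to 3985170) 0.76 (standard error 0.0853, adjusted p = 2.5e-10) and IDH2 (chromosome 3, 53558279 to 53574816) 0.92 (standard error 0.118, adjusted p = 1.7e-08) for those that rose, again in 6 of 6 dogs each. For TRAT1 the levels were 45.8 ± 26.4 against 188 ± 73.1 CPM (SD, n = 6 dogs) and for IFI30 309 ± 97.7 against 139 ± 56.0 CPM. All 9 genes passed when adjusted over the list alone, although the list was drawn from these libraries. By the rule for unnamed genes, CENPF (chromosome 7, 12421098 to 12482469) and CXXC5 (chromosome 2, 34028727 to 34063784) rose most, by 2.45 and 1.86, and RALGPS2 (chromosome 7, 20763086 to 20921523) fell, with -3.29. LOC111097267 (chromosome 1, 101521148 to 101527338), also among the largest falls, had 1 UMI in PDCD1+ cells, a ratio of 12.8 with a counting interval of 2.27 to 506. The PDCD1+ cells were deeper in each dog, and against PDCD1- cells matched on UMIs 59 genes passed, 57 of them among the 724. CCR7, ID3, TRAT1 and IFI30 then remained, with log2 fold changes of -1.05, -0.75, -1.09 and 0.67. FOXP1, BATF, ISG20, ITGB1 and IDH2 no longer passed, at -0.57, 0.56, 0.37, 0.28 and 0.0240. An effect of PDCD1 itself was not tested, since the cells differ in more than this gene.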

Recently, a dog with anti-PD-L1-resistant melanoma exhibited a complete remission of an oral neoplastic lesion following anti-CTLA4 therapy (54). To further elucidate the mechanism of action, we performed differential gene expression and gene set enrichment analyses, which revealed that *CTLA4*-specific genes, such as *FOXP3*, *TIGIT*, *HAVCR2*, *IL10*, *ADORA2A*, and *ADA* (**Supplementary Figure 7E** and **Supplementary Data 13**), were significantly upregulated and enriched in pathways related to negative regulation of the immune system (**Supplementary Figure 7F**). 

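CTLA4+ CD4+ T cells numbered 1681 and CTLA4- ones 6746. Of 9260 genes tested, 1615 had an adjusted p under 0.05, 918 higher and 697 lower in CTLA4+ cells. FOXP3 had a log2 fold change of 2.11 (standard error 0.227, adjusted p = 1.3e-07 from edgeR's quasi-likelihood test), with 28.5 ± 6.27 against 6.99 ± 3.69 CPM (SD, n = 6 dogs), and ADA (chromosome 24, 32708375 to 32739510) one of 1.12 (standard error 0.0988, adjusted p = 4.8e-09 from the same edgeR test), each higher in 6 of 6 dogs. The filter on low counts left out the other 4 genes. Without it, edgeR's test gave log2 fold changes of TIGIT (chromosome 33, 19131089 to 19146839) 1.33 (adjusted p = 0.0265), HAVCR2 (chromosome 4, 53905760 to 53918797) 1.50 (adjusted p = 0.0228), IL10 (chromosome 7, 5697728 to 5701500) 2.25 (adjusted p = 5.7e-11) and ADORA2A (chromosome 26, 28226384 to 28244417) 1.63 (adjusted p = 2.7e-05). These rested on 28, 26, 66 and 48 UMIs in CTLA4+ cells. Of the 2 genes of the list that were tested, 2 passed when adjusted over the list alone. The largest other changes were rises of MKI67 (chromosome 28, 37271417 to 37300625) by 2.20 and NRP1 (chromosome 2, 3642794 to 3780784) by 2.17, and falls of HMGA2 (chromosome 10, 8703471 to 8848741), at -3.60, and LOC610614 (chromosome 23, 27935698 to 28044033), at -3.04. Against CTLA4- cells matched on UMIs, 621 genes passed, FOXP3 and ADA among them with log2 fold changes of 1.70 and 0.67. The matching stayed incomplete in dog 1, with medians of 4458 and 3620 UMIs, so part of the difference in depth remains in this list. Without replicate 1, in which CTLA4+ cells were deepest, the count was 1048. Pathway enrichment was not analysed here.

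**Figure D3:**
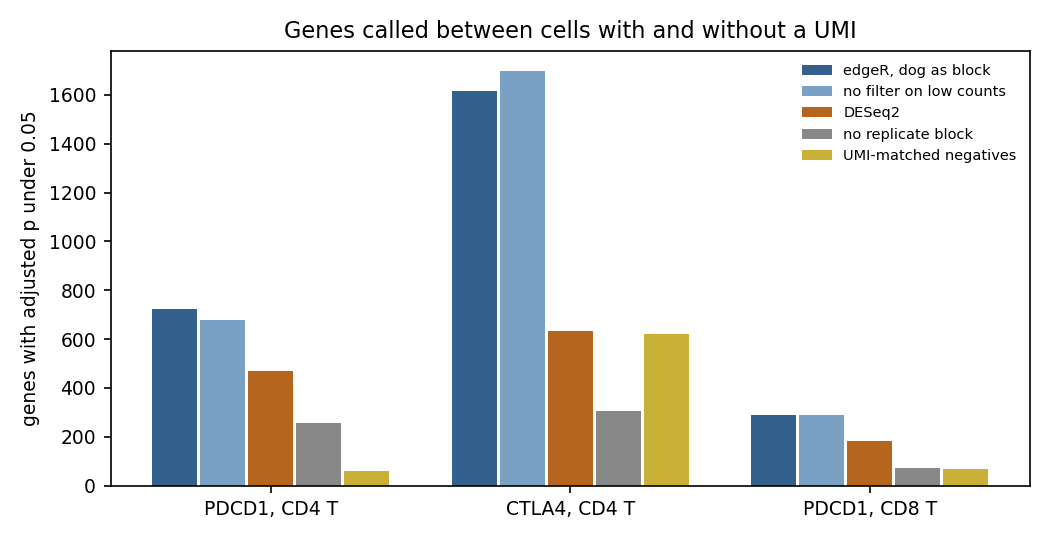
Genes with an adjusted p under 0.05 (y axis) between positive and negative cells for PDCD1 in CD4+ T cells, CTLA4 in CD4+ T cells and PDCD1 in CD8+ T cells, under 5 settings (x axis). Against UMI-matched negatives the counts are 59, 621 and 69, the lowest of the settings for the first and the last.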

We next investigated the biological implications of additional IC genes expressed in *PDCD1*^+^*CD4*^+^ T cells. 

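PDCD1 was seen in 346 CD4+ T cells. Of these, CTLA4 was seen in 126 (36.4%, 95% interval 31.3 to 41.7), LAG3 (chromosome 27, 7829072 to 7835123) in 30 (8.67%, 95% interval 5.93 to 12.1), TIGIT in 16 (4.62%, 95% interval 2.67 to 7.40) and HAVCR2 in 5 (1.45%, 95% interval 0.471 to 3.34). In as many PDCD1- cells matched on UMIs within the dog, the shares were 26.9%, 3.76%, 0.867% and 1.73%. In all PDCD1- cells they were 19.2%, 3.03%, 0.532% and 0.544%, at a median of 2693 UMIs against 3458 in PDCD1+ cells. As a background, B cells showed LAG3 in 0.424% and the other 3 genes in none. The doublet removal moved these shares most, with CTLA4 at 38.1% when no doublet was removed. The interval for HAVCR2 includes the matched share, so co-detection of HAVCR2 beyond depth was not seen.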

Among this population, distinct subgroups co-expressed additional IC genes, including *CTLA4* (n = 95), *LAG3* (n = 20), *TIGIT* (n = 11), and *HAVCR2* (n = 4). Notably, *PDCD1*^+^*CD4*^+^ T cells co-expressing *TIGIT*, *HAVCR2*, or *LAG3* showed a tendency toward enrichment of an exhaustion signature (**Supplementary Figure 7G**). DEGs associated with each IC gene are provided in **Supplementary Data 14**. Given the robustness of differential expression analysis in scRNA-seq datasets (55), GO enrichment analysis of *LAG3*-, *CTLA4*-, and *TIGIT*-specific DEGs was performed. Interestingly, *LAG3*-specific genes were significantly enriched in biological processes related to malate and dicarboxylic acid metabolism, viral genome replication, and RNA splicing (**Figure 3K**). Within the metabolic gene set, *MDH1* and *MDH2* were significantly upregulated in *LAG3*^+^*PDCD1*^+^*CD4*^+^ T cells compared to *LAG3*^-^ counterparts (**Figure 3L**). Similarly, *CTLA4*- and *TIGIT*-specific genes were enriched in pathways associated with Treg differentiation and IL-27 signaling, respectively (**Figure 3M**). In these gene sets, *FUT7*, *OASL*, and *STAT1* were notably upregulated in *IC*^+^*PDCD1*^+^*CD4*^+^ T cells (**Figure 3L**). Collectively, our results show the functional diversity and IC heterogeneity of *CD4*^+^ T cell subsets in dogs, highlighting their potential clinical relevance in immune homeostasis.

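LAG3+ PDCD1+ CD4+ T cells numbered 30 in 6 dogs, against 316 LAG3- ones. MDH1 (chromosome 10, 64609207 to 64626872) stood at 353 ± 73.5 and 190.2 ± 19.4 CPM (SD, n = 6 dogs), on 56 and 242 UMIs. With 10 CPM added to each level, its log2 fold change was 0.84 ± 0.34. MDH2 (chromosome 6, 7305587 to 7321452) stood at 269 ± 143 and 135 ± 21.9 CPM, with a log2 fold change of 0.80 ± 0.74. Both were higher in 6 of 6 dogs (exact two-sided sign-flip permutation test over the dogs, p = 0.03125, adjusted p = 0.15625 over the 10 genes tested in such small groups). The alternative that changed most in this family was the matching on UMIs, under which MDH1 rose by 0.71 in 5 of 6 dogs and MDH2 by 0.77 in 4 of 6.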

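FUT7 (chromosome 9, 48607910 to 48608977) was compared between 126 CTLA4+ and 220 CTLA4- PDCD1+ CD4+ T cells. It stood at 104 ± 43.4 and 71.8 ± 42.9 CPM, a log2 fold change of 0.58 ± 0.98 (SD, n = 6 dogs), higher in 4 of 6 dogs (exact two-sided sign-flip permutation test over the dogs, p = 0.25). TIGIT+ PDCD1+ cells, 10 in number, came from only 2 dogs that met the minimum, for which the exact test cannot give a p under 0.5. OASL (chromosome 26, 17181921 to 17194967) had 5 UMIs in them, with a log2 fold change of 0.44 ± 0.00227 (SD, n = 2 dogs). Against TIGIT- cells matched on UMIs, OASL changed sign, to -0.13.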

### Identification and characterization of *CD8*^+^ and other T subsets

We next performed subclustering of non-*CD4*^+^ T cells, identifying ten transcriptionally distinct *CD8*^+^ T clusters (0, 1, 2, 3, 4, 5, 6, 7, 8, and 14), three γδ T clusters (15, 17, 18), two cycling T clusters (9, 12), and one *CD4*^-^*CD8A*^-^ double-negative (DN) cluster (13) (**Figure 4A**). 

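The T cells outside the CD4+ classes fell here into 7 CD8+ clusters, 1 of them naïve, 2 γδ clusters, 2 cycling clusters and 2 further clusters with neither CD4 nor CD8 genes dominant. CD8+ T cells outnumbered γδ T cells, with 3979 against 243 cells. Cycling cells, which include CD4+ and CD8+ T cells, were 3.38% of all T cells pooled and 3.68% ± 1.58 per dog (SD, n = 6 dogs). The double-negative cluster held 146 cells, with CD4 in 4.79% and CD8A in 11.0% of them. At resolution 1.0 no separate class of cycling T cells was found.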

Representative canonical and cluster markers are summarized in **Supplementary Figure 8A** and **Supplementary Data 15**. Based on established canine *CD8*^+^ T cell signatures (8, 22, 24), naïve *CD8*^+^ T cells (clusters 3 and 5) expressed *CCR7, SELL, LEF1*, and *TCF7*. In contrast, effector *CD8*^+^ T cells (clusters 0, 1, 2, 4, 6, 7, 8, 14) displayed high expression of cytotoxic genes, including *GZMB, GZMH* (*LOC490629*), *GZMK*, and *PRF1* (**Figures 4B, C**, **Supplementary Figures 8A, B**). 

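Effector CD8+ T cells (3193) were set against naïve ones (786). GZMB (chromosome 8, 4634356 to 4637481) stood at 3046 ± 665 and 3.47 ± 3.46 CPM (SD, n = 6 dogs), a log2 fold change of 9.86 ± 1.26. PRF1 (chromosome 4, 22227730 to 22230277) stood at 223 ± 70.4 and 3.78 ± 3.05 CPM, a log2 fold change of 5.80 ± 1.09. GZMH, listed as LOC490629 (chromosome 8, 4614289 to 4620239), had 903 UMIs in effector cells and 1 in naïve cells, a ratio of 284 with a counting interval of 50.8 to 11222. NKG7 rose by 7.69 ± 1.47 on the log2 scale. Each gene kept its direction in 6 of 6 dogs (exact two-sided sign-flip permutation test over the dogs, p = 0.03125). GNLY (chromosome 17, 39709045 to 39725379), in contrast, was not higher in CD8+ than in CD4+ T cells, at -0.15 ± 0.45 on the log2 scale (exact two-sided p = 0.46875).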

Innate-like subsets (clusters 2 and 6) co-expressed *FCER1G* and *PI3* (9), with cluster 6 further enriched in *CXCR6* and effector-memory markers (*PRDM1, ZNF683, STAT3*), consistent with a mucosal-associated invariant T cell-like phenotype. *PDCD1*^+^*LAG3*^+^ effector T cells (cluster 7) and cycling/*FOXP3*^+^*CTLA4*^+^ subsets (clusters 9, 12, 13) were also identified, reflecting activation or regulatory states (**Figure 4D**). 

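CTLA4 had a UMI in 51.0% ± 9.94 (SD, n = 6 dogs) of cycling T cells and 15.1% ± 3.21 of the other T cells, a difference of 35.9 ± 9.40 percentage points in 6 of 6 dogs (exact two-sided sign-flip permutation test over the dogs, p = 0.03125). The cycling cells were deeper, with a median of 9366 against 2539 UMIs, and with cells thinned to 500 UMIs the difference was 3.21 percentage points. By cluster, the share was 53.3% and 53.6% in the cycling clusters and 45.9% (95% interval 37.6 to 54.3) in the double-negative cluster, whose median depth was 2324 UMIs. At 1000 UMIs per cell these were 16.1%, 16.4% and 23.7%, so that the double-negative cells led. CD8+ T cells showed CTLA4 in 123 of 3979 cells (3.09%) and γδ T cells in 3 of 243 cells (1.23%), beside none of 1178 B cells. The CD8+ clusters differed, with 12.6% of 786 cells in the naïve cluster and from 0 to 5.84% in the others. The larger cluster with neither CD4 nor CD8 genes dominant had CTLA4 in 10.8% of 582 cells.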

Interestingly, the *CTLA4* expression was largely confined to cycling T (51.6% and 59.7% in clusters 9 and 12, respectively) and DN T cells (54.4% in cluster 13). γδ T cells expressed *RHEX* and *SCART1 (LOC491694)*, while unclassified clusters 10 and 11 displayed *CD44, TOX*, and *LOC102155278*. Cluster 16, co-expressing *CD8A, CSF3R*, and *DPYD*, was likely a doublet.

**Figure 4:**
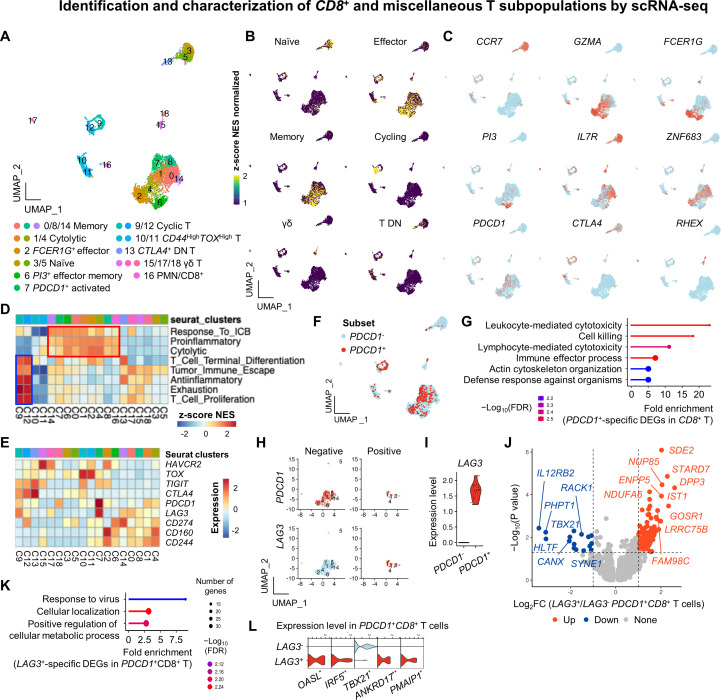
Identification and characterization of *CD8*^+^ and miscellaneous T subpopulations by scRNA-seq. **(A)** UMAP plot of the ten *CD8*^+^ T, three γδ T, two cycling T, and three unclassified T cell subsets. **(B)** Feature plots of the enrichment of canine gene signatures associated with naïve, effector, memory, cycling, γδ, and T DN T cells. **(C)** Feature plot of representative marker gene expression. **(D)** GSEA of the enrichment of immune-associated pathways across *CD8*^+^ T subsets. Effector phenotypes (red box) and cycling T subsets (blue box) are enriched in proliferation and exhaustion-related signatures. γδ T cells exhibit mild enrichment in naïve, exhausted, and proliferative signatures. Clusters 2, 4, and 7 show enrichment in cytolytic, proinflammatory, memory, and terminal differentiation pathways. **(E)** Heatmap of the genes associated with T cell terminal differentiation. *PDCD1* and *LAG3* are highly expressed in cluster 7. **(F)** Feature plot of the *PDCD1*^+^ T cell distribution. **(G)** GO analysis of *PDCD1*-specific DEGs reveals enrichment of effector function and cytotoxicity-related biological processes. Feature **(H)** and violin **(I)** plots of the *LAG3*^+^*PDCD1*^+^*CD8*^+^ T cells. **(J)** Volcano plot of *LAG3*-specific DEGs in *PDCD1*^+^*CD8*^+^ T cells. **(K)** GO analysis of the *LAG3*-specific DEGs in *PDCD1*^+^*CD8*^+^ T cells shows enrichment in antiviral response processes. **(L)** Violin plots of the representative genes in the antiviral response pathway. All genes except *TBX21* are significantly upregulated in *PDCD1*^+^*CD8*^+^ T cells. Statistical significance was assessed using the Wilcoxon rank-sum test. * *p* < 0.05; ** *p* < 0.01. PMNs, polymorphonuclear cells; FC, fold change; DEGs, differentially expressed genes; C, cluster; T DN, double-negative T; GO, Gene Ontology.

Functional characterization using GSEA revealed several distinct patterns. First, effector *CD8*^+^ T cells were mainly enriched in proinflammatory, cytotoxic, and response to IC blockade gene sets (red boxed in **Figure 4D**), indicating functional competence, such as anti-tumor immunity in dogs (56). Second, T cell activation-associated gene signatures were markedly enriched in cycling T cells (blue boxed in **Figure 4D**), suggesting that cycling T cells may represent a state of steady-state antigenic stimulation (57). 

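Between 290 PDCD1+ and 3689 PDCD1- CD8+ T cells, the exhaustion score differed by 0.315 ± 0.0345 (SD, n = 6 dogs), positive in 6 of 6 dogs (exact two-sided sign-flip permutation test over the dogs, p = 0.03125). The means were 0.293 ± 0.0350 and -0.0218 ± 0.0141. Without PDCD1 in the module the difference was 0.0308 ± 0.0317 (exact two-sided sign-flip p = 0.0625, n = 6 dogs), within its spread between dogs. With the cells also thinned to 1000 UMIs, an alternative added after the data were seen, it was 0.0186 ± 0.0353 (exact two-sided sign-flip p = 0.28125). Depth differed little between these groups, with medians of 2400.5 and 2285 UMIs.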

Third, although previous studies reported exhausted *CD8*^+^ T subsets in healthy dogs (9), our data showed that *PDCD1*^+^*CD8*^+^ T cells, despite expressing co-inhibitory receptors and being enriched for the T cell terminal differentiation signature (**Figure 4E**), did not exhibit remarkable enrichment of an exhaustion signature (**Supplementary Figure 8C**). Fourth, γδ T subsets also showed enrichment in T cell activation along with tumor immune escape signatures, suggesting a potential role in tumor immune surveillance. 

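In the double-negative cluster, TIGIT had a UMI in 2.05%, LAG3 in 2.05%, HAVCR2 in 5.48% and PDCD1 in 5.48% of 146 cells. TIGIT was as frequent or more so in Tregs, at 4.23%, and in the larger cycling cluster, at 4.67%, both of which are deeper (medians of 3876 and 9366 UMIs). None of 1178 B cells had a TIGIT UMI, which allows up to 0.255%.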

Lastly, although positioned adjacent to naïve T subsets on the dimensional plot, the DN T subset was enriched for anti-inflammatory and T cell terminal differentiation gene signatures, along with remarkable *CTLA4* and *TIGIT* expression. Additional pseudotime analysis revealed that the DN T subset was localized near the root of the trajectory and was not associated with any terminal lineage (**Supplementary Figures 8D**). Gene expression dynamics along eight terminal lineages revealed that *CTLA4* was transiently upregulated during early pseudotime in multiple lineages, particularly in cell fate 1 and 2 (**Supplementary Figure 8F**), suggesting DN T subset as an initial activation phase before differentiation.

To further explore the immunoregulatory role of *PDCD1* and co-inhibitory receptors in *CD8*^+^ T cells, we performed DEG analysis between *PDCD1*^+^*CD8*^+^ and *PDCD1*^-^*CD8*^+^ T cells (**Figure 4F**). *PDCD1*-specific DEGs (**Supplementary Data 16**) were enriched in immune effector pathways such as cytotoxicity, cell killing, and defense response (**Figure 4G** and **Supplementary Data 17**). 

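Between PDCD1+ and PDCD1- CD8+ T cells, 291 of 6258 genes had an adjusted p under 0.05, 137 higher and 154 lower in PDCD1+ cells. The log2 fold changes from edgeR's quasi-likelihood test were 1.06 for BATF (standard error 0.208, adjusted p = 0.000285), 0.65 for SH2D1A (chromosome X, 96501732 to 96524277; standard error 0.126, adjusted p = 0.000238) and 0.70 for CORO1A (chromosome 6, 18328371 to 18333968; standard error 0.106, adjusted p = 2.4e-06). The same edgeR test gave 0.84 for PRF1 (standard error 0.144, adjusted p = 2.8e-05), 0.61 for GZMB (standard error 0.0935, adjusted p = 2.6e-06) and -1.28 for IL7R (chromosome 4, 73540714 to 73577774; standard error 0.212, adjusted p = 1.5e-05). The rises held in 6 of 6 dogs, apart from GZMB, whose level in dog 4 was 1867 against 1874 CPM and which rose there only after edgeR's scaling of the sums. The fall of IL7R held in 5 of 6 dogs, and all 6 passed when adjusted over the list alone. CORO1A stood at 932 ± 205 against 620.5 ± 33.2 CPM (SD, n = 6 dogs). The largest other changes were rises of THEM5 (chromosome 17, 61519000 to 61527351), 1.73, and PRR5L (chromosome 18, 32108514 to 32250549), 1.42, and a fall of CCR7 (-4.90). C13H8orf76 (chromosome 13, 22013349 to 22033352) fell on 2 UMIs in PDCD1+ cells, a ratio of 17.1 with a counting interval of 4.71 to 142. CCR7 marks naïve cells, so part of this contrast is between effector and naïve cells. Against PDCD1- cells matched on UMIs 69 genes passed, and BATF and SH2D1A, at 0.76 and 0.50, were not among them. Without replicate 1 the count was 157.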

Genes, such as *BATF*, *SH2D1A*, *CORO1A*, *PRF1*, and *GZMB* were commonly upregulated, while *IL7R* was downregulated. Meanwhile, similar to *CD4*^+^ T cells, *PDCD1* expression was significantly associated with an inhibitory effect on *CD8*^+^ T cell immunity (**Supplementary Figure 8F**). To further investigate functional implications of IC genes, *PDCD1*^+^*CD8*^+^ T cells were sub-grouped based on the expression of *LAG3* (n = 20) (**Figures 4H, I**), *HAVCR2* (n = 8), *CTLA4* (n = 3), and *TIGIT* (n = 4). 

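Of 290 PDCD1+ CD8+ T cells, LAG3 was seen in 19 (6.55%, 95% interval 3.99 to 10.0), HAVCR2 in 10 (3.45%, 95% interval 1.67 to 6.25), CTLA4 in 3 (1.03%, 95% interval 0.214 to 2.99) and TIGIT in 3 (1.03%, 95% interval 0.214 to 2.99). Matched on UMIs, PDCD1- cells showed them in 2.76%, 2.76%, 3.10% and 0.690%. The interval for LAG3 lies above the matched share and that for CTLA4, from 3 cells, below it, while those for HAVCR2 and TIGIT include it. The share with CTLA4 was 3.25% in all PDCD1- cells, higher than in PDCD1+ cells. The median depths were 2400.5 and 2285 UMIs. LAG3 was seen in 0.424% of B cells.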

Considering robustness of differential expression analysis in scRNA-seq datasets, we focused on *LAG3*-specific DEGs for downstream functional analysis (**Figure 4J**, **Supplementary Data 18**). GO enrichment revealed a significant association with viral response pathways (**Figure 4K**). Among the enriched genes, *PMAIP1*, *ANKRD17*, *IRF5*, and *OASL* were significantly upregulated, whereas *TBX21* was downregulated (**Figure 4L**). 

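LAG3+ PDCD1+ CD8+ T cells numbered 18 in the 4 dogs that met the minimum, where the exact test cannot give a p under 0.125. PMAIP1 (chromosome 1, 16558934 to 16562268) had 6 UMIs in them, ANKRD17 (chromosome 13, 62952491 to 63106314) 7, IRF5 (chromosome 14, 7582360 to 7592901) 8, OASL 13 and TBX21 (chromosome 9, 24027863 to 24039741) 6. The log2 fold changes against 200 LAG3- cells were -0.12 ± 1.56 (SD, n = 4 dogs), 0.86 ± 0.72, 0.82 ± 2.68, 0.74 ± 1.21 and -1.05 ± 1.08 in this order. The exact two-sided sign-flip permutation test over the dogs gave p from 0.25 to 1, and each gene kept one direction in at most 3 of 4 dogs. Matching on UMIs moved ANKRD17 most, to 2.22. A change in these genes was not detectable with so few UMIs.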

Meanwhile, *PDCD1*^+^*CD8*^+^ T cells with *CTLA4* and *LAG3* expression, showed a tendency for the enrichment of an exhaustion signature (**Supplementary Figure 8G**). We next validated our findings using publicly available scRNA-seq datasets from external cohorts of canine osteosarcoma. Using the same procedures for preprocessing, quality control, data integration, and doublet removal as applied to our own datasets, we subclustered *CD8*^+^ T cells and classified them according to *PDCD1* and subsequently *LAG3* expression (**Supplementary Figures 9A, B**). *PDCD1*^+^*CD8*^+^ T cells (n = 36) exhibited higher module scores of cytotoxicity, proliferation, and exhaustion compared with their *PDCD1*^-^ counterparts (n = 4240) (**Supplementary Figure 9C**). Notably, *LAG3*^+^*PDCD1*^+^*CD8*^+^ T cells (n = 24) showed elevated module scores of both exhaustion and response to viral programs, further supporting our findings (**Supplementary Figure 9D**). Taken together, our results reveal transcriptionally distinct *CD8*^+^ T cell subsets in healthy dogs, with functional profiles supporting roles in immune homeostasis.

### Identification and characterization of B subsets

We performed subclustering of *CD79B*^+^ B cells and *MZB1*^+^ plasma cells, identifying ten transcriptionally distinct clusters (**Figure 5A**). Canonical and cluster-defining genes are presented in **Figures 5B, C**, and representative markers are summarized in **Supplementary Data 16**. Unbiased annotation using canine B cell references (8, 22, 24) classified subsets into naïve (clusters 0, 1, 2, 3, 6, 9) and plasma (clusters 4, 5, 8) cells (**Figure 5D**). Naïve B cells expressed *LOC100685971, CD79B, BTG1, MS4A1*, and MHC class II genes (*HLA-DRB1, DLA-DRA*), whereas clusters 2, 6, and 9 showed additional expression of *GNG2, VPREB3*, and *MX1*, consistent with type I IFN-related B cells (**Figures 5D, E**). 

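HLA-DRB1 (chromosome 12, 2306389 to 2319034) stood at 5792 ± 1573 CPM in B cells and 698 ± 184 CPM in plasma cells (SD, n = 5 dogs), a log2 fold change in plasma cells of -3.05 ± 0.44. DLA-DRA (chromosome 12, 2287866 to 2291417) stood at 3071 ± 363 and 399 ± 161 CPM, a log2 fold change of -3.00 ± 0.49. Both were lower in plasma cells in 5 of 5 dogs (exact two-sided sign-flip permutation test over the dogs, p = 0.0625, the smallest p for 5 dogs). Dog 1, with 2 plasma cells at the main doublet setting, took no part.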

Plasma subsets were characterized by *JCHAIN, MZB1, PRDM1*, and *XBP1* but lacked MHC class II expression (*DLA*-*DMB, DLA*-*DOA*). 

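DLA-DMB (chromosome 12, 2658442 to 2663494) had 25 UMIs in 315 plasma cells and 505 in 933 B cells, a log2 fold change of -4.06 ± 1.14 (SD, n = 5 dogs). DLA-DOA (chromosome 12, 2718589 to 2723244) had 2 and 603 UMIs, a ratio of 434 with a counting interval of 119.6 to 3592. Plasma cells were deeper than B cells, with medians of 9322 and 1936 UMIs, so depth does not account for the near absence. HLA-DRB1 and DLA-DRA, of the same class, remained in plasma cells at a lower level.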

Distinct transcriptional identities were observed in *UBE2C*^+^ and *OSBPL10*^+^ plasma subsets, with the *UBE2C^+^* subset displaying a high G2/M cell-cycle score, suggesting proliferative activity under steady-state conditions (**Figure 5F**). 

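A cycling plasma cluster held 106 cells, of which 58 were scored in G2/M (54.7%, 95% interval 44.8 to 64.4) and 48 in S. In the other plasma cells 29.9% were in G2/M (23.8 to 36.5), and in B cells 32.9%. Only 3 dogs had at least 10 cells of the cycling cluster, 61.3% of its cells came from dog 4, and no test over the dogs was made. The share called depends on the cells that are scored together: with scores within the lineage, 56.6% of cycling plasma, 17.1% of other plasma and 18.8% of B cells were in G2/M. Among T cells, 51.4% ± 13.4 of cycling cells and 38.4% ± 4.77 of the others were in G2/M (SD, n = 6 dogs). The cycling T clusters were named by genes of the cell cycle, as the phases are, so part of this difference is built in. The integration moved the plasma share most, to 64.1% without it.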

Cluster 7, co-expressing *CD3E* and *DPYD*, was excluded as a potential doublet.

**Figure 5:**
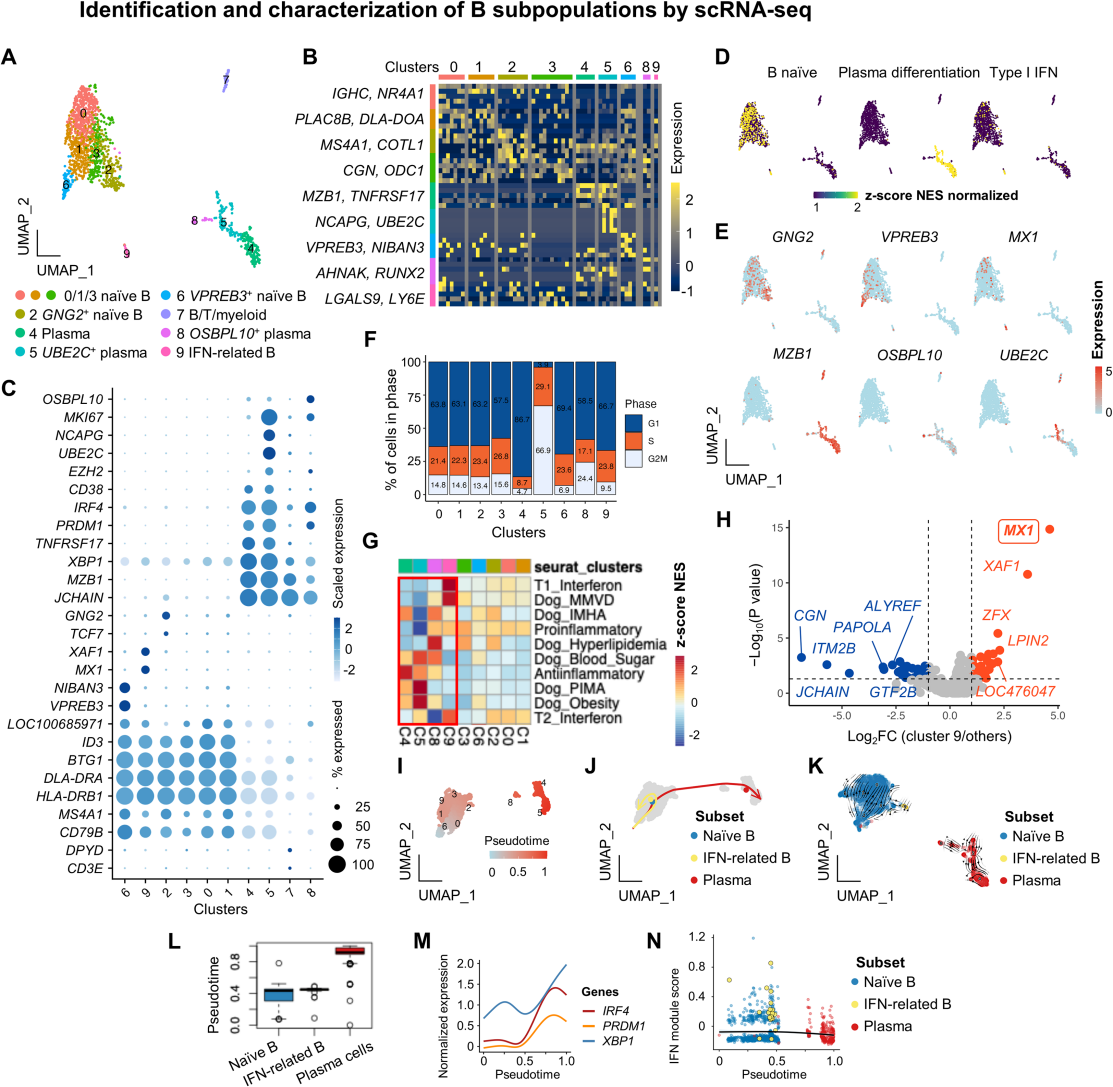
Identification and characterization of B subpopulations by scRNA-seq. **(A)** UMAP plot of the six B cell and three plasma cell subsets. **(B)** Heatmap of the top five DEGs defining each subset. **(C)** Feature plots of the enrichment of naïve and plasma cell gene signatures, along with representative marker expression. **(D)** Dot plot of the canonical markers used to identify functionally distinct B cell subsets. **(E)** Cell cycle phase distribution across B cell subsets. **(F)** GSEA of the enrichment patterns of immune-related pathways across B cell subsets. **(G)** Volcano plot of the DEGs in IFN-related B cells compared to other B cell subsets. *MX1*, listed in the Dog_MMVD signature, is highlighted in bold and boxed. **(I)** Pseudotime ordering of B-cell subsets. **(J)** Trajectory inference showing bifurcated differentiation paths from naïve B cells toward IFN-related or plasma fates. **(K)** RNA velocity analysis showing directional flow from naïve B cells toward IFN-related and plasma subsets. Streamlines indicate the inferred transcriptional dynamics based on spliced and unspliced mRNA ratios. **(L)** Distribution of pseudotime values across B cell subtypes. **(M)** Expression dynamics of plasma-associated regulators (*IRF4*, *PRDM1*, *XBP1*) along the naïve–plasma trajectory. All three genes showed significant non-linear associations with pseudotime by GAM analysis (FDR < 0.001). **(N)** IFN module scores plotted along pseudotime, showing selective activation in IFN-related B cells (GAM, FDR < 0.05).

For functional characterization, GSEA revealed significant enrichment in plasma and IFN-related B subsets (**Figure 5G**, red box). Plasma subsets were enriched with gene sets associated with anti-inflammatory responses and canine immune/metabolic conditions, including IMHA, precursor-targeted immune-mediated anemia (PIMA), obesity, blood sugar, and hyperlipidemia. 

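Interferon-high B cells were 23 cells in 6 dogs, from 1 to 7 per dog, and no test over the dogs was made. MX1 had 20 of their 78418 UMIs, or 255 CPM (95% Poisson interval 156 to 394), and 58 of 2398657 UMIs in the other 1155 B cells, or 24.2 CPM (18.4 to 31.3). It was seen in 9 of the 23 cells and in 52 of the others, at median depths of 2284 and 1930 UMIs.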

The IFN-related B subset was highly enriched in canine MMVD signatures, with significant upregulation of *MX1* (**Figure 5H**). A weak positive correlation was observed between type I IFN and MMVD signatures (r = 0.309, *p* = 0.1723), but it did not reach statistical significance. Given these biologically divergent enrichment patterns, we next examined whether the plasma and IFN-related B subsets represent discrete lineages or instead reflect transcriptionally connected states within a shared differentiation continuum. To address this, these subsets were subjected to pseudotime ordering. Trajectory analysis revealed a continuous transition from naïve B cells toward either IFN-related or plasma fates (**Figure 5I, J**), which was further supported by RNA velocity analysis (**Figure 5K**). Naïve and plasma subsets were positioned at opposite ends of the trajectory, while IFN-related B cells occupied an intermediate branch, suggesting bifurcated differentiation (**Figure 5L**). Expression of plasma cell-associated regulators (*IRF4, PRDM1, XBP1*) increased significantly and progressively along the naïve-to-plasma lineage (**Figure 5M**), whereas IFN-related B cells diverged early from the naïve state, selectively upregulating ISG signatures (**Figure 5N**). Collectively, these analyses demonstrate that canine B cells follow distinct differentiation trajectories leading either to antibody-secreting plasma cells or IFN-driven effector states, underscoring substantial transcriptional heterogeneity and functional diversification within the peripheral B cell compartment.

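IRF4 (chromosome 35, 2054228 to 2070812) stood at 338 ± 63.4 CPM in plasma cells and 34.4 ± 17.4 CPM in B cells (SD, n = 5 dogs), a log2 fold change of 3.40 ± 0.81. PRDM1 (chromosome 12, 63792179 to 63816021) stood at 135 ± 32.1 and 6.73 ± 4.86 CPM, a log2 fold change of 4.34 ± 0.81, and XBP1 (chromosome 26, 22572658 to 22578379) at 630.1 ± 108 and 297 ± 59.8 CPM, a log2 fold change of 1.09 ± 0.44. All 3 rose in 5 of 5 dogs (exact two-sided sign-flip permutation test over the dogs, p = 0.0625, the smallest p for 5 dogs). Only the ends of this path were compared, since a trajectory was not analysed here.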

### Cell–cell communication identifies key signaling pathways with ligand and receptor genes in regulating normal homeostasis in healthy dogs

Coordinated crosstalk among immune subsets is essential for maintaining immune homeostasis (31). To explore this, we investigated the cell-to-cell interactions involved in modulating immune equilibrium in healthy dogs. The overall signaling landscape across immune subsets is shown in **Supplementary Figure 10A**. In healthy dogs, we identified three major patterns of cell-cell interaction (**Figures 6A, B**).

**Figure 6:**
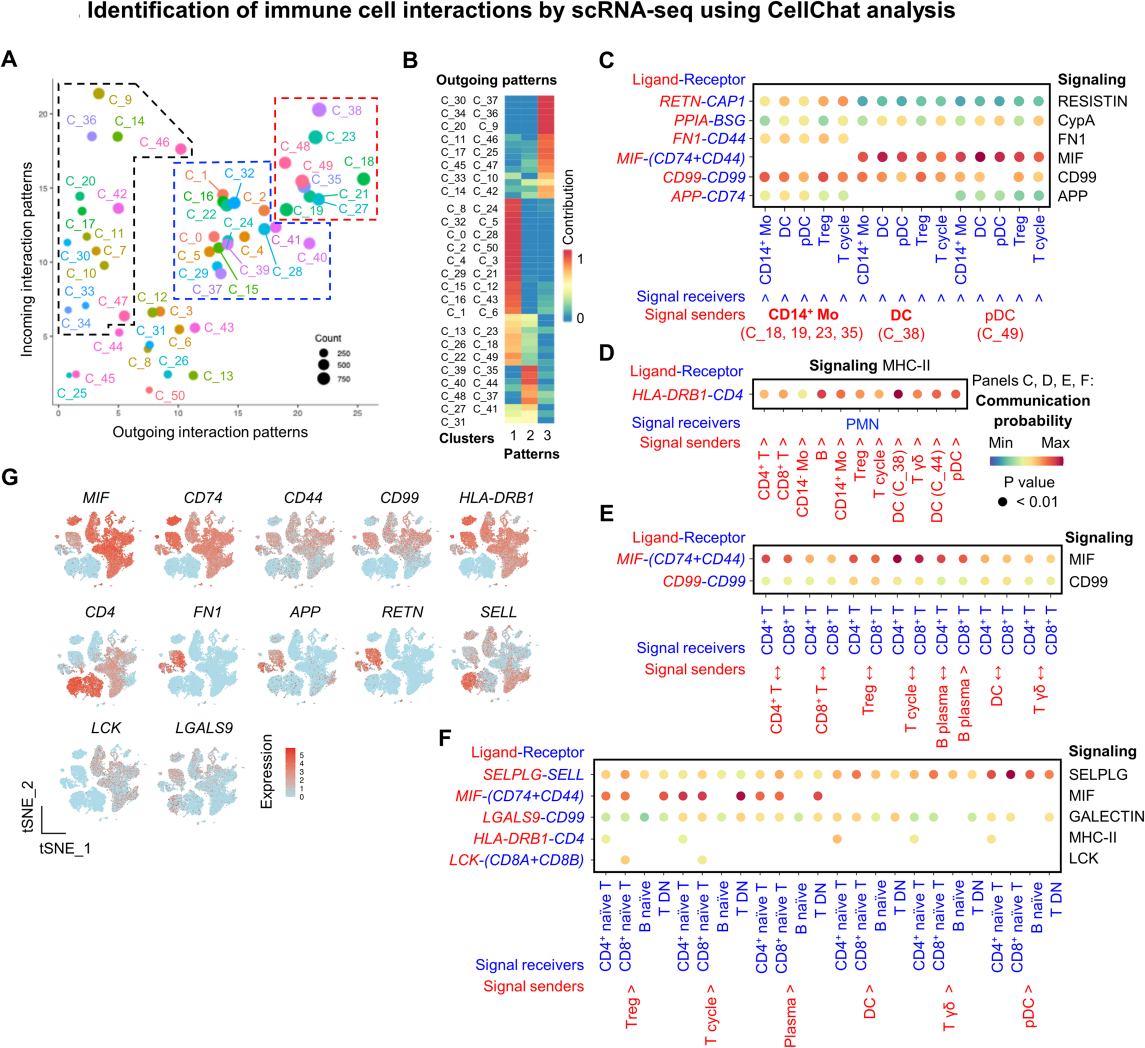
Identification of immune cell interactions by scRNA-seq using CellChat analysis. **(A)** Inferred intercellular communication network highlighting dominant signal senders (red and blue dashed lines) and receivers (black dashed line) visualized on a scatter plot. **(B)** Global outgoing signaling patterns across identified immune cell clusters. **(C–F)** Bubble plots of the significant ligand–receptor interactions involved in representative signaling pathways among indicated immune subsets. **(G)** Feature plots show the expression patterns of representative ligands and receptors involved in MIF, CD99, MHC-II, Selplg, FN1, APP, and galectin signaling pathways.

First, autocrine signaling was strongly inferred among myeloid subsets, including DC (cluster 38), pDC (cluster 49), and *CD14*^+^ monocytes (clusters 18, 19, 23, and 35) (**Figure 6A**, red dashed lines, **Supplementary Figure 10A**). These myeloid subsets also transmitted signals to Treg (cluster 21), cycling T cells (cluster 27), and γδ T cells (cluster 48), suggesting a role in modulating T cell activity. 

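MIF stood at 182 ± 44.1 CPM in CD14+ monocytes and 917 ± 126 CPM in T cells (SD, n = 6 dogs), with a log2 fold change in monocytes of -2.35 ± 0.20, while CD74 (chromosome 4, 59604607 to 59613287) stood at 7152 ± 1299 and 2598 ± 233 CPM, a log2 fold change of 1.45 ± 0.26. CD99 (chromosome X, 1362108 to 1396897) was higher in monocytes by 0.60 ± 0.14 on the log2 scale and APP (chromosome 31, 21899466 to 22164885) by 4.36 ± 0.83. CAP1 (chromosome 15, 2956849 to 2984219) was lower, with a log2 fold change of -0.39 ± 0.15. These 5 genes kept one direction in 6 of 6 dogs (exact two-sided sign-flip permutation test over the dogs, p = 0.03125), whereas for CAP1 the same sums in edgeR gave -0.14. CD44 did not differ by this exact test, at 0.13 ± 0.24 (p = 0.375), while edgeR's quasi-likelihood test with the dog as a block gave it 0.38 (adjusted p = 0.00180). Dendritic cells had MIF at 419.7 ± 86.0 CPM and CD74 at 22738 ± 1641 CPM. Levels of a ligand and its receptor do not measure signaling between the cells, which was not tested.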

The interactions involved secretory pathways (MIF, RESISTIN, CypA), cell-cell contact (CD99, APP), and extracellular matrix receptor interactions (FN1), through key ligand-receptor (LR) pairs such as *RETN:CAP1*, *FN1*:*CD44*, *MIF*:(*CD74*+*CD44*), and *CD99*: *CD99* (**Figure 6C**).

Second, neutrophils acted as primary signal recipients, prominently involved in the MHC-II signaling pathway (**Figure 6A**, black dashed lines, **Supplementary Figure 10B**). In this context, *CD4* was predicted to function as a key receptor, with *HLA*-*DRB1*^+^ subsets serving as ligand-bearing partners (**Figure 6D**). 

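HLA-DRB1 was highest in dendritic cells, at 10539 ± 2027 CPM (SD, n = 6 dogs), followed by B cells at 5705 ± 1423 CPM and CD14+ monocytes at 3352 ± 896 CPM. T cells had 1624 ± 489 CPM and neutrophils 94.3 ± 128 CPM. CD4 stood at 163 ± 27.4 CPM in CD4+ T cells, 15.5 ± 16.1 CPM in CD8+ T cells and 1.79 ± 3.50 CPM in dendritic cells. Between neutrophils and CD14+ monocytes HLA-DRB1 had a log2 fold change of -6.51 ± 2.58, lower in 6 of 6 dogs (exact two-sided sign-flip permutation test over the dogs, p = 0.03125).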

Third, effector immune subsets, including *CD4*^+^ T cells, *CD8*^+^ T cells, and plasma cells (clusters 0, 1, 2, 4, 5, 15, 16, 22, 24, 28, 29, 31, and 32), were predominantly engaged in MIF and to a lesser extent CD99 signaling. These involved the LR pairs MIF:(CD74+CD44) and CD99:CD99 (**Figures 6A**, blue dashed lines, **6E**, **Supplementary Figures 10C, 10D**). 

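Of the classes in which it was measured (CD14+ monocytes, dendritic and plasmacytoid dendritic cells, neutrophils, T cells together, CD4+, naïve CD4+ and CD8+ T cells, B and plasma cells), MIF was highest in plasma cells, at 1184 ± 223 CPM (SD, n = 5 dogs), and stood at 873 ± 150.4 CPM in CD4+ and 649.9 ± 63.4 CPM in CD8+ T cells (n = 6 dogs). CD99 stood at 342 ± 25.6, 402 ± 70.6 and 364 ± 98.0 CPM in the same classes. Cycling and γδ T cells were not measured on their own.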

Lastly, naïve and DN lymphocytes participated moderately in cell-cell contact (via SELPLG, LCK, and MHC-II) and secretory (GALECTIN, MIF) signaling pathways. Key LR genes included *SELL*, *CD44*, *CD74*, and *CD99* (**Figures 6A, F**, **Supplementary Figure 10A**). 

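In naïve CD4+ T cells CD74 stood at 2131 ± 206 CPM and CD99 at 160.0 ± 71.7 CPM (SD, n = 6 dogs), below the levels in all CD4+ T cells together, 2748 ± 153 and 402 ± 70.6 CPM. These levels were not compared by a test.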

All identified LR genes are listed in **Figure 6G**. These interactome analyses highlight key ligand-receptor axes and signaling pathways critical for immune crosstalk and homeostasis in healthy dogs.

### Integrated scRNA-seq analysis of circulating leukocytes in healthy dogs

Healthy dogs immunologically experience diverse and continuous antigenic stimulation (58), exhibiting a broad and dynamic immune repertoire shaped by environmental exposures (9, 59, 60). To explore cohort-specific immune variation, we performed an integrated analysis of publicly available scRNA-seq datasets of peripheral leukocytes from two independent cohorts of healthy dogs (8, 9). Using a standardized pipeline for preprocessing, quality control, data integration, and removal of potential doublets and dataset-origin bias (**Supplementary Figure 11A**), we analyzed 90,992 canine immune cells, ultimately identifying 35 transcriptionally distinct clusters in the integrated Seurat object (**Supplementary Figure 11B**). Cluster-defining marker genes are listed in **Supplementary Data 19**.

Integration revealed that immune cells from both cohorts generally retained a shared transcriptomic structure (**Supplementary Figure 11C**). However, proportional differences in immune subsets were observed between cohorts (**Supplementary Figure 11D**), such as clusters 16, 29, and 33 characterized by gene expression associated with platelets (*PPBP*), erythrocytes (*LOC100855558*, a hemoglobin subunit alpha-like gene), and B cells (*CD79B*), respectively (**Supplementary Figure 11E**). One particularly study-specific subset, cluster 25, exhibited high expression of cell cycle-related genes (*PCLAF*, *MKI67*, and *SPC24*) and was enriched for a T cell cycling signature (**Supplementary Figures 11F, G**), suggesting a population of proliferating T cells potentially responding to steady-state antigenic stimuli (57). We further examined cohort-dependent expression of IC genes. 

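In the 6 dogs of this study, CTLA4 had a UMI in 16.4% ± 3.75 (SD, n = 6 dogs) of T cells, PDCD1 in 5.71% ± 2.68, LAG3 in 3.40% ± 0.838, HAVCR2 (chromosome 4, 53905760 to 53918797) in 1.40% ± 0.740, TIGIT (chromosome 33, 19131089 to 19146839) in 0.777% ± 0.777 and CD274 in 0.769% ± 0.352. The median depth of T cells was 2572 UMIs. In B cells, at a median of 1936 UMIs, LAG3 was seen in 0.424% and CD274 in 0.170%, and CTLA4, PDCD1, HAVCR2 and TIGIT in 0 of 1178 cells, with an upper limit of 0.255%. In neutrophils, at a median of 810 UMIs, PDCD1 was seen in 0.0766%, HAVCR2 in 0.102% and LAG3 in 0.409%. Such shares follow the depth. With cells thinned to 1000 UMIs, CTLA4 was at 6.68%, PDCD1 at 2.09% and LAG3 at 1.17%. The alternatives that moved them most were 500 UMIs for CTLA4, 3.53%, and a minimum of 2 UMIs for PDCD1 and LAG3, 0.914% and 0.462%. Shares of libraries of unequal depth are thus not on one scale until the depth is made equal. TIGIT reached 2.35% in dog 2, and PDCD1 ran from 3.58% to 10.3%. The other studies were not analysed here.

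**Figure D4:**
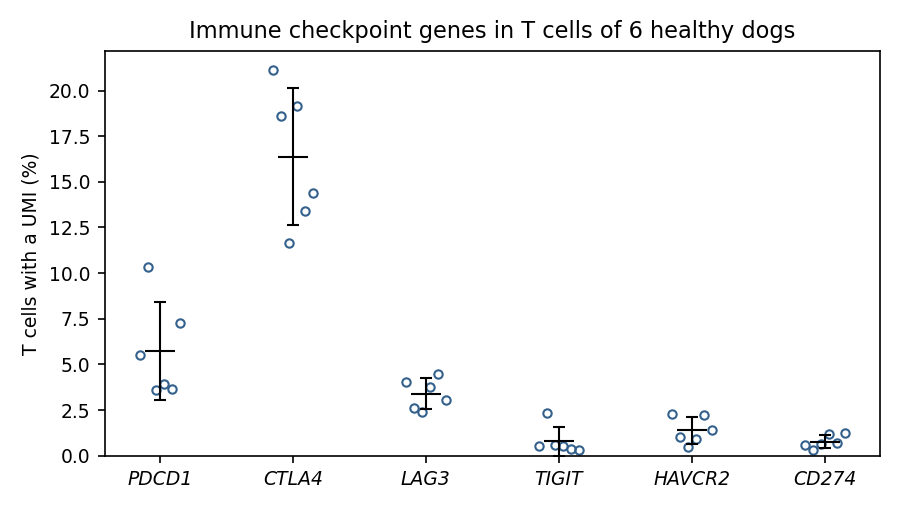
Share of T cells with at least 1 UMI (y axis, percent) of 6 checkpoint genes (x axis), each point 1 dog, bars mean and SD over 6 dogs. CTLA4 is the highest in every dog, from 11.6% to 21.1%.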

Across studies, the proportions of *CTLA4*^+^ and *LAG3*^+^ T cells significantly differed (**Supplementary Figures 11H, I**, **Table 1**). Consistent with prior observations (61), *CTLA4*^+^ T cells comprised approximately 25% of circulating T cells in healthy dogs. Additionally, proportions of *PDCD1*^+^, *HAVCR2*^+^, *TIGIT*^+^ T cells, and *CD274*^+^ myeloid cells differed by cohort. For example, Ammons et al. (8) rarely observed *PDCD1*^+^ T cells in the cohort; however, *PDCD1*^+^ T cells represented 4.1% of the overall T cell count in the cohort by Eschke et al. (9). These *PDCD1*^+^ T cells, associated with IC gene expression, were linked to immune activation, whereas *LAG3*^+^ and *TIM3*^+^*PDCD1*^+^ T cells were enriched for T cell exhaustion signatures (**Supplementary Figure 11J**). Importantly, T cell exhaustion enrichment scores differed significantly between studies (**Supplementary Figure 11K**), highlighting distinct immunological imprints shaped by environment, lifestyle, or microbial exposure. In summary, this integrated scRNA-seq analysis uncovers cohort-specific immune features in healthy dogs, providing evidence on how environmental context contributes to immune diversity and checkpoint-related immune phenotypes.

**Table 1:** Proportions of immune subset with IC genes across cohorts.

Cell type	Genes	Proportion of immune subset in this study (%)	Ammons et al., 2023	Escheke et al., 2023
T cells	*PDCD1*	5.7 ± 2.5	0.2 ± 0.1	4.1 ± 1.6
	*CTLA4*	15.9 ± 3.8	25.2 ± 5.0	32.3 ± 6.2
	*LAG3*	3.4 ± 0.8	2.5 ± 1.0	6.4 ± 2.6
	*TIGIT*	0.7 ± 0.6	1.7 ± 0.3	1.3 ± 0.4
	*HAVCR2*	1.4 ± 0.7	3.1 ± 1.6	1.9 ± 0.3
	*CD274*	0.7 ± 0.4	1.5 ± 0.6	1.5 ± 0.5
Myeloid cells	*CD274*	1.8 ± 1.7	5.2 ± 3.2	

## Discussion

Companion dogs are recognized as valuable translational animal models for studying human diseases. Although emerging studies have applied scRNA-seq to canine peripheral leukocytes (8–10, 13, 16, 20, 23), the identification of functionally distinct and clinically relevant immune subsets, along with the elucidation of their roles and underlying molecular mechanisms in immune homeostasis, remains largely unexplored. To address the existing knowledge gap, we constructed a single-cell atlas of peripheral leukocytes from clinically healthy dogs adopting the canFam4 genome reference for scRNA-seq analysis for the first time. We demonstrate that the canFam4 provides a unique advantage over canFam3.1 by improving single-cell recovery, enabling the discovery of previously uncharacterized immune subsets with potential clinical relevance. To our knowledge, this is the first study to outline transcriptional signatures associated with IC genes, such as *PDCD1*, *CD274*, and *LAG3*, in healthy dogs, providing initial insights into their potential roles in normal immune regulation. We also delineated core transcriptional features of normal B cell differentiation, providing additional reference points for future immunological and clinical interpretations. Finally, we demonstrate that environmental context has great potential to shape cohort-dependent immune phenotypes and diversity. Collectively, our dataset and analytical framework offer a valuable resource for translational immunology in dogs, with implications for cancer research and beyond.

Notably, canFam3.1 has traditionally served as the primary reference for canine transcriptomics; however, recent studies have begun to adopt canFam4 owing to its superior contiguity and improved transcriptional resolution (30, 62, 63). In our dataset, canFam4 increased the number of assignable cells and reduced reads mapping to non-canine homologs, while enabling detection of previously unannotated gene features. These advantages allowed clearer delineation of transcriptionally heterogeneous peripheral immune subsets in dogs. For example, *CD14*^+^ monocytes have been proposed to resemble *CD4*^+^ monocytes in dogs (8), yet our data showed minimal *CD4* expression in *CD14*^+^ monocytes, with *CD4* instead primarily detected in neutrophils, consistent with prior flow cytometric findings (64). 

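CD4 had a UMI in 142 of 2566 CD14+ monocytes, or 5.17% ± 3.06 (SD, n = 6 dogs), and in 2890 of 3915 neutrophils, although the monocytes were deeper, with medians of 4652 and 810 UMIs. Neutrophils exceeded monocytes by 66.9 ± 10.9 percentage points, in 6 of 6 dogs (exact two-sided sign-flip permutation test over the dogs, p = 0.03125). In CD83 high monocytes the share was 5.83% ± 4.03, at a median of 969 UMIs, and in B cells 6 of 1178 had a UMI. The monocytes therefore lie above that background, and RNA from neutrophils free in the suspension was not ruled out as a source. Of the cells with at least 1000 UMIs, thinned to this number, 2.03% of CD14+ monocytes and 78.7% of neutrophils had a CD4 UMI. Surface protein was not measured here.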

Although CD16 mRNA and protein are clearly detectable in canine immune cells (43, 65), the *CD16* gene itself is not annotated in the current canFam4 genome assembly. Consequently, classification of *CD16*^+^ subsets, such as NK cells and *CD14*^+^*CD16*^+^ monocytes, using scRNA-seq mapped to either canFam4 or 3.1 may be limited, meaning the related functional pathway interpretations should, therefore, be approached with caution. In addition to known markers such as *CD1c*, *CD86*, *CD83*, and *IL3RA*, we also identified features including *CD11c* (*ITGAX*), CD1 family genes (*CD1A*, *CD1B*, *CD1D*, *CD1E*), *HLA*- *DRB1*, *DLA*-*DQB1*, *DLA*-*64*, and *CD33*, which may refine annotation of DC and granulocyte/MDSC-like subsets in dogs. Likewise, genes such as *CD21*, *CD24*, and *CEACAM1* may aid in identifying low-density granulocytes or MDSC-like populations. For T cells, *GLNY*, *NKG7*, *GZMH*, *IL32*, and *BATF* may improve delineation of effector *CD8*^+^ T cells and *CD4*^+^ Treg subsets.

Given that current canine genome references remain incompletely annotated (10), updated assemblies, such as canFam4, may be essential for uncovering the clinical relevance of previously uncharacterized immune subsets (8, 10, 66) and for improving T cell annotation in single-cell datasets. Notably, IL32 and BATF have been implicated in the immunosuppressive functions of tumor-infiltrating Tregs (67, 68), suggesting that IL32^+^BATF^+^ Tregs in dogs may represent a regulatory subset relevant in cancer. Similarly, CEACAM1 and CD24 associated with neutrophil-mediated immunosuppression and T cell tolerance in other species (69–71) were detected in canine granulocytes (72). These findings highlight the value of canFam4-based profiling in identifying immune regulatory programs and suggest that CEACAM1^+^CD24^+^ granulocytes may warrant further investigation in canine models of infection, inflammation, and cancer. By focusing on *CD14*^+^ monocytes, we further identified a previously unrecognized *S100A4*^+^*CCL23*^+^*TNFSF13*^+^ subset, which may function as tissue-recruiting and matrix-modifying cells rather than classical cytokine-driven inflammatory effectors. Finally, we report the presence of peripheral XCR1^+^ DCs in dogs consistent with findings in humans, mice, and cattle (73–75), which highlights the conserved cDC1 biology across species. Together, these insights underscore the utility of updated genome assemblies, such as canFam4, for revealing clinically and mechanistically relevant immune subsets in canine immunology and translational research (8, 10, 66).

Several immune subsets, including *CD14*^+^ monocytes, *CD4*^+^ T cells, and B cells, displayed type I IFN-associated transcriptional programs, with all three populations sharing MMVD-related IFN signatures. These findings indicate a conserved IFN-driven activation axis, suggesting that these subsets might represent a pre-activated immune landscape under steady-state conditions. Similar IFN pathway activation has been reported in canine MMVD, where peripheral leukocytes and valvular tissues exhibit elevated *MX1* and *ISG15* expression (76, 77). Comparative analysis with published canine datasets confirmed *MX1* upregulation in MMVD-affected valves (77) and downregulation of related ISGs in early-stage disease (45), consistent with IFN-mediated antiviral and tissue-protective responses also described in human cardiac tissue (78). IFN-enriched *CD4*^+^ T and *CD14*^+^ monocyte subsets, previously characterized in dogs as tissue-patrolling or inflammatory responders (8, 22, 24), may constitute a surveillance network capable of rapid activation under stress or infection. In humans, immune subsets with constitutive expression of IFN-stimulated genes, such as *MX1*, are considered pre-activated population that can mount rapid responses to malignant cells, pathogens, or autoantigens (31, 79–81). Although the specific role of IFN-related B cells in canine MMVD remains unclear, their transcriptional similarity to type I IFN and MMVD signatures may suggest possible immunological relevance, potentially reflecting a steady-state antiviral-primed B cell state emerging along one of the early activation trajectories. Meanwhile, the *CD177*^+^ neutrophil subset also overlapped transcriptionally with neutrophil-enriched MMVD and IMHA datasets in dogs (36, 76), both characterized by *MMP9* and *PTX3* upregulation involved in tissue remodeling and immune activation. Given that our dataset derives from healthy dogs, these shared transcriptional patterns are more plausibly interpreted as primed innate immune phenotypes rather than active pathology. Collectively, our results suggest that IFN-related and *CD177*^+^ subsets represent pre-activated immune states with transcriptomic overlap to canine MMVD and IMHA profiles. Future validation using disease-cohort single-cell and proteomic datasets will be essential to clarify whether these subsets act as early mediators of immune dysregulation or serve as components of steady-state immune surveillance in dogs.

As in humans, many naturally occurring cancers in dogs exhibit features of immunogenicity, although the magnitude and characteristics of these responses vary across tumor types (82, 83). Recent clinical studies have shown that targeting immune-checkpoint pathways in dogs is feasible and biologically active, and cross-species evidence indicates that canine PD1/PD-L1 signaling is structurally and functionally comparable to that of humans (46, 47, 56, 84–86). Consistent with this, the fundamental inhibitory roles of PD1 and PD-L1 are well established in humans, including PD1-mediated regulation of T cell immunity (87) and PD-L1-induced T cell apoptosis as a tumor immune evasion mechanism (88). However, despite these well-characterized pathways in humans, the canine-specific biological roles and regulatory mechanisms of key checkpoint genes, such as *PDCD1*, *CD274*, *LAG3*, and *CTLA4*, remain comparatively underexplored. In this study, we leveraged scRNA-seq to begin addressing this gap in the canine immune system. First, consistent with a previous finding (53), our data show that PDCD1 exerts inhibitory effects on canine T cells. Although activation-associated genes were upregulated in *PDCD1*^+^*CD4*^+^ and *CD8*^+^ T cells, several TCR signaling genes (*ID3*, *CCR7*, *FOXP1*, *TRAT1*, *IL7R*) were downregulated. These results support the notion that *PDCD1* can reflect both activation and early exhaustion; however, in healthy dogs, *PDCD1* expression most likely indicates recent activation, with exhaustion becoming relevant only under chronic inflammatory contexts when additional inhibitory receptors co-occur. Second, *LAG3* contributed to exhaustion-related programs, particularly in *LAG3*^+^*PDCD1*^+^*CD8*^+^ T cells, which showed reduced *TBX21* expression, consistent with human data indicating that T-bet represses LAG3 to maintain functional PD1^+^CD8^+^ T cell responses (89, 90). The transcriptional signatures of these cells were also observed within the tumor microenvironment of canine osteosarcoma, suggesting that similar regulatory mechanisms may influence tumor-associated T cell dysfunction. Additionally, *LAG3* expression correlated with upregulation of MDH1 and MDH2, suggesting that malate metabolism plays a role in sustaining PD1^+^CD4^+^ T cell function, as described previously in chronic viral infection models (91). Future studies are warranted to determine whether malate metabolism directly modulates the functional stability of CD4^+^ T cells and prevents the transition of these cells into exhaustion—a phenomenon that remains to be demonstrated in both humans and dogs. Third, we found evidence that *CD274*^+^ neutrophils and monocytes may contribute to IL-10-mediated immunosuppression. In dogs, IL-10 impairs neutrophil function during babesiosis (92), and in humans, PD-L1^+^ myeloid cells are major IL-10 producers in several cancers (93, 94). Therefore, our findings suggest that PD-L1^+^ neutrophils or PMN-MDSCs may also contribute to shaping an immunosuppressive microenvironment in dogs. Finally, consistent with previous reports (54, 61, 95), *CTLA4* expression was observed in regulatory T subsets and notably in DN T cells. Although DN T cells lacked canonical regulatory markers (*FOXP3*, *IL10*, *IL2RA*, *GATA3*) (96, 97), their *CTLA4* expression, naïve-like origin, and absence of exhaustion-related signals based on trajectory analysis suggest that *CTLA4* may act as an early regulatory cue guiding DN T cell differentiation. While direct evidence of DN T cells in canine tumors is limited, their immunoregulatory properties in tissues (97, 98) and the clinical activity of CTLA4-targeted therapies in dogs (54) support a potential functional role within the tumor microenvironment.

PBMCs reflect peripheral immunity and are influenced by diverse factors, including breed, lifestyle, and environmental exposures (99–101). In healthy dogs, circulating T and myeloid cells express PD1, PD-L1, and CTLA4 (54, 102, 103). Herein, we investigated the cohort-specific effects on PBMC immune profiles by integrating publicly available scRNA-seq datasets from healthy dogs. For the first time, our integrated analysis delineated distinct cohort-dependent immune features, reflected by differences in the proportions of cycling T cells, checkpoint-expressing subsets, and T cell exhaustion states. In dogs, cycling T cells have been detected in the periphery, duodenum, Peyer’s patches, and mesenteric lymph nodes, indicating ongoing antigenic stimulation (8, 14, 15, 22). This is further supported by our interactome analysis, which reveals that cycling T cells interact with *CD14*^+^ monocytes, DC, or pDC mediated through MIF and CD99 signaling pathways. Additionally, each cohort exhibited distinct patterns of IC gene expression, such as *CTLA4* and *LAG3*, along with variable of T cell exhaustion states, underscoring the immune heterogeneity among individuals. These differences likely reflect cohort-specific antigen exposure. PBMC datasets have served as essential resources for studies of naturally occurring diseases (8, 104, 105) and for investigating the impacts of environmental and lifestyle factors on immunity (106–109). Accordingly, it may be preferable to adopt immune cell reference datasets that are tailored to the local context, such as domestic conditions in South Korea, and the specific research purpose.

Finally, we investigated homeostatic cell–cell interactions among peripheral immune subsets in healthy dogs. Our interactome analysis indicated that MIF, CD99, MHC-II, and SELPLG constitute key intrinsic pathways governing immune homeostasis. Interestingly, Moore et al. (110) previously proposed that CD4 expressed on canine neutrophils interacts with receptors expressed on leukocytes. Consistent with this model, our analysis predicted interactions between *CD4* on neutrophils and *HLA*- *DRB1* on antigen-presenting cells. Notably, human and canine neutrophils endogenously express surface CD4 (111), which can bind certain viral proteins that enhance inflammatory responses. CD4 expression has also been associated with increased neutrophil migratory capacity (112). In agreement with these findings, *CD4*^+^ neutrophils in our dataset were strongly enriched in inflammatory transmigration pathways, suggesting that MHC-II-mediated interactions may regulate the biodistribution of these cells *in vivo*. Furthermore, CD99 and MIF signaling emerged as key components of myeloid-myeloid communication. Canine macrophages infiltrating local or metastatic oral melanoma have been reported to significantly upregulate both molecules compared with normal mucosal tissues (113). Meanwhile, elevated circulating levels have also been described in atopic dermatitis and mammary neoplasia (114, 115). In our analysis, *CD14*^+^ monocytes and DCs displayed homotypic interactions through CD99 and MIF, and *XCR1*^+^ DCs showed specific expression of MIF. Similar homotypic myeloid interactions have been implicated in shaping anti-tumor immunity in human melanoma patients (116). Collectively, these findings suggest that CD99- and MIF-mediated signaling may represent important components of canine immune homeostasis that may extend beyond the steady state to inflammatory or tumor-associated contexts. These predictions warrant experimental validation using single-cell and spatial transcriptomic approaches.

We have several limitations to acknowledge. First, the sample size was small, limiting representation of the full biological diversity of companion dogs. This includes potential variation associated with breed, age, and individual immune histories, which could not be fully assessed in our cohort. Second, we intentionally enriched CD3^+^ T cells to ensure adequate representation of lymphocyte populations, which may not fully reflect the physiological leukocyte distribution in peripheral blood. However, this approach would provide a more appropriate reference for future T cell-focused studies, particularly in contexts where stress leukograms with neutrophilia and lymphopenia are marked. Third, as with all scRNA-seq studies, our conclusions are based on transcriptional profiles rather than functional assays, and computational inferences, such as module scoring or trajectory analysis, cannot fully substitute for direct experimental validation. In addition, despite using the most recent canFam4 assembly, incomplete annotation of canine genes still poses inherent limitations for functional interpretation. Continued efforts to further refine the canine genome and its transcriptomic annotation, similar to the mature resources available for human and mouse studies, will greatly enhance future immunological and comparative transcriptomic research.

In conclusion, to our knowledge, this is the first study to map the single-cell transcriptomic landscape of circulating leukocytes in South Korean dogs. Our results provide a valuable resource to support future scRNA-seq studies on immune cells in dogs affected by various immunological disorders. Methodology used in this study may help pave the way for investigating potential roles of IC genes in translational research, bridging canine and human immunology.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## References

[1] ReifJS . Animal sentinels for environmental and public health. Public Health Rep. (2011) 126 Suppl 1:50–7. doi: 10.1177/00333549111260S108, PMID: 21563712 PMC3072903

[2] KolA ArziB AthanasiouKA FarmerDL NoltaJA RebhunRB . Companion animals: Translational scientist’s new best friends. Sci Transl Med. (2015) 7:308ps21. doi: 10.1126/scitranslmed.aaa9116, PMID: 26446953 PMC4806851

[3] ArnoldC . Sick as a dog: how understanding canine diseases will save human lives. Nat Med. (2022) 28:1970–3. doi: 10.1038/s41591-022-02025-5, PMID: 36180595

[4] Vázquez-BaezaY HydeER SuchodolskiJS KnightR . Dog and human inflammatory bowel disease rely on overlapping yet distinct dysbiosis networks. Nat Microbiol. (2016) 1:16177. doi: 10.1038/nmicrobiol.2016.177, PMID: 27694806

[5] MomozawaY . The potential of translational research in dogs in human medicine. Trans Regul Sci. (2019) 1:31–6. doi: 10.33611/trs.1_31

[6] LeBlancAK MazckoCN . Improving human cancer therapy through the evaluation of pet dogs. Nat Rev Cancer. (2020) 20:727–42. doi: 10.1038/s41568-020-0297-3, PMID: 32934365

[7] JovicD LiangX ZengH LinL XuF LuoY . Single-cell RNA sequencing technologies and applications: A brief overview. Clin Transl Med. (2022) 12:e694. doi: 10.1002/ctm2.694, PMID: 35352511 PMC8964935

[8] AmmonsDT HarrisRA HopkinsLS KuriharaJ WeishaarK DowS . A single-cell RNA sequencing atlas of circulating leukocytes from healthy and osteosarcoma affected dogs. Front Immunol. (2023) 14:1162700. doi: 10.3389/fimmu.2023.1162700, PMID: 37275879 PMC10235626

[9] EschkeM MoorePF ChangH AlberG KellerSM . Canine peripheral blood TCRαβ T cell atlas: Identification of diverse subsets including CD8A+ MAIT-like cells by combined single-cell transcriptome and V(D)J repertoire analysis. Front Immunol. (2023) 14:1123366. doi: 10.3389/fimmu.2023.1123366, PMID: 36911660 PMC9995359

[10] HoangMH SkidmoreZL RindtH ChuS FiskB FoltzJA . Single-cell T-cell receptor repertoire profiling in dogs. Commun Biol. (2024) 7:484. doi: 10.1038/s42003-024-06174-w, PMID: 38649520 PMC11035579

[11] JacksonK MilnerRJ DotyA HutchisonS Cortes-HinojosaG RivaA . Analysis of canine myeloid-derived suppressor cells (MDSCs) utilizing fluorescence-activated cell sorting, RNA protection mediums to yield quality RNA for single-cell RNA sequencing. Vet Immunol Immunopathol. (2021) 231:110144. doi: 10.1016/j.vetimm.2020.110144, PMID: 33278779

[12] RazmaraAM FarleyLE HarrisRM JudgeSJ LammersM IranpurKR . Preclinical evaluation and first-in-dog clinical trials of PBMC-expanded natural killer cells for adoptive immunotherapy in dogs with cancer. J Immunother Cancer. (2024) 12:e007963. doi: 10.1136/jitc-2023-007963, PMID: 38631708 PMC11029326

[13] LeeK-H LeeD LeeJ-W HwangH-J ChoJ-Y . Transcriptomic profiling of PBMCs from mammary tumor dogs reveals two distinct immune states. Am J Cancer Res. (2025) 15:2564–78. doi: 10.62347/LOJB9067, PMID: 40667535 PMC12256404

[14] Miguelena ChamorroB HameedSA DecheletteM ClaudeJ-B PineyL ChapatL . Characterization of canine peyer’s patches by multidimensional analysis: insights from immunofluorescence, flow cytometry, and single-cell RNA sequencing. Immunohorizons. (2023) 7:788–805. doi: 10.4049/immunohorizons.2300091, PMID: 38015460 PMC10696420

[15] ChamorroBM HameedSA ClaudeJ-B PineyL ChapatL SwaminathanG . Canine mesenteric lymph nodes (MLNs) characterization by sc-RNAseq: insights compared to human and mouse MLNs. Sci Rep. (2024) 14:20290. doi: 10.1038/s41598-024-71310-9, PMID: 39217215 PMC11365970

[16] RazmaraAM LammersM JudgeSJ MurphyWJ GaskillCE CulpWTN . Single cell atlas of canine natural killer cells identifies distinct circulating and tissue resident gene profiles. Front Immunol. (2025) 16:1571085. doi: 10.3389/fimmu.2025.1571085, PMID: 40443661 PMC12119461

[17] FastrèsA PirottinD FievezL MarichalT DesmetCJ BureauF . Characterization of the bronchoalveolar lavage fluid by single cell gene expression analysis in healthy dogs: A promising technique. Front Immunol. (2020) 11:1707. doi: 10.3389/fimmu.2020.01707, PMID: 32849601 PMC7406785

[18] ZhouQ-J LiuX ZhangL WangR YinT LiX . A single-nucleus transcriptomic atlas of the dog hippocampus reveals the potential relationship between specific cell types and domestication. Natl Sci Rev. (2022) 9:nwac147. doi: 10.1093/nsr/nwac147, PMID: 36569494 PMC9772819

[19] RizzoliE FievezL FastrèsA RoelsE MarichalT ClercxC . A single-cell RNA sequencing atlas of the healthy canine lung: a foundation for comparative studies. Front Immunol. (2025) 16:1501603. doi: 10.3389/fimmu.2025.1501603, PMID: 40114924 PMC11922831

[20] LiB DingY HanM ZhangZ LingZ ZhuW . Multi-omics analysis of canine aging markers and evaluation of stem cell intervention. Commun Biol. (2025) 8:905. doi: 10.1038/s42003-025-08333-z, PMID: 40494876 PMC12152182

[21] FastrèsA PirottinD FievezL TutunaruA-C BolenG MerveilleA-C . Identification of pro-fibrotic macrophage populations by single-cell transcriptomic analysis in west highland white terriers affected with canine idiopathic pulmonary fibrosis. Front Immunol. (2020) 11:611749. doi: 10.3389/fimmu.2020.611749, PMID: 33384697 PMC7770158

[22] ManchesterAC AmmonsDT LappinMR DowS . Single cell transcriptomic analysis of the canine duodenum in chronic inflammatory enteropathy and health. Front Immunol. (2024) 15:1397590. doi: 10.3389/fimmu.2024.1397590, PMID: 38933260 PMC11199541

[23] FrühSP SaikiaM EuleJ MazulisCA MillerJE CowulichJM . Elevated circulating Th2 but not group 2 innate lymphoid cell responses characterize canine atopic dermatitis. Vet Immunol Immunopathol. (2020) 221:110015. doi: 10.1016/j.vetimm.2020.110015, PMID: 32058160

[24] AmmonsDT HopkinsLS CroniseKE KuriharaJ ReganDP DowS . Single-cell RNA sequencing reveals the cellular and molecular heterogeneity of treatment-naïve primary osteosarcoma in dogs. Commun Biol. (2024) 7:496. doi: 10.1038/s42003-024-06182-w, PMID: 38658617 PMC11043452

[25] CambienB LebrigandK BaeriA NottetN CompinC LamitA . Identification of oncolytic vaccinia restriction factors in canine high-grade mammary tumor cells using single-cell transcriptomics. PloS Pathog. (2020) 16:e1008660. doi: 10.1371/journal.ppat.1008660, PMID: 33075093 PMC7595618

[26] AyersJ MilnerRJ Cortés-HinojosaG RivaA BechtelS SahayB . Novel application of single-cell next-generation sequencing for determination of intratumoral heterogeneity of canine osteosarcoma cell lines. J Vet Diagn Invest. (2021) 33:261–78. doi: 10.1177/1040638720985242, PMID: 33446089 PMC7944434

[27] WallaceMD HerrtageME GostelowR OwenL RutherfordL HughesK . Single-cell transcriptomic analysis of canine insulinoma reveals distinct sub-populations of insulin-expressing cancer cells. Vet Oncol. (2025) 2:13. doi: 10.1186/s44356-025-00026-3, PMID: 40438247 PMC12106163

[28] AmmonsDT ContursiC OlsenM YoshimotoJA OwensE HarrisM . Transcriptional landscape of canine hematopoiesis and cross-species comparisons revealed by single-cell RNA sequencing. Res Sq. (2025). doi: 10.21203/rs.3.rs-6299609/v1

[29] WangM LiaoC WuD GengN XiaY ChenY . Single-Cell Transcriptome Atlas of the Canine Peri-implantitis Reveals stromal–immune cells interaction. Res Sq. (2024). doi: 10.21203/rs.3.rs-5348271/v1

[30] WangC WallermanO ArendtM-L SundströmE KarlssonÅ NordinJ . A novel canine reference genome resolves genomic architecture and uncovers transcript complexity. Commun Biol. (2021) 4:185. doi: 10.1038/s42003-021-01698-x, PMID: 33568770 PMC7875987

[31] KimM-C DeU BorcherdingN WangL PaekJ BhattacharyyaI . Single-cell transcriptomics unveil profiles and interplay of immune subsets in rare autoimmune childhood Sjögren’s disease. Commun Biol. (2024) 7:481. doi: 10.1038/s42003-024-06124-6, PMID: 38641668 PMC11031574

[32] KimM-C BorcherdingN AhmedKK VoigtAP VishwakarmaA KolbR . CD177 modulates the function and homeostasis of tumor-infiltrating regulatory T cells. Nat Commun. (2021) 12:5764. doi: 10.1038/s41467-021-26091-4, PMID: 34599187 PMC8486774

[33] WenW SuW TangH LeW ZhangX ZhengY . Immune cell profiling of COVID-19 patients in the recovery stage by single-cell sequencing. Cell Discov. (2020) 6:31. doi: 10.1038/s41421-020-0168-9, PMID: 32377375 PMC7197635

[34] AranD LooneyAP LiuL WuE FongV HsuA . Reference-based analysis of lung single-cell sequencing reveals a transitional profibrotic macrophage. Nat Immunol. (2019) 20:163–72. doi: 10.1038/s41590-018-0276-y, PMID: 30643263 PMC6340744

[35] BorcherdingN VishwakarmaA VoigtAP BellizziA KaplanJ NeppleK . Mapping the immune environment in clear cell renal carcinoma by single-cell genomics. Commun Biol. (2021) 4:122. doi: 10.1038/s42003-020-01625-6, PMID: 33504936 PMC7840906

[36] BorchertC HermanA RothM BrooksAC FriedenbergSG . RNA sequencing of whole blood in dogs with primary immune-mediated hemolytic anemia (IMHA) reveals novel insights into disease pathogenesis. PloS One. (2020) 15:e0240975. doi: 10.1371/journal.pone.0240975, PMID: 33091028 PMC7580939

[37] Sugawara-SudaM MorishitaK IchiiO NambaT AoshimaK KagawaY . Transcriptome and proteome analysis of dogs with precursor targeted immune-mediated anemia treated with splenectomy. PloS One. (2023) 18:e0285415. doi: 10.1371/journal.pone.0285415, PMID: 37146011 PMC10162568

[38] LeeK-H ParkH-M SonK-H ShinT-J ChoJ-Y . Transcriptome signatures of canine mammary gland tumors and its comparison to human breast cancers. Cancers (Basel). (2018) 10. doi: 10.3390/cancers10090317, PMID: 30205506 PMC6162473

[39] Passos BarbosaMM KamererRL SchmitJ LopezAJ UyeharaR TigheR . Preclinical evaluation of an anchored immunotherapy strategy with aluminum hydroxide-tethered IL-12 in dogs with advanced Malignant melanoma. Mol Cancer Ther. (2025) 24:406–18. doi: 10.1158/1535-7163.MCT-24-0317, PMID: 39632727 PMC11879767

[40] StinsonJA BarbosaMMP SheenA MominN FinkE HampelJ . Tumor-localized interleukin-2 and interleukin-12 combine with radiation therapy to safely potentiate regression of advanced Malignant melanoma in pet dogs. Clin Cancer Res. (2024) 30:4029–43. doi: 10.1158/1078-0432.CCR-24-0861, PMID: 38980919 PMC11398984

[41] JinS Guerrero-JuarezCF ZhangL ChangI RamosR KuanC-H . Inference and analysis of cell-cell communication using CellChat. Nat Commun. (2021) 12:1088. doi: 10.1038/s41467-021-21246-9, PMID: 33597522 PMC7889871

[42] LiZ SunC WangF WangX ZhuJ LuoL . Molecular mechanisms governing circulating immune cell heterogeneity across different species revealed by single-cell sequencing. Clin Transl Med. (2022) 12:e689. doi: 10.1002/ctm2.689, PMID: 35092700 PMC8800483

[43] HullsiekR LiY SnyderKM WangS DiD BorgattiA . Examination of igg fc receptor CD16A and CD64 expression by canine leukocytes and their ADCC activity in engineered NK cells. Front Immunol. (2022) 13:841859. doi: 10.3389/fimmu.2022.841859, PMID: 35281028 PMC8907477

[44] HegerL HatscherL LiangC LehmannCHK AmonL LührJJ . XCR1 expression distinguishes human conventional dendritic cell type 1 with full effector functions from their immediate precursors. Proc Natl Acad Sci USA. (2023) 120:e2300343120. doi: 10.1073/pnas.2300343120, PMID: 37566635 PMC10438835

[45] KimT-S HongC-Y OhS-J ChoeY-H HwangT-S KimJ . RNA sequencing provides novel insights into the pathogenesis of naturally occurring myxomatous mitral valve disease stage B1 in beagle dogs. PloS One. (2024) 19:e0300813. doi: 10.1371/journal.pone.0300813, PMID: 38753730 PMC11098313

[46] MaekawaN KonnaiS TakagiS KagawaY OkagawaT NishimoriA . A canine chimeric monoclonal antibody targeting PD-L1 and its clinical efficacy in canine oral Malignant melanoma or undifferentiated sarcoma. Sci Rep. (2017) 7:8951. doi: 10.1038/s41598-017-09444-2, PMID: 28827658 PMC5567082

[47] MaekawaN KonnaiS NishimuraM KagawaY TakagiS HosoyaK . PD-L1 immunohistochemistry for canine cancers and clinical benefit of anti-PD-L1 antibody in dogs with pulmonary metastatic oral Malignant melanoma. NPJ Precis Oncol. (2021) 5:10. doi: 10.1038/s41698-021-00147-6, PMID: 33580183 PMC7881100

[48] GoulartMR PluharGE OhlfestJR . Identification of myeloid derived suppressor cells in dogs with naturally occurring cancer. PloS One. (2012) 7:e33274. doi: 10.1371/journal.pone.0033274, PMID: 22428007 PMC3302813

[49] LangHP OsumKC FriedenbergSG . A review of CD4+ T cell differentiation and diversity in dogs. Vet Immunol Immunopathol. (2024) 275:110816. doi: 10.1016/j.vetimm.2024.110816, PMID: 39173398 PMC11421293

[50] WuY ChangY-M StellAJ PriestnallSL SharmaE GoulartMR . Phenotypic characterisation of regulatory T cells in dogs reveals signature transcripts conserved in humans and mice. Sci Rep. (2019) 9:13478. doi: 10.1038/s41598-019-50065-8, PMID: 31530890 PMC6748983

[51] MaedaS MotegiT IioA KajiK Goto-KoshinoY EtoS . Anti-CCR4 treatment depletes regulatory T cells and leads to clinical activity in a canine model of advanced prostate cancer. J Immunother Cancer. (2022) 10. doi: 10.1136/jitc-2021-003731, PMID: 35131860 PMC8804701

[52] MaedaS MurakamiK InoueA YonezawaT MatsukiN . CCR4 blockade depletes regulatory T cells and prolongs survival in a canine model of bladder cancer. Cancer Immunol Res. (2019) 7:1175–87. doi: 10.1158/2326-6066.CIR-18-0751, PMID: 31160277

[53] CoyJ CaldwellA ChowL GuthA DowS . PD-1 expression by canine T cells and functional effects of PD-1 blockade. Vet Comp Oncol. (2017) 15:1487–502. doi: 10.1111/vco.12294, PMID: 28120417

[54] MaekawaN KonnaiS WatariK TakeuchiH NakanishiT TachibanaT . Development of caninized anti-CTLA-4 antibody as salvage combination therapy for anti-PD-L1 refractory tumors in dogs. Front Immunol. (2025) 16:1570717. doi: 10.3389/fimmu.2025.1570717, PMID: 40463388 PMC12130249

[55] LiuY HuangJ PandeyR LiuP TheraniB QiuQ . Robustness of single-cell RNA-seq for identifying differentially expressed genes. BMC Genomics. (2023) 24:371. doi: 10.1186/s12864-023-09487-y, PMID: 37394518 PMC10316566

[56] IgaseM InanagaS NishiboriS ItamotoK SunaharaH NemotoY . Proof-of-concept study of the caninized anti-canine programmed death 1 antibody in dogs with advanced non-oral Malignant melanoma solid tumors. J Vet Sci. (2024) 25:e15. doi: 10.4142/jvs.23144, PMID: 38311328 PMC10839171

[57] LiW-P MaoX-T XieJ-H LiJ-Y LiuB-Q WuL-X . N-acetyltransferase 10 is implicated in the pathogenesis of cycling T cell-mediated autoimmune and inflammatory disorders in mice. Nat Commun. (2024) 15:9388. doi: 10.1038/s41467-024-53350-x, PMID: 39477944 PMC11525920

[58] DowS . A role for dogs in advancing cancer immunotherapy research. Front Immunol. (2019) 10:2935. doi: 10.3389/fimmu.2019.02935, PMID: 32010120 PMC6979257

[59] SextonC RupleA . Canine sentinels and our shared exposome. Science. (2024) 384:1170–2. doi: 10.1126/science.adl0426, PMID: 38870288

[60] HwangM-H DarzentasN BienzleD MoorePF MorrisonJ KellerSM . Characterization of the canine immunoglobulin heavy chain repertoire by next generation sequencing. Vet Immunol Immunopathol. (2018) 202:181–90. doi: 10.1016/j.vetimm.2018.07.002, PMID: 30078594

[61] MarableJ RuizD JaiswalAK BhattacharyaR PantazesR AgarwalP . Nanobody-based CTLA4 inhibitors for immune checkpoint blockade therapy of canine cancer patients. Sci Rep. (2021) 11:20763. doi: 10.1038/s41598-021-00325-3, PMID: 34675296 PMC8531395

[62] MannheimerJD TawaG GerholdD BraistedJ SayersCM McEachronTA . Transcriptional profiling of canine osteosarcoma identifies prognostic gene expression signatures with translational value for humans. Commun Biol. (2023) 6:856. doi: 10.1038/s42003-023-05208-z, PMID: 37591946 PMC10435536

[63] MasonNJ SelmicL RupleA LondonCA BarberL WeishaarK . Immunological responses and clinical outcomes in dogs with osteosarcoma receiving standard therapy and a Listeria vaccine expressing HER2. Mol Ther. (2025) 33:1674–86. doi: 10.1016/j.ymthe.2025.02.023, PMID: 39955616 PMC11997493

[64] McDonaldE KehoeE DeinesD McCarthyM WrightB HuseS . High-parameter immunophenotyping reveals distinct immune cell profiles in pruritic dogs and cats. Front Vet Sci. (2024) 11:1498964. doi: 10.3389/fvets.2024.1498964, PMID: 39911485 PMC11795398

[65] KimY LeeS-H KimC-J LeeJ-J YuD AhnS . Canine non-B, non-T NK lymphocytes have a potential antibody-dependent cellular cytotoxicity function against antibody-coated tumor cells. BMC Vet Res. (2019) 15:339. doi: 10.1186/s12917-019-2068-5, PMID: 31610784 PMC6790994

[66] HörtenhuberM HytönenMK MukarramAK ArumilliM AraujoCL QuinteroI . The DoGA consortium expression atlas of promoters and genes in 100 canine tissues. Nat Commun. (2024) 15:9082. doi: 10.1038/s41467-024-52798-1, PMID: 39433728 PMC11494170

[67] ItahashiK IrieT YudaJ KumagaiS TanegashimaT LinY-T . BATF epigenetically and transcriptionally controls the activation program of regulatory T cells in human tumors. Sci Immunol. (2022) 7:eabk0957. doi: 10.1126/sciimmunol.abk0957, PMID: 36206353

[68] HanL ChenS ChenZ ZhouB ZhengY ShenL . Interleukin 32 promotes foxp3+ treg cell development and CD8+ T cell function in human esophageal squamous cell carcinoma microenvironment. Front Cell Dev Biol. (2021) 9:704853. doi: 10.3389/fcell.2021.704853, PMID: 34414188 PMC8369465

[69] ZhaoC HuangY ZhangH LiuH . CD24 affects the immunosuppressive effect of tumor-infiltrating cells and tumor resistance in a variety of cancers. Discov Oncol. (2024) 15:399. doi: 10.1007/s12672-024-01284-7, PMID: 39222166 PMC11369128

[70] PanH ShivelyJE . Carcinoembryonic antigen-related cell adhesion molecule-1 regulates granulopoiesis by inhibition of granulocyte colony-stimulating factor receptor. Immunity. (2010) 33:620–31. doi: 10.1016/j.immuni.2010.10.009, PMID: 21029969 PMC3765078

[71] HuangY-H ZhuC KondoY AndersonAC GandhiA RussellA . CEACAM1 regulates TIM-3-mediated tolerance and exhaustion. Nature. (2015) 517:386–90. doi: 10.1038/nature13848, PMID: 25363763 PMC4297519

[72] KammererR PoppT HärtleS SingerBB ZimmermannW . Species-specific evolution of immune receptor tyrosine based activation motif-containing CEACAM1-related immune receptors in the dog. BMC Evol Biol. (2007) 7:196. doi: 10.1186/1471-2148-7-196, PMID: 17945019 PMC2110893

[73] Domenjo-VilaE CasellaV IwabuchiR FossumE PedragosaM CastellvíQ . XCR1+ DCs are critical for T cell-mediated immunotherapy of chronic viral infections. Cell Rep. (2023) 42:112123. doi: 10.1016/j.celrep.2023.112123, PMID: 36795562

[74] CrozatK GuitonR ContrerasV FeuilletV DutertreC-A VentreE . The XC chemokine receptor 1 is a conserved selective marker of mammalian cells homologous to mouse CD8alpha+ dendritic cells. J Exp Med. (2010) 207:1283–92. doi: 10.1084/jem.20100223, PMID: 20479118 PMC2882835

[75] LiK WeiG CaoY LiD LiP ZhangJ . The Identification and Distribution of Cattle XCR1 and XCL1 among Peripheral Blood Cells: New Insights into the Design of Dendritic Cells Targeted Veterinary Vaccine. PloS One. (2017) 12:e0170575. doi: 10.1371/journal.pone.0170575, PMID: 28129380 PMC5271332

[76] LjungvallI RajamäkiMM CrosaraS OlsenLH KvartC BorgarelliM . Evaluation of plasma activity of matrix metalloproteinase-2 and -9 in dogs with myxomatous mitral valve disease. Am J Vet Res. (2011) 72:1022–8. doi: 10.2460/ajvr.72.8.1022, PMID: 21801058

[77] MarkbyGR MacraeVE SummersKM CorcoranBM . Disease severity-associated gene expression in canine myxomatous mitral valve disease is dominated by TGFβ Signaling. Front Genet. (2020) 11:372. doi: 10.3389/fgene.2020.00372, PMID: 32395121 PMC7197751

[78] ZhouQ PanL-L XueR NiG DuanY BaiY . The anti-microbial peptide LL-37/CRAMP levels are associated with acute heart failure and can attenuate cardiac dysfunction in multiple preclinical models of heart failure. Theranostics. (2020) 10:6167–81. doi: 10.7150/thno.46225, PMID: 32483446 PMC7255020

[79] CooperL XuH PolmearJ KealyL SzetoC PangES . Type I interferons induce an epigenetically distinct memory B cell subset in chronic viral infection. Immunity. (2024) 57:1037–1055.e6. doi: 10.1016/j.immuni.2024.03.016, PMID: 38593796 PMC11096045

[80] WangX ShenX ChenS LiuH HongN ZhongH . Reinvestigation of classic T cell subsets and identification of novel cell subpopulations by single-cell RNA sequencing. J Immunol. (2022) 208:396–406. doi: 10.4049/jimmunol.2100581, PMID: 34911770

[81] YoonJ JangD KimM-C PaekJ MillerR VeroneseB . Diminished SUV3 expression and its functional implications in the IFN-enriched monocyte subset of childhood Sjögren’s disease. Rheumatol (Oxford). (2025) 64:4393–403. doi: 10.1093/rheumatology/keaf193, PMID: 40268748 PMC12212910

[82] JoungY YoonJ LeeDJ SongWJ CheongJ . A case of canine colorectal carcinoma *in situ* with regulatory T cell infiltration. J Vet Clin. (2024) 41:207–14. doi: 10.17555/jvc.2024.41.4.207

[83] JeongS YoonJ SongWJ CheongJ YunY . A case of canine mammary comedocarcinoma with regulatory T cell infiltration. J Vet Clin. (2024) 41:215–22. doi: 10.17555/jvc.2024.41.4.215

[84] IgaseM HagimoriK InanagaS MizoguchiH ItamotoK SakuraiM . The caninized anti-canine PD-1 monoclonal antibody in canine oral Malignant melanoma: Efficacy and exploratory biomarker analysis. BioRxiv. (2025). doi: 10.1101/2025.08.26.671889 PMC1282938741571458

[85] IgaseM NemotoY ItamotoK TaniK NakaichiM SakuraiM . A pilot clinical study of the therapeutic antibody against canine PD-1 for advanced spontaneous cancers in dogs. Sci Rep. (2020) 10:18311. doi: 10.1038/s41598-020-75533-4, PMID: 33110170 PMC7591904

[86] PantelyushinS RanningerE GuerreraD HutterG MaakeC MarkkanenE . Cross-reactivity and functionality of approved human immune checkpoint blockers in dogs. Cancers (Basel). (2021) 13. doi: 10.3390/cancers13040785, PMID: 33668625 PMC7918463

[87] NishimuraH NoseM HiaiH MinatoN HonjoT . Development of lupus-like autoimmune diseases by disruption of the PD-1 gene encoding an ITIM motif-carrying immunoreceptor. Immunity. (1999) 11:141–51. doi: 10.1016/s1074-7613(00)80089-8, PMID: 10485649

[88] DongH StromeSE SalomaoDR TamuraH HiranoF FliesDB . Tumor-associated B7-H1 promotes T-cell apoptosis: a potential mechanism of immune evasion. Nat Med. (2002) 8:793–800. doi: 10.1038/nm730, PMID: 12091876

[89] KaoC OestreichKJ PaleyMA CrawfordA AngelosantoJM AliM-AA . Transcription factor T-bet represses expression of the inhibitory receptor PD-1 and sustains virus-specific CD8+ T cell responses during chronic infection. Nat Immunol. (2011) 12:663–71. doi: 10.1038/ni.2046, PMID: 21623380 PMC3306165

[90] RuddCE ChanthongK TaylorA . Small molecule inhibition of GSK-3 specifically inhibits the transcription of inhibitory co-receptor LAG-3 for enhanced anti-tumor immunity. Cell Rep. (2020) 30:2075–2082.e4. doi: 10.1016/j.celrep.2020.01.076, PMID: 32075731

[91] WeisshaarN MaS MingY MadiA MiegA HeringM . The malate shuttle detoxifies ammonia in exhausted T cells by producing 2-ketoglutarate. Nat Immunol. (2023) 24:1921–32. doi: 10.1038/s41590-023-01636-5, PMID: 37813964 PMC10602850

[92] CelliersA RautenbachY HooijbergE ChristopherM GoddardA . Neutrophil myeloperoxidase index in dogs with babesiosis caused by babesia rossi. Front Vet Sci. (2020) 7:72. doi: 10.3389/fvets.2020.00072, PMID: 32133380 PMC7040022

[93] ZhangS SunL ZuoJ FengD . Tumor associated neutrophils governs tumor progression through an IL-10/STAT3/PD-L1 feedback signaling loop in lung cancer. Transl Oncol. (2024) 40:101866. doi: 10.1016/j.tranon.2023.101866, PMID: 38128466 PMC10753083

[94] AsaiA YasuokaH MatsuiM TsuchimotoY FukunishiS HiguchiK . Programmed death 1 ligand expression in the monocytes of patients with hepatocellular carcinoma depends on tumor progression. Cancers (Basel). (2020) 12. doi: 10.3390/cancers12082286, PMID: 32824016 PMC7465257

[95] MasonNJ ChesterN XiongA RotoloA WuY YoshimotoS . Development of a fully canine anti-canine CTLA4 monoclonal antibody for comparative translational research in dogs with spontaneous tumors. MAbs. (2021) 13:2004638. doi: 10.1080/19420862.2021.2004638, PMID: 34856888 PMC8726733

[96] ProtschkaM Di PlacidoD MoorePF BüttnerM AlberG EschkeM . Canine peripheral non-conventional TCRαβ+ CD4-CD8α- double-negative T cells show T helper 2-like and regulatory properties. Front Immunol. (2024) 15:1400550. doi: 10.3389/fimmu.2024.1400550, PMID: 38835756 PMC11148280

[97] KarwigL MoorePF AlberG EschkeM . Distinct characteristics of unique immunoregulatory canine non-conventional TCRαβpos CD4negCD8αneg double-negative T cell subpopulations. Front Immunol. (2024) 15:1439213. doi: 10.3389/fimmu.2024.1439213, PMID: 39185407 PMC11341405

[98] RabigerFV RotheK von ButtlarH BismarckD BüttnerM MoorePF . Distinct features of canine non-conventional CD4-CD8α- double-negative TCRαβ+ vs. TCRγδ+ T Cells Front Immunol. (2019) 10:2748. doi: 10.3389/fimmu.2019.02748, PMID: 31824515 PMC6883510

[99] HakanenE LehtimäkiJ SalmelaE TiiraK AnturaniemiJ Hielm-BjörkmanA . Urban environment predisposes dogs and their owners to allergic symptoms. Sci Rep. (2018) 8:1585. doi: 10.1038/s41598-018-19953-3, PMID: 29371634 PMC5785484

[100] TemizkanMC SonmezG . Are owned dogs or stray dogs more prepared to diseases? A comparative study of immune system gene expression of perforin and granzymes. Acta Vet Hung. (2022) 70:24–9. doi: 10.1556/004.2022.00005, PMID: 35238799

[101] CardilloL PiegariG IovaneV ViscardiM AlfanoF CerroneA . Lifestyle as risk factor for infectious causes of death in young dogs: A retrospective study in southern Italy (2015-2017). Vet Med Int. (2020) 2020:6207297. doi: 10.1155/2020/6207297, PMID: 32566119 PMC7293748

[102] ChoiJW WithersSS ChangH SpanierJA de la TrinidadVL PanesarH . Development of canine PD-1/PD-L1 specific monoclonal antibodies and amplification of canine T cell function. PloS One. (2020) 15:e0235518. doi: 10.1371/journal.pone.0235518, PMID: 32614928 PMC7332054

[103] ChikuVM SilvaKLO de AlmeidaBFM VenturinGL LealAAC de MartiniCC . PD-1 function in apoptosis of T lymphocytes in canine visceral leishmaniasis. Immunobiology. (2016) 221:879–88. doi: 10.1016/j.imbio.2016.03.007, PMID: 27016050

[104] AmmonsDT HarrisRA ChowL DowS . Characterization of canine tumor-infiltrating leukocyte transcriptomic signatures reveals conserved expression patterns with human osteosarcoma. Cancer Immunol Immunother. (2025) 74:105. doi: 10.1007/s00262-025-03950-3, PMID: 39932553 PMC11813853

[105] KimM-C BorcherdingN SongW-J KolbR ZhangW . Leveraging single-cell transcriptomic data to uncover immune suppressive cancer cell subsets in triple-negative canine breast cancers. Front Vet Sci. (2024) 11:1434617. doi: 10.3389/fvets.2024.1434617, PMID: 39376916 PMC11457229

[106] HolderA MirczukSM FowkesRC PalmerDB AspinallR CatchpoleB . Perturbation of the T cell receptor repertoire occurs with increasing age in dogs. Dev Comp Immunol. (2018) 79:150–7. doi: 10.1016/j.dci.2017.10.020, PMID: 29103899 PMC5711257

[107] MiyaiS HendawyAO SatoK . Gene expression profile of peripheral blood mononuclear cells in mild to moderate obesity in dogs. Veterinary Anim Sci. (2021) 13:100183. doi: 10.1016/j.vas.2021.100183, PMID: 34258471 PMC8251507

[108] JaffeyJA SuD MonaskyR HanrattyB FlanneryE HormanM . Effects of a whole food diet on immune function and inflammatory phenotype in healthy dogs: A randomized, open-labeled, cross-over clinical trial. Front Vet Sci. (2022) 9:898056. doi: 10.3389/fvets.2022.898056, PMID: 36082214 PMC9447376

[109] BackerLC GrindemCB CorbettWT CullinsL HunterJL . Pet dogs as sentinels for environmental contamination. Sci Total Environ. (2001) 274:161–9. doi: 10.1016/s0048-9697(01)00740-9, PMID: 11453293

[110] MoorePF RossittoPV DanilenkoDM WielengaJJ RaffRF SevernsE . Monoclonal antibodies specific for canine CD4 and CD8 define functional T-lymphocyte subsets and high-density expression of CD4 by canine neutrophils. Tissue Antigens. (1992) 40:75–85. doi: 10.1111/j.1399-0039.1992.tb01963.x, PMID: 1412420

[111] BiswasP MantelliB SicaA MalnatiM PanzeriC SaccaniA . Expression of CD4 on human peripheral blood neutrophils. Blood. (2003) 101:4452–6. doi: 10.1182/blood-2002-10-3056, PMID: 12531788

[112] HamzaFN AlekhmimiNA MatarDSB BarakzaiA Al-KattanK HeialySA . Pulmonary neutrophil recruitment in response to inhaled LPS is impaired in CD4 deficient mice. Res Sq. (2022). doi: 10.21203/rs.3.rs-1796185/v1

[113] VanhaezebrouckIF BakhleKM Mendez-ValenzuelaCR LyleLT KonradtK ScarpelliML . Single institution study of the immune landscape for canine oral melanoma based on transcriptome analysis of the primary tumor. Front Vet Sci. (2023) 10:1285909. doi: 10.3389/fvets.2023.1285909, PMID: 38260202 PMC10800815

[114] GowDJ JacksonH ForsytheP GowAG MellanbyRJ HumeDA . Measurement of serum macrophage migration inhibitory factor (MIF) and correlation with severity and pruritus scores in client owned dogs with atopic dermatitis. Vet Dermatol. (2019). doi: 10.1111/vde.12721, PMID: 30672038

[115] GaladimaM KotovaI SchmidtR PastorJ SchröderC Rodríguez-GilJE . Canine mammary neoplasia induces variations in the peripheral blood levels of CD20, CD45RA, and CD99. Int J Mol Sci. (2023) 24. doi: 10.3390/ijms24119222, PMID: 37298173 PMC10252927

[116] GobbiniE HubertM DoffinA-C EberhardtA HermetL LiD . The spatial organization of cDC1 with CD8+ T cells is critical for the response to immune checkpoint inhibitors in patients with melanoma. Cancer Immunol Res. (2025) 13:517–26. doi: 10.1158/2326-6066.CIR-24-0421, PMID: 39774795

# Supplementary material for: High-resolution single-cell RNA sequencing using canFam4 reveals novel immune subsets and checkpoint programs in healthy dogs
**Source:** Front Immunol. 2025 Dec 18;16:1680437. doi: 10.3389/fimmu.2025.1680437
**Supplement:** Supplementary file 1

## *Supplementary Material*

### **High-resolution single-cell RNA sequencing using canFam4 reveals novel immune subsets and checkpoint programs in healthy dogs**

Myung-Chul Kim, Tae-eun Gu, Hyeewon Seo, Yewon Moon, Nicholas Borcherting, Ryan Kolb, Yubin Kim, Youngmin Yun, Woo-Jin Song, Chung-Young Lee, Hyun Je Kim, Weizhou Zhang

#### **1 Supplementary Data**

Supplementary Material should be uploaded separately on submission. Please include any supplementary data, figures and/or tables.

Supplementary material is not typeset so please ensure that all information is clearly presented, the appropriate caption is included in the file and not in the manuscript, and that the style conforms to the rest of the article.

#### **2 Supplementary Figures and Tables**

For more information on Supplementary Material and for details on the different file types accepted, please see [here](#).

##### **2.1 Supplementary Figure**

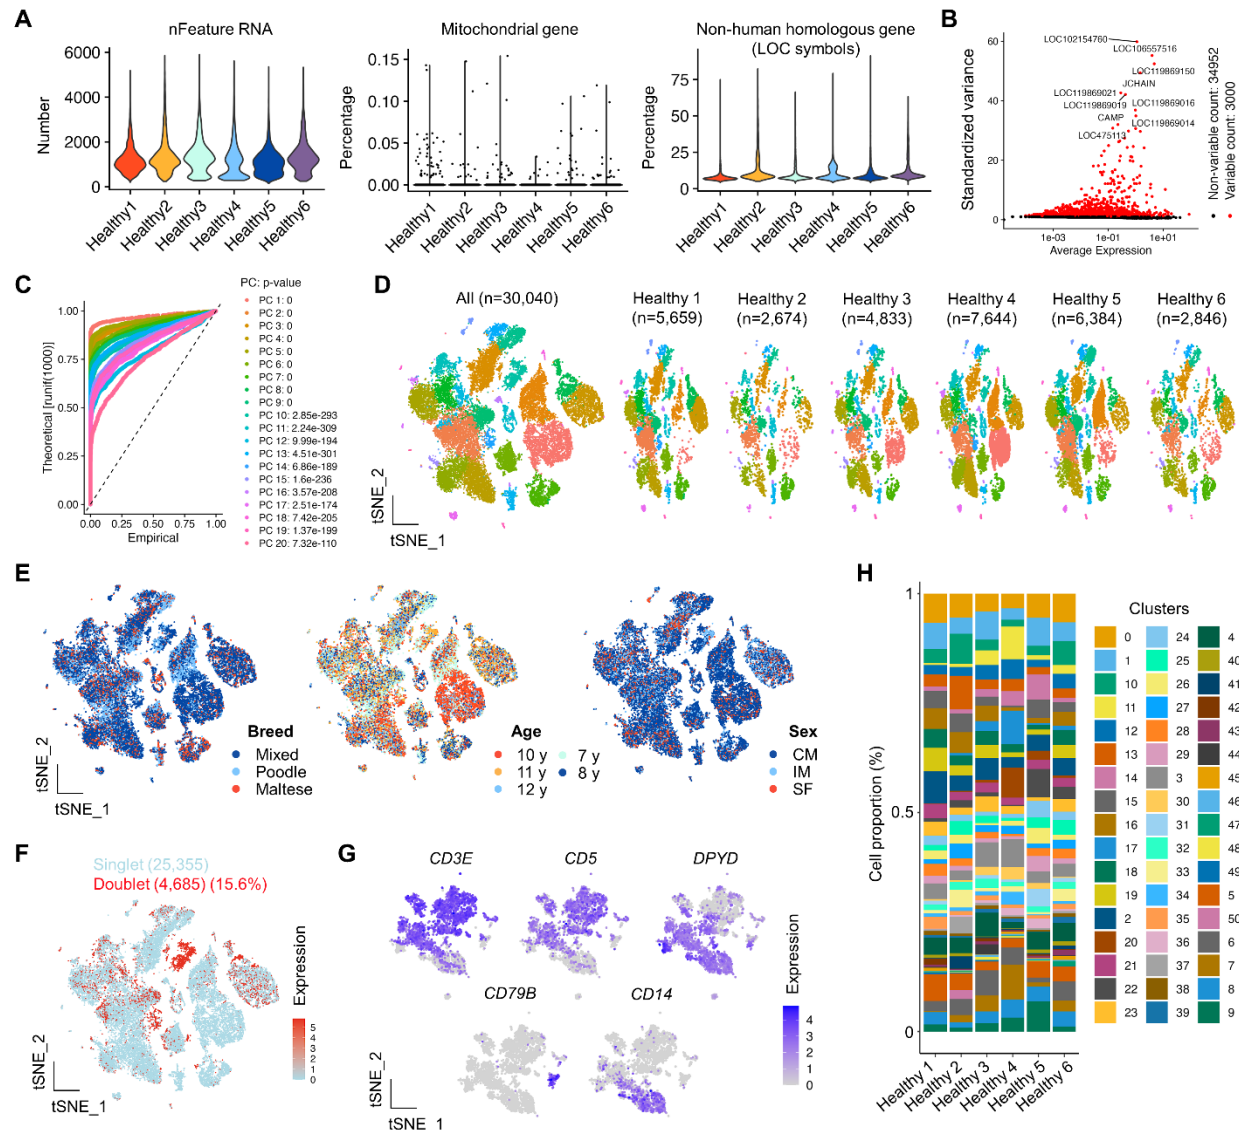

**Supplementary Figure 1. Preprocessing and quality control of the scRNA-seq data in Seurat.** (A) Violin plots of the distribution of unique genes detected per cell (nFeature\_RNA), the percentage of mitochondrial reads, and the percentage of non-human homologous genes across biological replicates. (B) Selection of 3,000 highly variable features exhibiting high cell-to-cell variation within the integrated dataset. (C) PC analysis enriched for informative features (low p-values) is visualized using a JackStraw plot. (D) tSNE plot of the immune cells from each biological replicate, annotated with cell counts. (E) The tSNE distribution of immune cells by breed, age, and sex. No notable differences were observed across these groups, and minor visual variations were not biologically or statistically meaningful given the small cohort size ( $n = 6$ ). (F) Cell proportions across clusters and biological replicates. (G) Distribution and proportion of potential doublets detected in the integrated Seurat object. (H) Subclustering of predicted doublets, revealing co-expression of T, B, and myeloid lineage markers on the tSNE feature plot. Abbreviations: CM, castrated male; IM, intact male; SF, spayed female; PC, principal component.

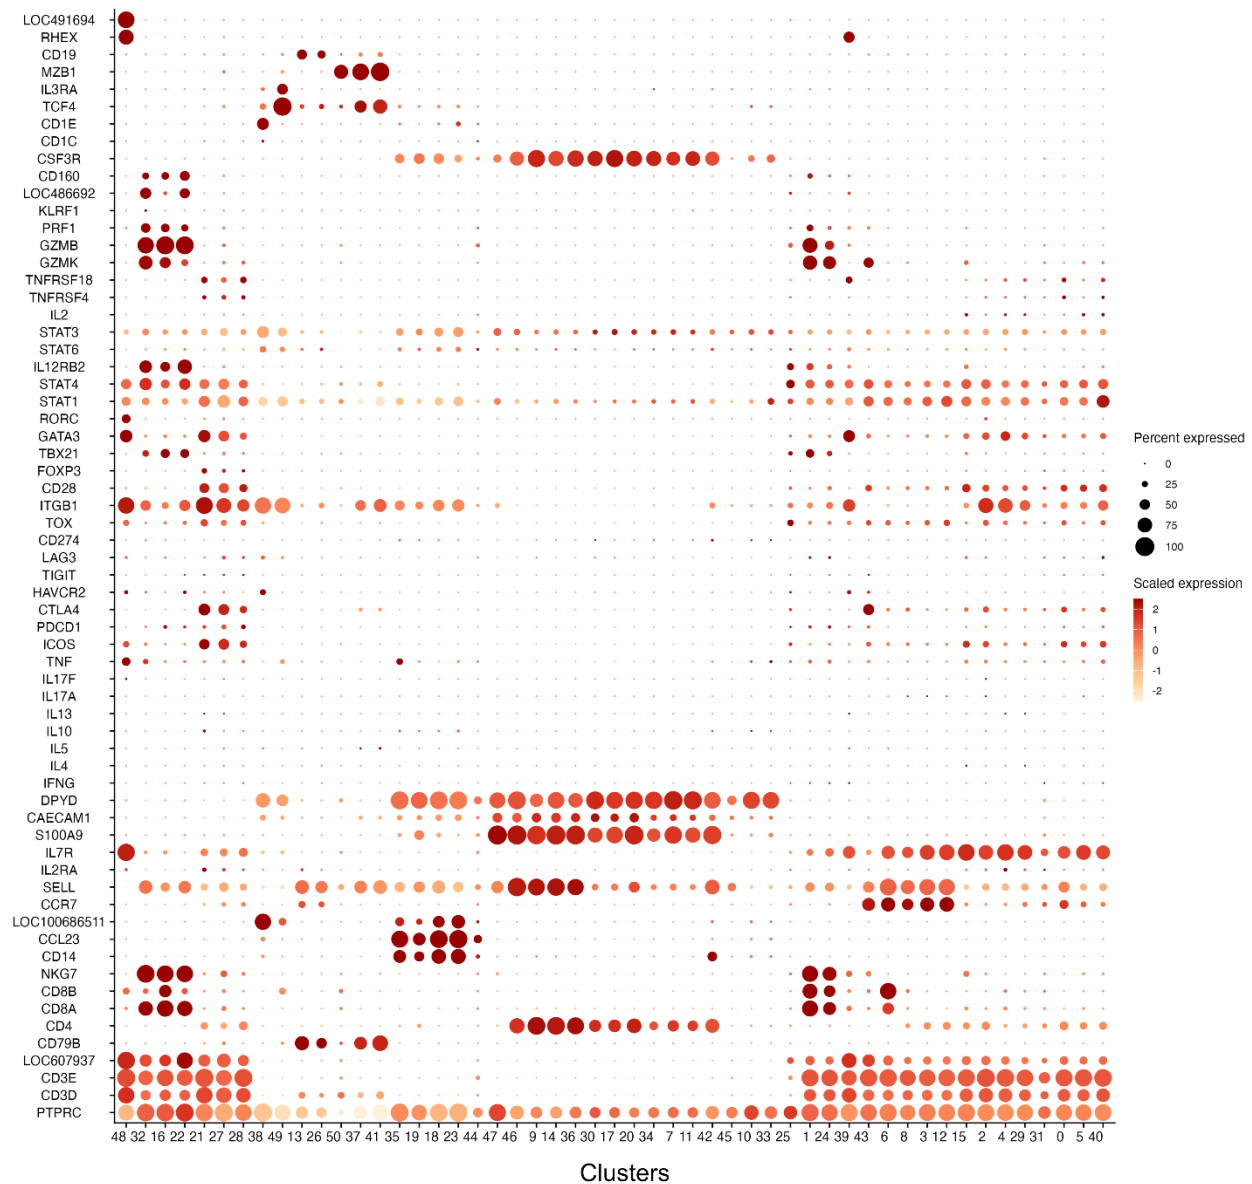

**Supplementary Figure 2. Canonical marker expression profiles used to define distinct single-cell immune clusters.** Dot plot of the representative canonical markers used to annotate transcriptionally and functionally distinct immune subsets within the integrated scRNA-seq dataset.

A

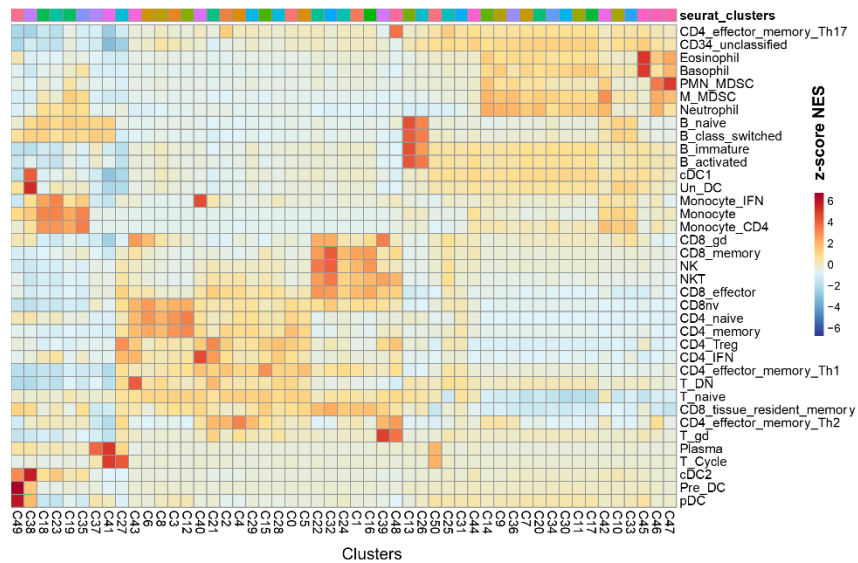

B

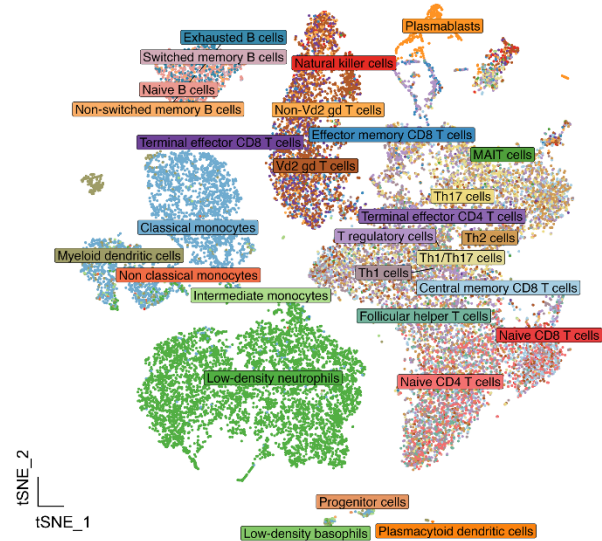

### Supplementary Figure 3. Unbiased cell type recognition using reference-based annotation tools.

(A) Heatmap of the cell type predictions using the escape R package, based on canine immune cell gene signatures derived from previous studies (8,22). (B) A tSNE plot of the cell type annotations performed using the SingleR R package with the Monaco Immune Cell Data as the reference dataset.

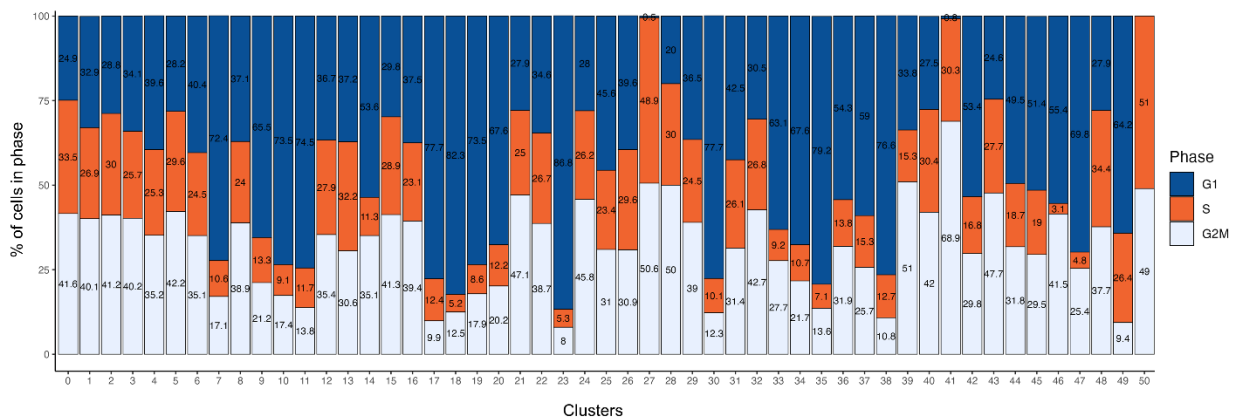

**Supplementary Figure 4. Cell cycle analysis of immune cell subsets.** Cell cycle phase distribution (G1, S, G2/M) is shown across immune cell subsets within the integrated scRNA-seq dataset.

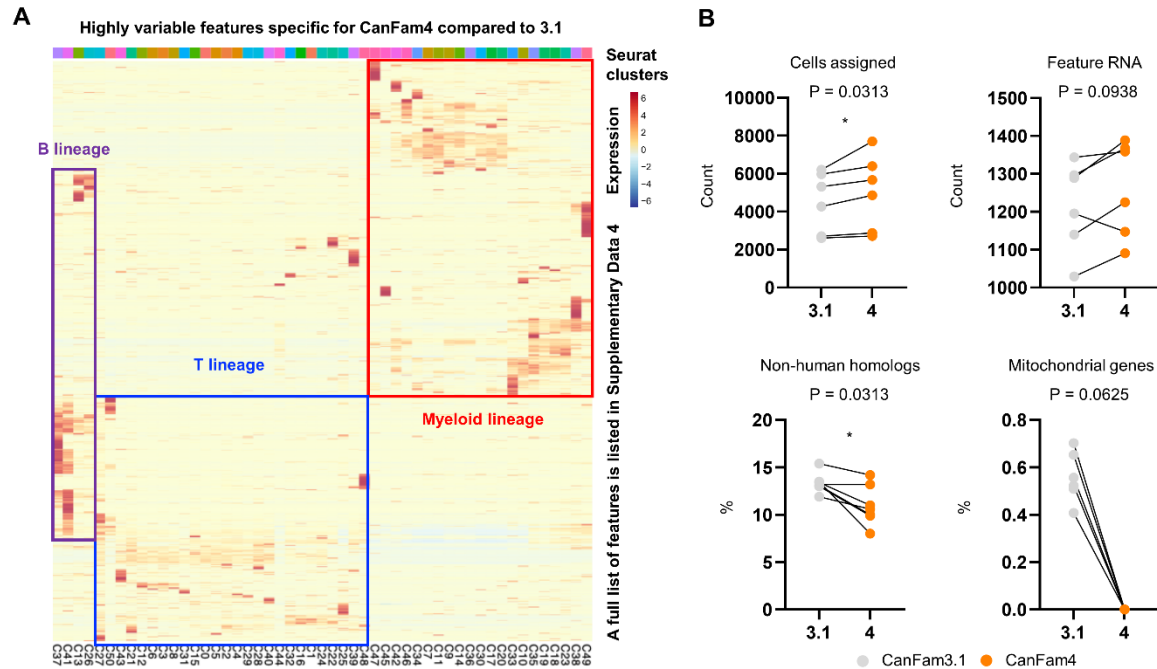

**Supplementary Figure 5. Preprocessing and comparative analysis of scRNA-seq data using canFam3.1 and canFam4 reference genomes.** (A) Quality control metrics across the two canine genome references, including the number of cells per sample, number of unique genes detected per cell, percentage of non-human homologous genes, and percentage of mitochondrial reads. Each dot represents a biological replicate. (B) A tSNE plot of the 48 clusters identified from the integrated dataset aligned to canFam3.1. (C) The tSNE density plots of the the distribution of CD8<sup>+</sup> T cell subsets between canFam3.1 and canFam4 references. (D) Heatmap of the representative genes among the top 10 DEGs used to define each major immune lineage. Cell counts per lineage are indicated below the heatmap. A full list of highly variable features specific to canFam4 compared to canFam3.1 is provided in **Supplementary Data 4**.

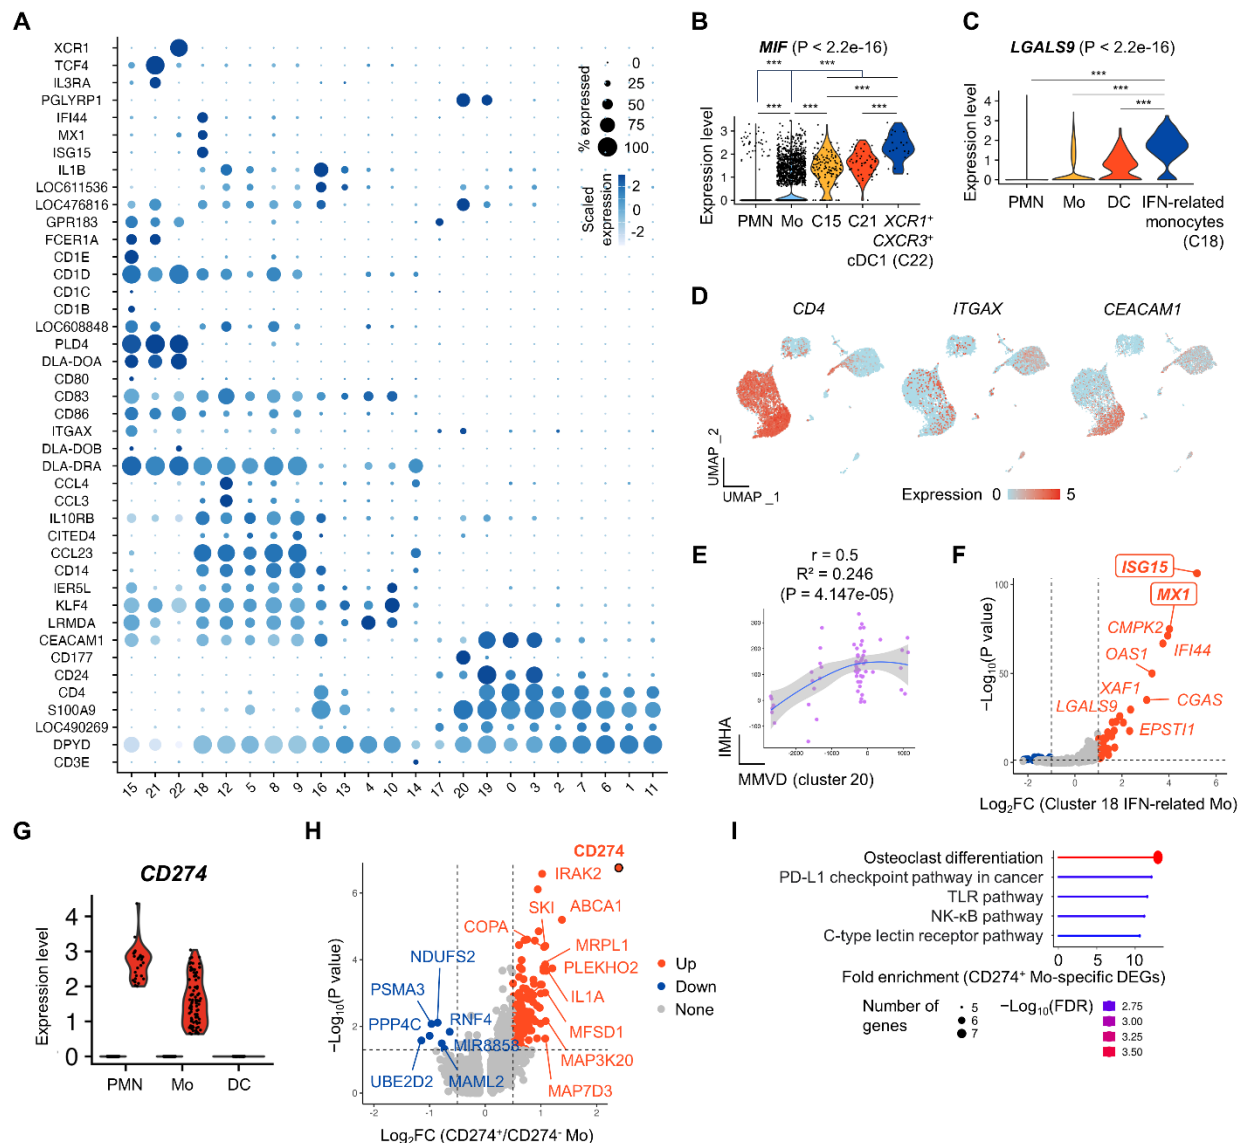

**Supplementary Figure 6. Identification and characterization of myeloid subpopulations by scRNA-seq.** (A) Dot plot of the canonical marker expression profiles used to define transcriptionally and functionally distinct myeloid cell subsets. Cluster annotations correspond to those in **Figure 2**. Violin plots of the expression pattern of *MIF* (B) and *LGALS9* (C) on myeloid subsets. (D) Feature plots of the expression patterns of *CD4*, *ITGAX*, and *CEACAM1* in myeloid cells. (E) Scatter plot of the correlation between MMVD and IMHA signatures in cluster 20. (F) Volcano plot of the representative DEGs in IFN-related monocytes compared to other monocyte subsets. (G) Violin plot of the segregation of myeloid subsets based on *CD274* expression. (H) Volcano plot of the representative DEGs in *CD274*<sup>+</sup> monocytes relative to *CD274*<sup>-</sup> monocytes. *CD274* is highlighted with a  $\log_2FC$  of 12.8 and  $P = 0$ . (I) GO analysis of *CD274*<sup>+</sup> monocyte-specific DEGs reveals enrichment in biological processes related to the PD-L1 checkpoint pathway in cancer. Abbreviations: FC, fold change; DEG, differentially expressed genes; GO, gene ontology.

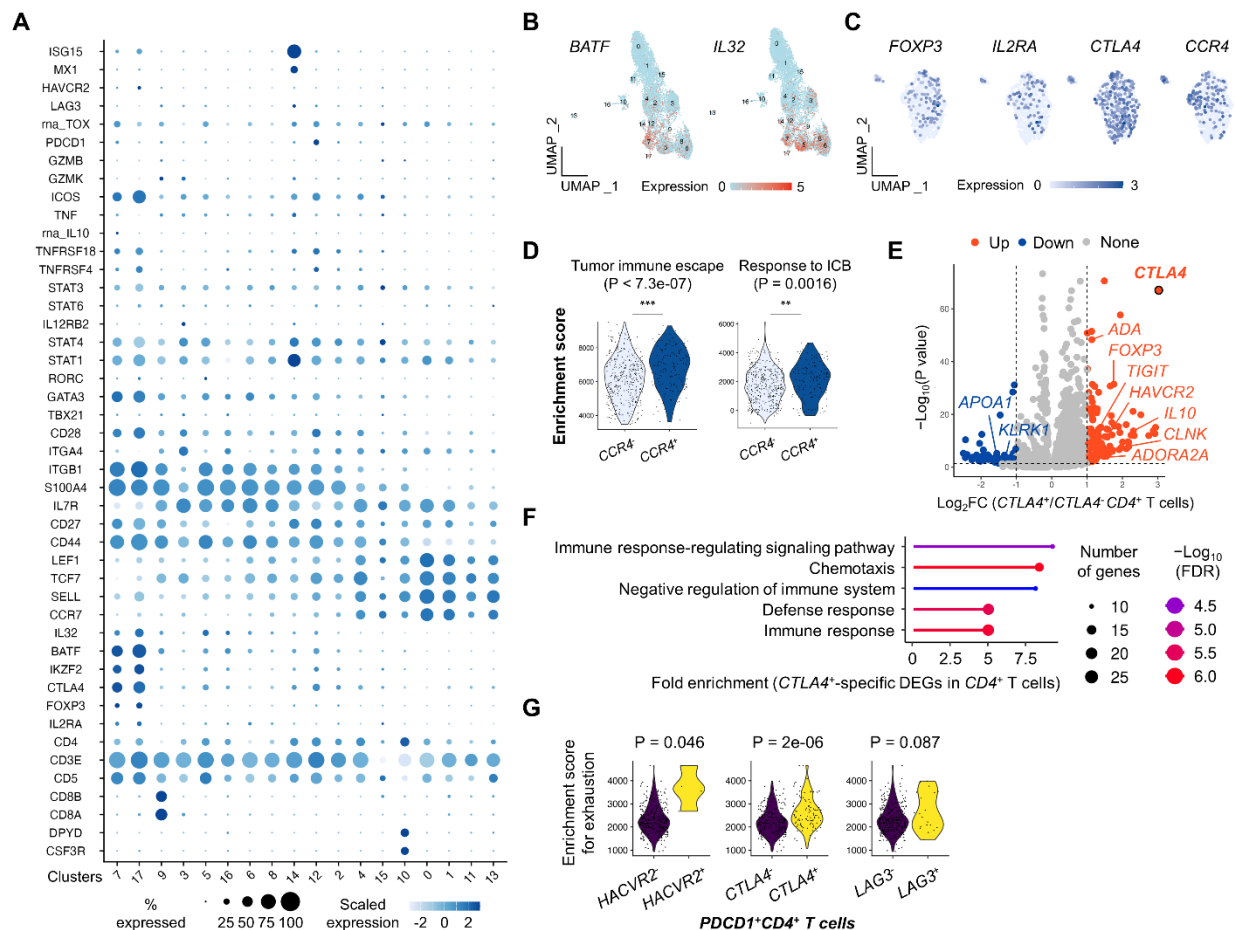

**Supplementary Figure 7. Identification and characterization of  $CD4^+$  T subpopulations by scRNA-seq.** (A) Dot plot of the canonical markers used to identify functionally distinct  $CD4^+$  T cell subsets. (B) Feature plots of the expression patterns of *BATF* and *IL32*. (C) Feature plot of the expression patterns of *FOXP3*, *IL2RA*, *CTLA4*, and *CCR4* in Tregs subclustered from clusters 7 and 17. (D) Violin plots of the increased enrichment of gene sets associated with tumor immune escape and response to immune checkpoint blockade in  $CCR4^+$  Tregs. (E) Volcano plot of the representative *CTLA4*-specific DEGs that belong to the gene set of negative regulation of immune system. (F) GO analysis of *CTLA4*<sup>+</sup> $CD4^+$  T-specific DEGs. (G) Violin plots of the increased enrichment of exhaustion gene set in *HAVCR2*<sup>+</sup> and *CTLA4*<sup>+</sup>*PDCD1*<sup>+</sup> $CD4^+$  T cells. Statistical significance and P values was determined by comparing two groups of interest using the non-parametric Wilcoxon rank-sum test in the ggpubr R package.

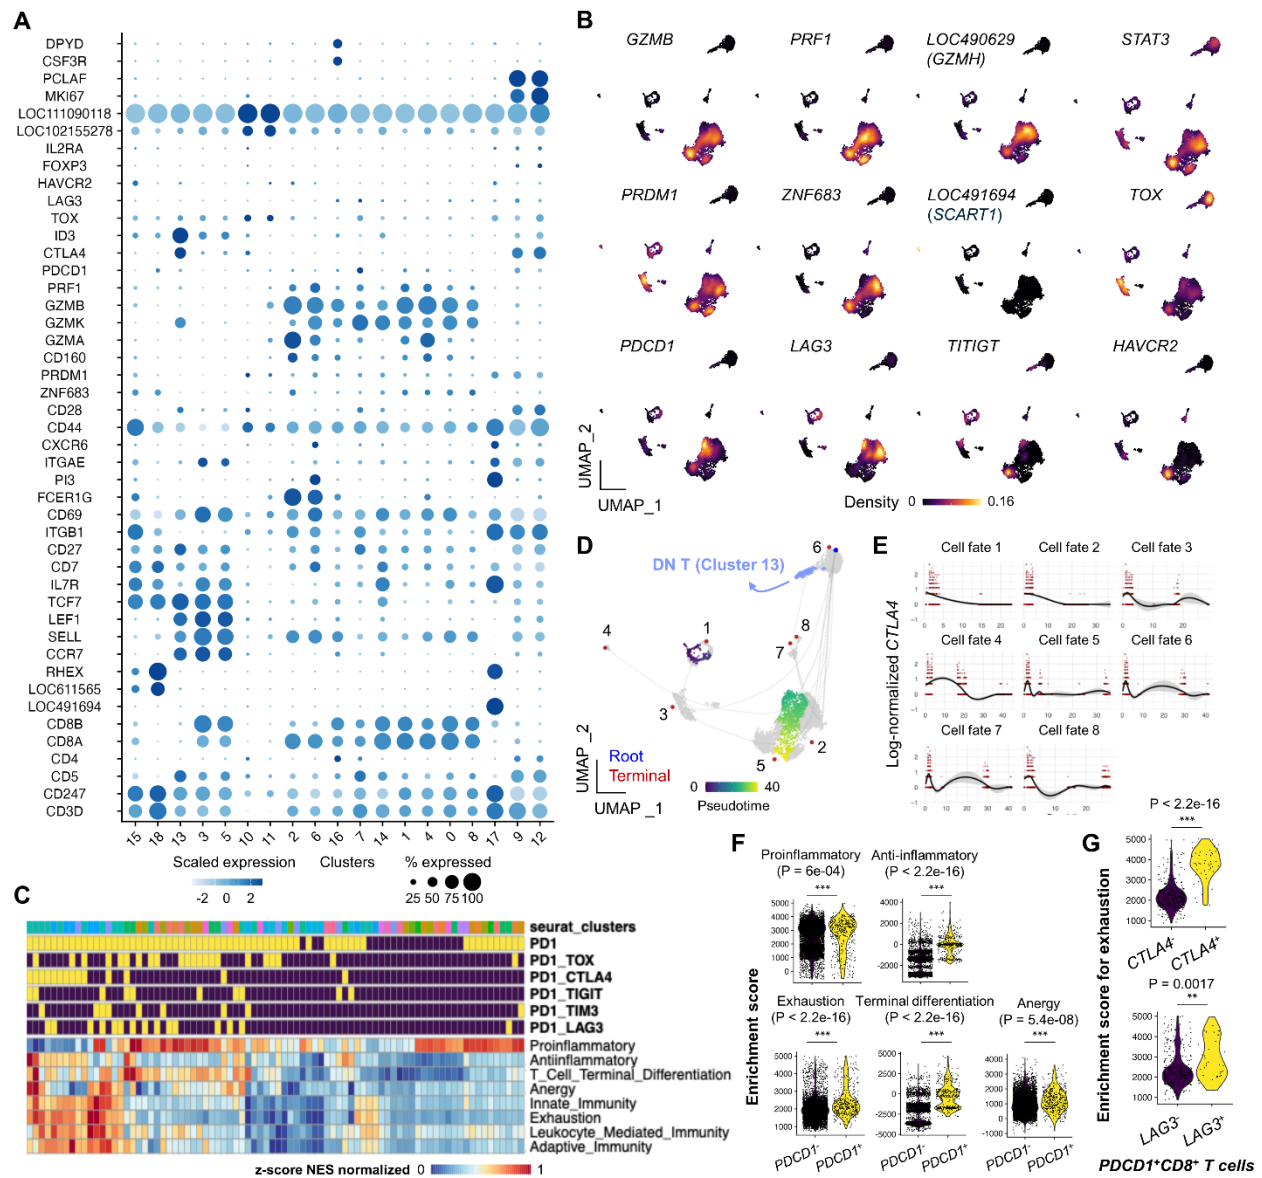

**Supplementary Figure 8. Identification and characterization of *CD8+* T and miscellaneous subpopulations by scRNA-seq.** (A) Canonical marker expression profile used to define distinct *CD8+* and miscellaneous T cell clusters. Representative canonical markers are shown in the dot plot. (B) Feature plots of the expression of *CD247* (*CD3Z*), *CD4*, and *CD8A*. (C) GSEA data of the immune-associated pathway enrichment in *CD8+* T cell clusters (clusters 0, 1, 2, 3, 4, 5, 6, 7, 8, and 14) with IC expression. (D) Slingshot-based pseudotime trajectory of *CD8+* cells projected onto UMAP space. Red and blue dots refers to terminal and root nodes, respectively. Cells with gray indicate unassigned pseudotime. (E) *CTLA4* expression dynamics along eight terminal lineages or cell fates. Black lines represent smoothed local regression, and red dots indicate individual cell measurements. (F) Violin plots of the enrichment pattern of immune-associated gene sets in *CD8+* T cells with or without *PDCD1*. (G) Violin plots of the increased enrichment of exhaustion gene set in *CTLA4+* and *LAG3+* *PDCD1+CD8+* T cells.

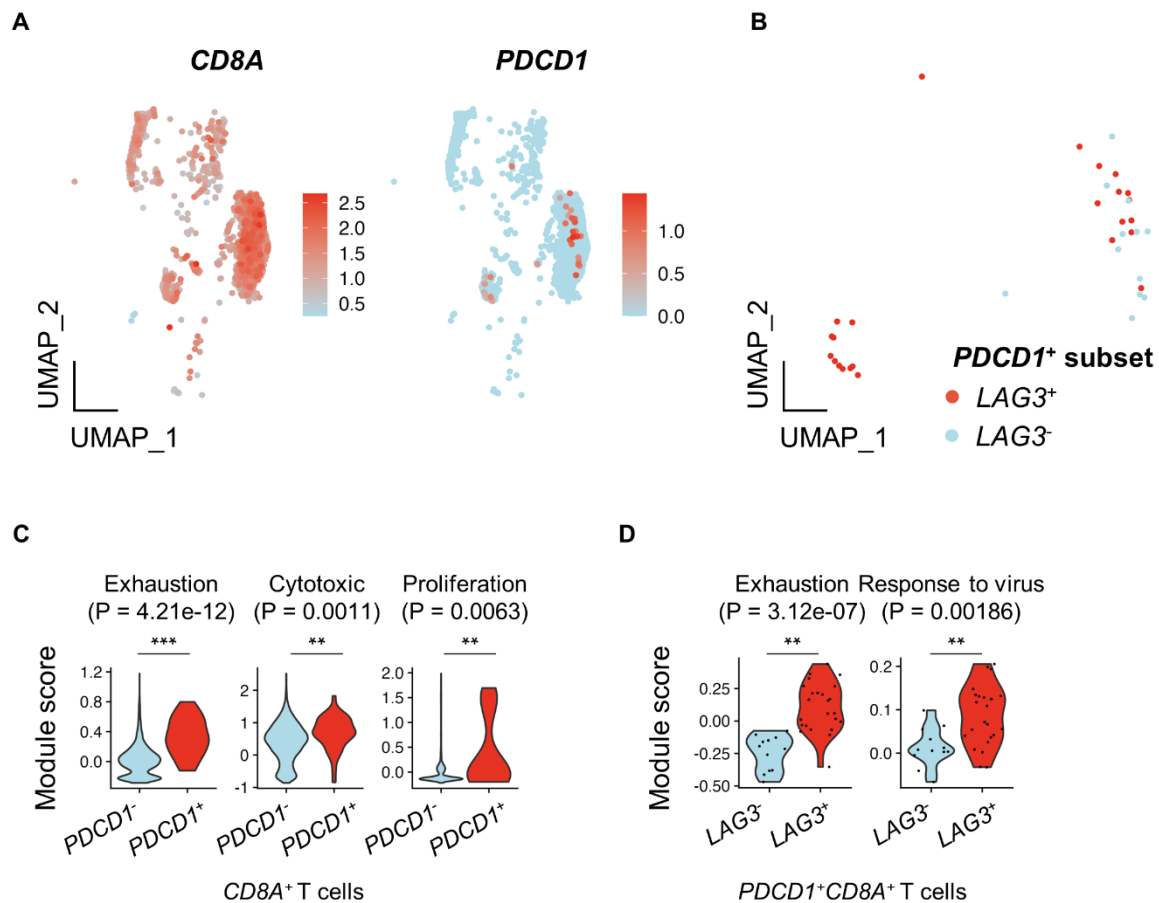

**Supplementary Figure 9. Validation of transcriptional programs in tumor-infiltrating CD8<sup>+</sup> T cells from canine osteosarcoma scRNA-seq datasets.** Feature plots of the expression of (A) *CD8A* and *PDCD1*, and (B) *LAG3* in canine osteosarcoma-infiltrating CD8<sup>+</sup> T and *PDCD1*<sup>+</sup>CD8<sup>+</sup> T cells. (C) Module score analysis of exhaustion, cytotoxic, and proliferation programs between *PDCD1*<sup>+</sup> and *PDCD1*<sup>-</sup>CD8<sup>+</sup> T cell subsets. (D) Module score analysis of exhaustion and response to virus programs in *LAG3*<sup>+</sup> versus *LAG3*<sup>-</sup>*PDCD1*<sup>+</sup>CD8<sup>+</sup> T cells. Statistical significance and P values was determined by comparing two groups of interest using the non-parametric Wilcoxon rank-sum test in the ggpvr R package.

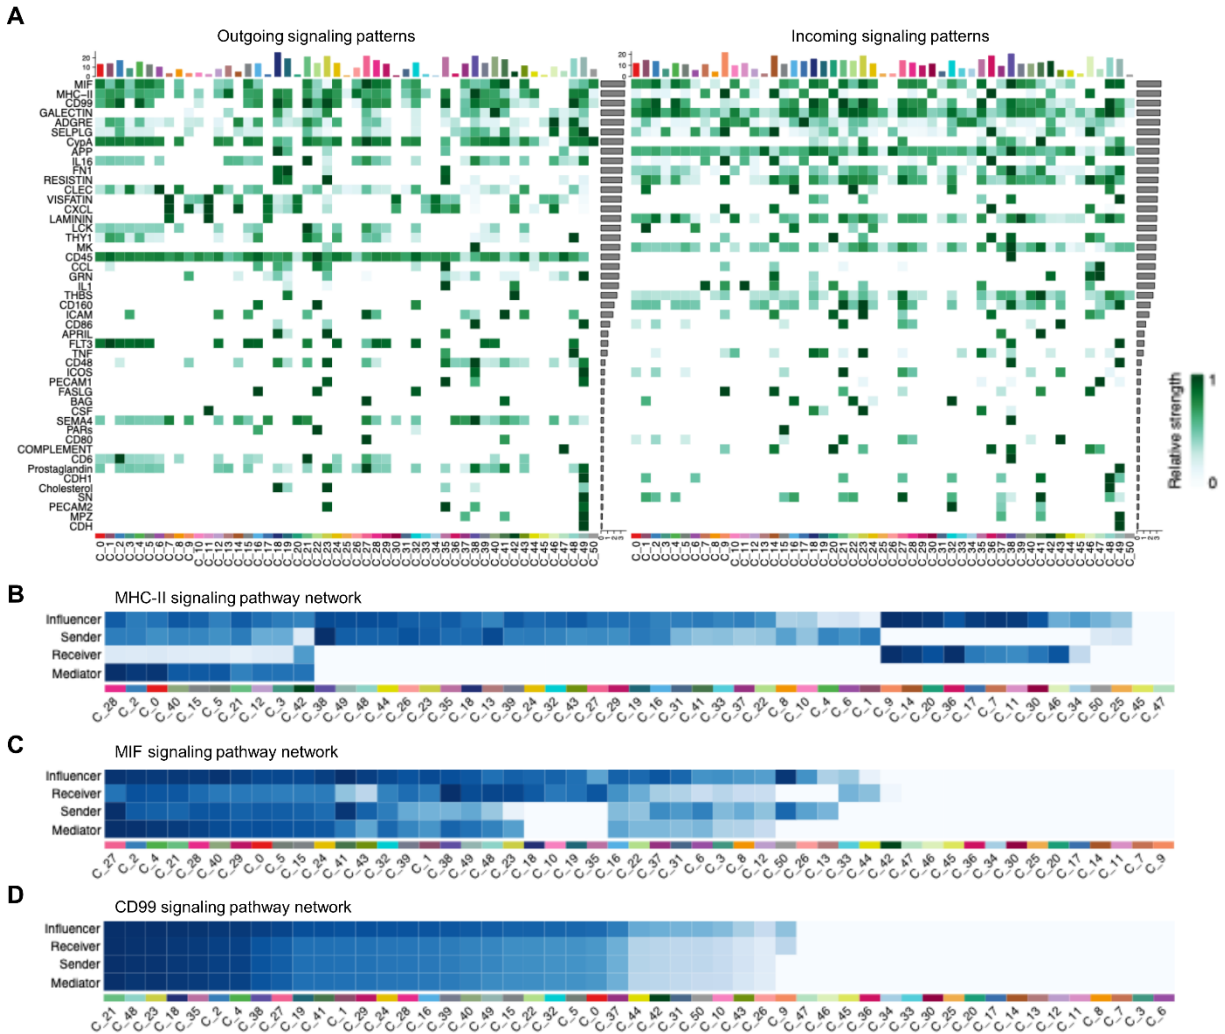

**Supplementary Figure 10. Inference of immune cell communication network by CellChat analysis.** (A) Overall outgoing and incoming signaling patterns of significant pathways across clusters. Bar plots represent the total interaction strength for each sending (column) and receiving (row) cell type. (B–D) Network centrality analysis identifies the dominant signal senders, receivers, mediators, and influencers in each indicated signaling pathway.

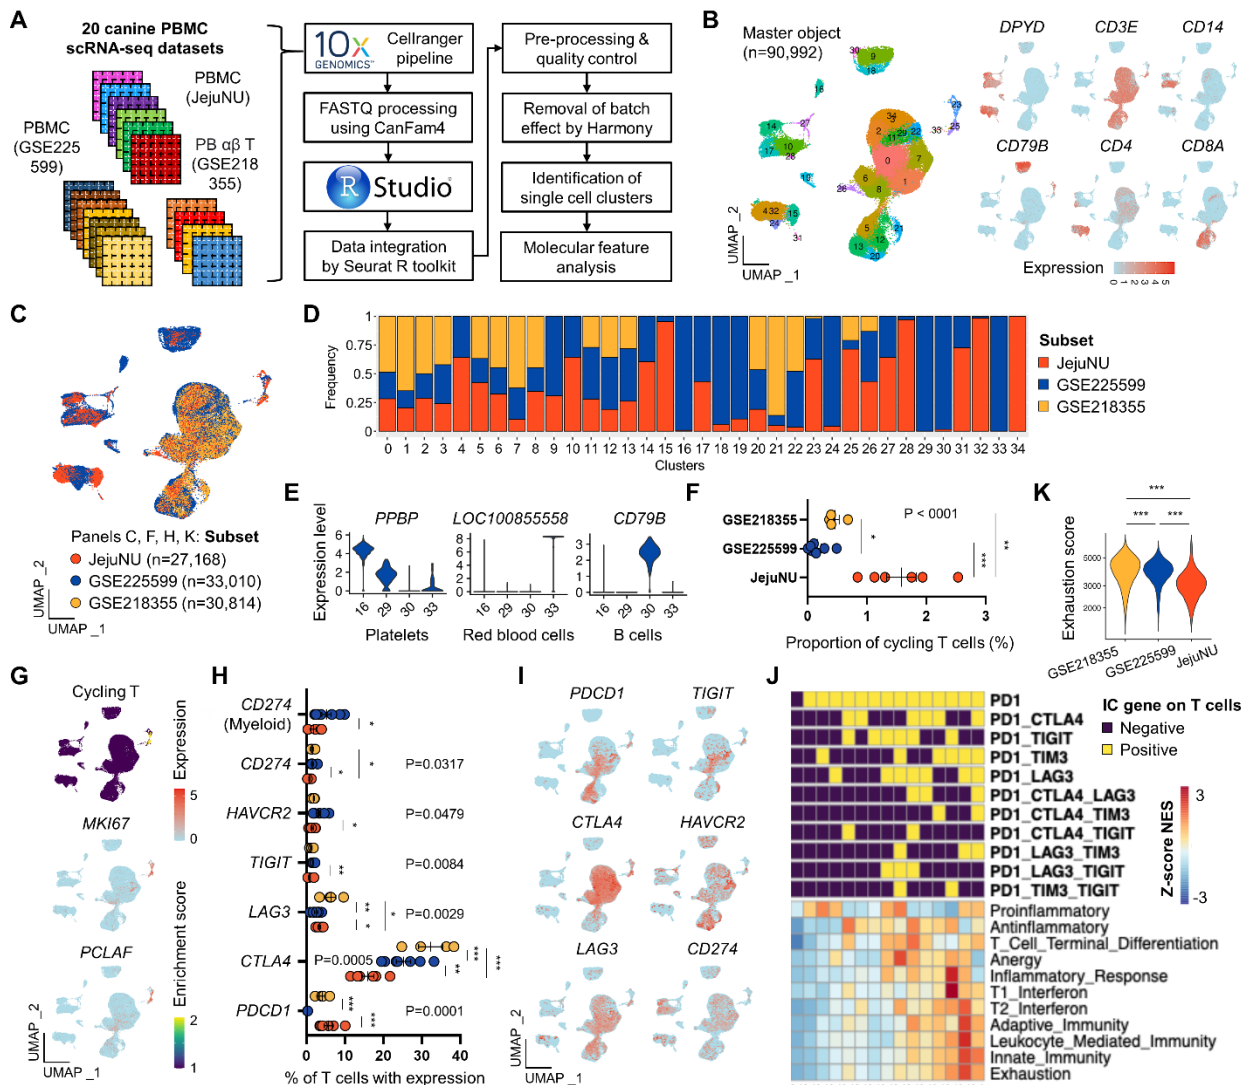

**Supplementary Figure 11. Integrated scRNA-seq analysis reveals cohort-specific immune features in healthy dogs.** (A) Study scheme showing the overview of 20 healthy canine PBMC scRNA-seq datasets used in this study. (B) UMAP plot of the integrated Seurat dataset comprising 90,992 single cells classified into 35 clusters. Canonical immune markers used to identify the major subsets are indicated. (C) UMAP plot of the cell distribution across different canine cohorts. (D) Bar plot of the relative abundance of immune subsets across datasets, (E) Violin plots of the representative genes enriched in specific subsets identified in the GSE225599 dataset. (F) Proportional analysis of a study-specific cycling T subset (cluster 25). (G) Feature plot of the T cell cycle gene signatures and proliferation-related genes in cycling T cells. (H) Comparative analysis of IC gene-expressing T cell proportions, showing cohort-specific presence of CTLA4<sup>+</sup> and LAG3<sup>+</sup> cells. (I) Dimensional plot of the spatial distribution of T cells expressing IC genes (CTLA4, LAG3), visualized in the front layer. (J) GSEA results indicate that immune-related pathways are enriched in T cells expressing IC genes. The *p*-values were obtained using one-way ANOVA via the ggpubr R package and Wilcoxon rank-sum tests. \* *p* < 0.05, \*\* *p* < 0.01, and \*\*\* *p* < 0.001.

## Supplementary Table Legends

**Supplementary Data 1.** Demographic characteristics of enrolled dogs.

**Supplementary Data 2.** Complete blood count and serum biochemical test results.

**Supplementary Data 3.** Summary of scRNA-seq library construction and multiplexing statistics.

**Supplementary Data 4.** Representative canonical and canFam4-annotated genes used to define major immune subsets in healthy dogs.

**Supplementary Data 5.** Highly variable gene features identified for canFam3.1 and canFam4 genomes.

**Supplementary Data 6.** Top 20 cluster-defining genes for each myeloid cell subset.

**Supplementary Data 7.** *CD274*-specific DEGs in myeloid cells.

**Supplementary Data 8.** GO terms enriched from genes listed in Supplementary Data 7.

**Supplementary Data 9.** Top 20 cluster-defining genes for each *CD4*<sup>+</sup> T cell subset.

**Supplementary Data 10.** *CCR4*-specific genes identified in Tregs.

**Supplementary Data 11.** GO terms enriched from genes listed in Supplementary Data 9.

**Supplementary Data 12.** *PDCDI*-specific genes in *CD4*<sup>+</sup> T cells.

**Supplementary Data 13.** *CTLA4*-specific genes in *CD4*<sup>+</sup> T cells.

**Supplementary Data 14.** DEGs associated with co-inhibitory receptors in *PDCDI*<sup>+</sup>*CD4*<sup>+</sup> T cells.

**Supplementary Data 15.** Top 10 cluster-defining genes for each *CD8*<sup>+</sup> and miscellaneous T cell subset.

**Supplementary Data 16.** *PDCDI*-specific genes in *CD8*<sup>+</sup> T cells.

**Supplementary Data 17.** GO terms enriched from genes listed in Supplementary Data 15.

**Supplementary Data 18.** DEGs associated with co-inhibitory receptors in *PDCDI*<sup>+</sup>*CD8*<sup>+</sup> T cells.

**Supplementary Data 19.** Top 20 cluster-defining genes in the integrated scRNA-seq dataset.

How the deposited data were processed for this re-analysis (not part of the article)

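Each of the 6 libraries came from the blood of 1 healthy dog and held sorted T cells and other leukocytes pooled within the animal. The authors sequenced them with the 10x 5′ assay and ran Cell Ranger on a canFam4 reference, and the deposited matrices hold the UMI counts per gene and cell after cell calling, with no normalization. The values were checked and are whole numbers of 1 or more. Everything else was computed from these counts. The features include long non-coding RNAs and other types beside protein-coding genes, and none was removed for its type. Gene symbols were taken as listed, with positions from the RefSeq annotation. The reads themselves were not used here.

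Cells with 200 to 4000 detected genes were kept, which left 7644, 2846, 5659, 2674, 6384 and 4833 cells in libraries 1 to 6. The limit of 10% on mitochondrial UMIs removed no cell, because the matrices list no gene of the mitochondrial genome by name, and the only feature whose name starts with MT- is MT-III. Doublets were scored per library with Scrublet as held in scanpy 1.11.5 (seed 1). The cells with the highest scores were removed up to the paper's overall share of 15.6%, with the share of each library in proportion to its number of cells, from 7.37% in library 4 to 21.1% in library 1. This left 6032, 2622, 4775, 2477, 5259 and 4188 cells.

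The libraries were integrated in Seurat 5.3.0 (SeuratObject 5.2.0, Matrix 1.6.5, R 4.3.3) with anchors on 3000 features, and clustered on 30 principal components at resolution 3.7. Both steps used all filtered cells, and the called doublets were taken out of the clusters afterwards. A marker counted for a cluster when at least 10% of its cells had a UMI of it and its share stood out against the other clusters, and a name needed 3 markers of its list and at least 50% of the list of its lineage. A cycling T cluster needed 4 of the cycling markers. CD4 and CD8 T clusters were parted by a ratio of 1.5 between the shares of CD4 and CD8 genes, and T clusters with under 20% of CD8 genes and too little CD4 were called other T cells. The lists covered T, CD4, CD8, naïve, regulatory, γδ and cycling T cells, B and plasma cells, neutrophils, CD14+ and CD83 high monocytes, 3 kinds of dendritic cells, myeloid cells together and interferon-related cells. Several naming rules were added after the clusters had been seen. CD14 in at least 20% of cells parts CD14+ from CD83 high monocytes, and XCR1 in at least 50% names XCR1+ dendritic cells. GZMB is not counted toward another family. Clusters with T and myeloid, T and B, or B and neutrophil or monocyte markers are called mixed. A cluster stays unnamed when its median depth is under 1 in 3 of that of its libraries and none of its markers is among its 10 leading genes, or when more of these genes belong to another family of lists than to its own. Mixed and unnamed cells, 210 and 1944 in number, entered no comparison of classes, and they count in the total of which shares are given.

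The median number of genes per cell ran from 1033 to 1269 and the number of genes detected per library from 21050 to 22650. A share of cells with a UMI of a gene depends on the depth of the cells, so median depths are given beside shares, and shares were recomputed with cells thinned to 1000 or 500 UMIs and with at least 2 UMIs required. Cells with fewer UMIs than the target drop out of the thinned shares, and 1469 of 3915 neutrophils are left at 1000 UMIs, so these describe the deeper cells. Intervals from exact binomial or Poisson limits hold counting error alone, and the spread between dogs is given as an SD. For a gene with 1 to 3 UMIs in a group the ratio is given with its counting interval, and against 0 UMIs a bound is computed at 3 UMIs. Both pool the UMIs of the dogs compared and leave out the pairing.

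Gene-positive cells have at least 1 UMI of the gene that parts the groups, and that gene was left out of the test. UMIs were summed per dog and group for dogs with at least 10 cells in each group, filtered with filterByExpr and tested with edgeR 4.0.16 (limma 3.58.1) by its quasi-likelihood test with TMM normalization, the dog as a block and Benjamini-Hochberg adjustment. Positive and negative cells of a dog come from the same library, so the replicate number marks the animal, and this is what pairs the groups. The comparisons were of PDCD1 in CD4+ and CD8+ T cells, CTLA4 in CD4+ T cells, CD274 in CD14+ monocytes and neutrophils, CD177 in neutrophils and CCR4 in Tregs. CD274+ neutrophils reached 10 cells in 1 dog and were not tested. Named genes between cell classes were compared as log2 CPM with 1 CPM added, or 10 CPM for the small groups with 2 checkpoint genes. These differences, module scores and shares were tested within dogs by an exact two-sided sign-flip permutation. Module scores and cell cycle phases came from Seurat with the paper's gene sets. Interferon-high cells have a UMI of at least 2 of 5 genes. Other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

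The genes named for a result are those the paper names for it and the matrices hold. For each test over all genes they also include the 2 largest rises and the 2 largest falls by log2 fold change among genes with an adjusted p under 0.05 that changed the same way in every dog tested. A gene outside this rule is marked where it is named.

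The test over all genes was tested on simulated data modelled on the real groups, with 200 genes changed 2-fold or 4-fold. With both sizes pooled, it found 100% of them for PDCD1 and CTLA4 in CD4+ T cells, 92.5% for PDCD1 in CD8+ T cells and 91% for CCR4. It found 82.5% for CD274 in monocytes and 25% for CD177, where 2 dogs had enough cells. Of the 4-fold changes alone, it found 49% for CD177, 98% for CD274 and 100% for the other comparisons. Where the pooled share is lower than this, 2-fold changes were found less often than the pooled share says. The shares are not split by abundance, so they do not give the power for scarce genes. The share of false calls was between 0 and 5.2%. For the pairs of cell classes it found 69.5% to 100%, with 2.8% to 6.6% of calls false.

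The alternatives were DESeq2 1.42.0 in place of edgeR, no filter on low counts, no replicate block, negative cells matched on UMIs within the dog, each dog left out in turn, the 10x nominal doublet rate of 0.8% per 1000 cells, no doublet removal, no integration, resolution 1.0, no mitochondrial filter, thinned cells, at least 2 UMIs, other added CPM, edgeR for the class comparisons, modules without the genes that pick the cells, at least 3 of the 5 interferon genes and a FOXP3 gate for Tregs. The doublet alternatives reuse the main clusters and their names. Added once the data had been seen were at least 3 cells per group, and modules without the picking genes on thinned cells. The cohorts of other studies, gene set enrichment, trajectories and cell communication were not analysed here.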

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

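In 91 groups of 4 to 6 dogs, the highest or lowest dog was compared with its nearest neighbour. In 13 of them the gap took up more of the whole range than Dixon's 95% critical ratio allows. Chance alone does this in about 1 in 20 groups, so some of the 13 are expected without any cause. The tests named in this part were chosen only after the result was seen, while settings that some of them use (thinned cells, the doublet settings, no integration and resolution 1.0) were among the alternatives set beforehand. All 6 dogs were healthy and the libraries differ in no condition, so no biological explanation was tested.

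Dog 2 stood apart in 4 shares or levels. A TIGIT UMI was seen in 2.35% of its T cells, against 0.561% in the next dog, and a CD177 UMI in 17.8% of its neutrophils, against 4.32%. Its library is among the deeper ones, but with cells thinned to 1000 UMIs dog 2 stayed highest, with 0.747% for TIGIT (next 0.220%) and 27.5% for CD177 (next 4.14%). Cells with fewer UMIs drop out there, and the 27.5% is 33 of 120 neutrophils. At 500 UMIs, where no neutrophil dropped out, it was 12.0% of 242 (next 2.88%). A difference in depth therefore does not account for either. The interferon-high share of its B cells, thinned to 1000 UMIs, was 3.57%, against 1.26% in the next dog. That is 3 of 84 cells, against 5 of 1019 in the other dogs. Fisher's exact test gave p = 0.0180, and 0.108 when multiplied by the 6 dogs from which the highest was picked, so counting error is a candidate explanation for it. CCR4 in Tregs exceeded other CD4+ T cells by a log2 fold change of 3.79 in dog 2, against 2.58 in the next dog. The lower 95% counting limit for dog 2 was 3.08, above that dog, so few UMIs do not account for it. Free RNA of the library would also reach its deeper cells of other kinds. Of 366 CD14+ monocytes of dog 2, at a median of 5579.5 UMIs, 0 had a TIGIT UMI and 0 a CD177 UMI, with an upper 95% limit of 1.00% each, below the lower limits of 1.64% for its T cells and 13.2% for its neutrophils, so free RNA does not account for these 2 shares. For CCR4, free RNA that reaches both kinds of cells would shrink the contrast. A difference in the animal may lie behind the results for TIGIT, CD177 and CCR4, which was not tested.

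Dog 4 stood apart in its B lineage. B and plasma cells made up 18.5% of its cells, against 5.74% in the next dog, and plasma cells 8.64%, against 1.18%. Over 2 alternative doublet settings, no integration and resolution 1.0, the lowest ratio of the gap to the range was 0.811 for both classes together and 0.880 for plasma cells, above the critical ratio each time. Doublet removal and clustering thus do not account for the difference. The pooling of sorted cells sets the share of CD3- cells, so the shares are not those of the blood. The state of the animal may differ, which was not tested.

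Dog 3 had the highest share of Tregs, 2.89%, against 1.89% in the next dog. At resolution 1.0 the ratio of the gap to the range dropped to 0.451, under the critical ratio, so the clustering is a candidate explanation for this one. In the same dog LOC490629 had the smallest log2 fold change of effector over naïve CD8+ T cells, 4.23, against 6.38 in the next dog. With 1 UMI in its naïve cells, the 95% counting limit reached 9.82, so counting error is a candidate explanation as well.

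In dog 1, 2 genes of the interferon-high CD14+ monocytes lay below the other dogs. LGALS9 had a log2 fold change of -0.13, against 0.86 in the next dog, and SAMHD1 one of -0.51, against 0.34. The upper counting limits for dog 1 were 0.59 and -0.0395, below those dogs, so few UMIs do not account for the gaps. With all UMIs dog 1 has the smallest share of interferon-high monocytes, while with cells thinned to 1000 UMIs dog 6 is lower, at 1.18% against 1.30%. The interferon-high monocytes of dog 1 may carry a weaker response, which was not tested.

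The last 3 results concern rare molecules. A CD274 UMI was seen in 2.22% of the dendritic cells of dog 6, which is 1 cell of 45, and in 0 cells of the other dogs. Fisher's exact test gave p = 0.239, so counting error may explain it. CD4 exceeded CD14+ monocytes in neutrophils by a log2 fold change of 10.20 in dog 4, against 7.12 in the next dog. This rests on 1 UMI in the monocytes, yet the lower counting limit was 8.74, above the next dog, so counting error in dog 4 alone does not account for the gap. TNFSF13 in neutrophils of dog 6 had a log2 fold change of -6.27, against -8.18 in the next dog, from 2 UMIs. The lower counting limit was -9.65, below that dog, so counting error may explain it.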

How the results depend on the processing

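The main settings, the alternatives and the rule for naming genes were fixed before the data were examined, apart from those said to be added and from several rules for naming clusters, which were set after the clusters had been seen. The added alternatives, chosen only after the data were seen, are at least 3 cells per group, and modules without the picking genes on thinned cells. In all, 162 results were recomputed under 1371 combinations of result and alternative, and 45 of them answer a comparison as a whole. For those 45, the value moved by less than the spread between dogs or kept its direction and its side of the threshold in 282 combinations, and it moved in 68, became weaker in 9 and reversed in 7. For the other results, which are mostly single genes, 926 combinations left the result as it was, 18 moved it, 54 made it weaker, 5 stronger and 2 reversed it. Leaving out the mitochondrial filter moved nothing, since it removes no cell.

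The pairing by dog matters to every test over all genes that was run. With the dog as a block 1615 genes passed for CTLA4, 724 for PDCD1 in CD4+ T cells, 291 for PDCD1 in CD8+ T cells, 542 for CD177, 2 for CCR4 and 1 for CD274 in monocytes. With no replicate block there were 305, 257, 73 and 215 for the first 4, each of them among the genes called with the block. CCR4 then had 0 genes (76 at an unadjusted p under 0.05) and CD274 in monocytes 0 (139). The block takes out differences between dogs that the positive and negative cells share. Of the other results, 6 single genes became weaker with no block. For the comparisons between cell classes, edgeR's test with the dog as a block made CAP1 weaker and CD44 stronger among 38 genes.

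DESeq2 in place of edgeR called 633 genes for CTLA4, 471 for PDCD1 in CD4+ T cells (313 higher and 158 lower, against 408 and 316 with edgeR), 183 for PDCD1 in CD8+ T cells and 215 for CD177. It called 0 for CCR4 (24 at an unadjusted p under 0.05) and 0 for CD274 in monocytes (47). The cause was not tested. Of these, 633, 468, 180 and 203 were among the genes called by edgeR.

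Against negative cells matched on UMIs, 621 genes passed for CTLA4 and 591 of these were shared with the main test, 59 for PDCD1 in CD4+ T cells (57 shared) and 69 for PDCD1 in CD8+ T cells (66 shared). CD177 had 0 (205 at an unadjusted p under 0.05), CCR4 0 (67) and CD274 in monocytes 5. The higher and lower genes were 22 and 37 for PDCD1 in CD4+ T cells, against 408 and 316 at the main settings. The matching stayed incomplete for CTLA4 in dog 1 (medians of 4458 and 3620 UMIs), for CD177 in dog 2 (3233 and 1888) and for CCR4 in dog 1 (5791 and 5372) and dog 6 (4952 and 3728.5), where too few deep negative cells exist, so a difference in depth remains there. Matching leaves fewer cells and fewer genes that can be tested, which lowers a count by construction, and the tests that tell this from depth are given under the other observations.

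With no filter on low counts the numbers were 4 for CCR4, 302 for CD177 and 8 for CD274 in monocytes, where far more genes share the adjustment. For PDCD1 in CD4+ T cells, CTLA4 and PDCD1 in CD8+ T cells there were 677, 1696 and 291, and without the filter the balance tips toward lower genes, with 247 higher and 430 lower, 721 and 975, and 60 and 231, against 408 and 316, 918 and 697, and 137 and 154 at the main settings. Without integration they were 6 for CCR4, 215 for CD177 (206 shared with the main test) and 2 for CD274 in monocytes. CD177 had 3 dogs and 635 genes at the 10x nominal doublet rate (460 shared), 3 dogs and 610 genes with no doublet removal (458 shared) and 6 dogs and 568 genes with at least 3 cells per group, an added alternative (352 shared). The number 215 arose in 3 settings for CD177 from different splits, 153 higher and 62 lower with no block, 143 and 72 without integration, and 109 and 106 with DESeq2. At resolution 1.0 there were 20 for CCR4, 0 for CD177 (607 at an unadjusted p under 0.05) and 0 for CD274 in monocytes (257). The 10x nominal doublet rate gave 0 for CD274 in monocytes (273) and no doublet removal 5. A FOXP3 gate left 2 dogs for CCR4 and 0 genes (45). With at least 3 cells per group, an added alternative, CCR4 had 0 genes (94) and CD274 in monocytes 10. The cause of these changes was not tested. The results for CCR4 and CD274 in monocytes thus rest on a few genes that come and go with the processing.

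Leaving out each dog in turn gave 1048 to 1577 genes for CTLA4, 157 to 338 for PDCD1 in CD8+ T cells, 1 to 9 for CCR4 and 1 to 6 for CD274 in monocytes. For CTLA4 the lowest came without replicate 1. For PDCD1 in CD8+ T cells the numbers were 157 without replicate 1, 176 without replicate 2 and 169 without replicate 6. For CCR4 they were 4 without replicate 2, 9 without replicate 3 and 1 each without replicates 5 and 6. For CD274 in monocytes there were 6 without replicate 3. PDCD1 in CD4+ T cells stayed between 515 and 644. CD177, with 2 dogs, could not be tested this way. Fewer dogs lower the power by construction, which does not account for the rises, and the cause of these was not tested.

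The numbers of cells changed as the settings imply, to 28682 cells at the 10x nominal doublet rate and 30040 with no doublet removal, against 25353. Resolution 1.0 gave 32 clusters in place of 56, and a myeloid share of 24.4% in place of 30.4%, with more cells left unnamed.

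Depth limits what a share of positive cells can say. The share of T cells with a PDCD1 UMI was 5.71%, and 2.09% and 1.12% with cells thinned to 1000 and 500 UMIs and 0.915% with at least 2 UMIs. In the same order, CTLA4 went from 16.4% to 6.68%, 3.53% and 5.94%, LAG3 from 3.40% to 1.17%, 0.583% and 0.462%, HAVCR2 from 1.40% to 0.516%, 0.193% and 0.159%, and CD274 from 0.769% to 0.207%, 0.185% and 0.0315%. Fewer molecules per cell lower such a share by construction. At 1000 UMIs the cells with fewer drop out, which left 13519 of 13845 T cells and 1469 of 3915 neutrophils.

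The CD274 share of neutrophils less that of CD14+ monocytes, -3.04 percentage points, became -0.487, -0.325 and -0.471 under these 3 alternatives and no longer passed the exact two-sided sign-flip permutation test (p = 0.25 each). The CD274 share of neutrophils less that of dendritic cells, 0.0661 percentage points, reversed to -0.1497 at the 10x nominal doublet rate, -0.134 with no doublet removal, -0.181 without integration and -0.367 at resolution 1.0. It was also negative without replicates 2, 3 and 5, at -0.0860, -0.00651 and -0.146. Without replicates 1, 4 and 6 it was positive, at 0.0325, 0.0793 and 0.524. With cells thinned to 1000 and 500 UMIs it was also positive, at 0.357 and 0.171 (exact two-sided sign-flip permutation, p = 0.5 and 0.25). Its sign is thus not settled. With cells thinned to 500 UMIs, the CTLA4 share of Tregs less that of other CD4+ T cells was 7.77 percentage points, in place of 40.0, and that of cycling less other T cells 3.21, in place of 35.9 (exact two-sided sign-flip permutation, p = 0.0625 each). The G2/M share of cycling T cells was 56.9% with thinned cells, in place of 51.5%.

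The module scores depend on the genes that pick the cells. Without PDCD1 in the set, the exhaustion score of PDCD1+ cells exceeded that of PDCD1- cells by 0.0483 in CD4+ and 0.0308 in CD8+ T cells, in place of 0.279 and 0.315 (exact two-sided sign-flip permutation, p = 0.0625 each). With thinned cells as well, which was added, the differences were 0.0417 and 0.0186. For triple-positive against triple-negative CD14+ monocytes, the chemokine score differed by 0.381, the ECM-remodeling score by 0.463 and the TNF/NF-κB score by 0.270. Without the picking genes these were 0.0672, 0.0137 and 0.0196, and with thinned cells as well, an added alternative, they reversed to -0.00351, -0.0230 and -0.0293. Against all cells that lack any of the 3 genes, the chemokine, ECM-remodeling and TNF/NF-κB scores differed by 0.104, 0.132 and 0.152. The TNF/NF-κB score differed by 0.0789 without integration and 0.0937 at resolution 1.0. Matching the negative cells on UMIs changed nothing in the triple-negative group, which is smaller than the positive one, so that alternative is void there.

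Of the single genes, GNLY in CD8+ over CD4+ T cells reversed to a log2 fold change of 0.00233 without integration, and OASL in TIGIT+ over TIGIT- PDCD1+ CD4+ T cells to -0.13 against UMI-matched cells, both near 0. The cause was not tested.

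CD274+ neutrophils, with at least 10 cells in 1 dog, have no value in a test over all genes. The added alternative of at least 3 cells per group was not run for them. At resolution 1.0 no cluster of cycling T cells was named, so results for that class have no value there.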

Differences from the paper's values

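The alternatives named in this part were set before the data were examined unless said to be added, and no test here was chosen after the result was seen apart from the added ones.

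For PDCD1+ against PDCD1- CD4+ T cells the paper's supplement lists 244 genes with an adjusted p under 0.05, the dividing gene left out, and 724 passed here. The paper tested cells, and its methods state a cut on the log2 fold change between groups. The 724 come from dogs as replicates with no such cut, so the numbers are not of the same kind. This also holds for the CCR4+ Tregs below. With no replicate block the number was 257, within 1.5 times the paper's. That does not show the cause of the gap, and none of the other alternatives came as near. These others gave 677 with no filter on low counts, 59 against UMI-matched negatives, 833 at the 10x nominal doublet rate, 841 with no doublet removal, 718 without integration, 755 at resolution 1.0, 471 with DESeq2 and 515 to 644 with 1 dog left out.

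For CCR4+ against CCR4- Tregs the paper's supplement lists 1 such gene and 2 passed here. Without replicate 5 and without replicate 6 the number was 1, the same as the paper's. The gene was higher in CCR4+ Tregs in the first case and lower in the second. Neither was among the 2 that passed at the main settings, so the match is in number only. The other alternatives did not reach it, with 4 for no filter on low counts, 0 with no replicate block (76 at an unadjusted p under 0.05), 0 against UMI-matched negatives (67), 3 at the 10x nominal doublet rate, 3 with no doublet removal, 6 without integration, 20 at resolution 1.0, 0 with a FOXP3 gate (45), 3, 4 and 9 without replicates 1, 2 and 3, and 0 with DESeq2 (24).

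The library deposited as dog 4 holds 2717 cells and the paper's table gives 7697 for its dog 4, and the library deposited as dog 6 holds 4858 cells against the paper's 2877. No alternative bears on these numbers, which precede every setting. The 6 numbers as a set are those of the paper in another order.

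For some statements of the paper the values here differ or leave the matter open. The paper states that triple-positive CD14+ monocytes lack a TNF/NF-κB program while their chemokine and ECM-remodeling programs are raised. Here the 3 scores were higher by 0.270, 0.381 and 0.463, and by 0.0196, 0.0672 and 0.0137 without the genes that pick the cells. Without integration TNF/NF-κB differed by 0.0789 (higher in 2 of 6 dogs, exact two-sided sign-flip permutation, p = 0.5) and at resolution 1.0 by 0.0937 (3 of 6, p = 0.4375 in the same exact two-sided test), while the chemokine score differed by 0.184 and 0.193 and the ECM-remodeling score by 0.378 and 0.381, each in 6 of 6 dogs (exact two-sided p = 0.03125), which is the pattern the paper states. Against all cells that lack any of the 3 genes, TNF/NF-κB differed by 0.152, higher in 6 of 6 dogs (exact two-sided p = 0.03125). Apart from the scores without the picking genes, which all lie within the spread between dogs, each set holds a gene that picks the cells, which raises its score by construction, so these settings do not decide for or against the paper's statement. The paper reports cells of every dog in each cluster, and 47 of 56 clusters here held cells of all 6.

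Several genes the paper calls changed did not pass here, in part because few dogs could be tested, and a gene that could not pass is no evidence against the paper. For CCR4+ Tregs, the tRNA-modification genes NSUN3, ELP2, ELP3, CTU1, ADAT2 and GTPBP3 had too few UMIs for the filter on low counts and did not pass without it. In LAG3+ over LAG3- PDCD1+ CD8+ T cells, where the paper has 4 genes higher and TBX21 lower, the log2 fold changes were -0.12 for PMAIP1, 0.86 for ANKRD17, 0.82 for IRF5, 0.74 for OASL and -1.05 for TBX21 (exact two-sided sign-flip permutation over 4 dogs, p = 1, 0.25, 0.5, 0.375 and 0.25), and 4 dogs cannot give a p under 0.125, so none could pass. In LAG3+ over LAG3- PDCD1+ CD4+ T cells, MDH1 and MDH2 were higher by 0.84 and 0.80 in 6 of 6 dogs, with the smallest p that 6 dogs can give, 0.03125, and an adjusted p of 0.156 (exact two-sided sign-flip permutation, n = 6 dogs). FUT7 with CTLA4 and OASL with TIGIT were higher by 0.58 and 0.44 in PDCD1+ CD4+ T cells and did not pass (exact two-sided sign-flip permutation, p = 0.25 for 6 dogs and 0.5 for 2 dogs, the smallest p that 2 dogs can give).

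CD274+ neutrophils were not tested over all genes. With at least 10 cells per group 1 dog remained, and the alternative of at least 3, with 2 dogs, was not run for these neutrophils. For CD47, which the paper calls higher in them, the levels were 538 CPM (95% Poisson interval 258 to 989) and 293 CPM (277 to 311), and the intervals overlap. IRAK2, which the paper calls higher in CD274+ CD14+ monocytes, had a log2 fold change of 0.65 with an adjusted p of 0.296 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It passed with at least 3 cells per group, an alternative chosen after seeing the values, at 0.76 with an adjusted p of 0.0056 in edgeR's test, while over the other alternatives the adjusted p ran from 0.228 to 1. TIGIT, HAVCR2, IL10 and ADORA2A fell below the filter on low counts for CTLA4+ CD4+ T cells, and passed with no filter on low counts. MX1 and ISG15, which the paper calls higher in interferon-related cells, were higher by 3.79 and 3.28 in 6 of 6 dogs for CD4+ T cells, with an adjusted p of 0.0521 each (exact two-sided sign-flip permutation, n = 6 dogs). For CD14+ monocytes they were higher by 2.23 in 6 of 6 dogs and 2.56 in 5 of 6, with an adjusted p of 0.0521 and 0.0781 in the same exact two-sided permutation test (n = 6 dogs).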

Other observations

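Of the tests in this part, those on UMI-matched negatives, on random genes and on independent interferon UMIs were set beforehand. Those on swapped groups, on permuted detection, on the dogs and on the library numbers were chosen only after the result was seen, and so was the use of the module scores as tests, although their settings were among the alternatives set beforehand. All animals were healthy, so no biological explanation was tested.

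The tests over all genes were first set against other splits of the same samples, in which the positive and negative groups change places within some of the dogs. Of the 32 splits, 1 gave as many as the 724 genes for PDCD1 in CD4+ T cells, 1 as many as the 1615 genes for CTLA4 and 1 as many as the 291 genes for PDCD1 in CD8+ T cells, and this was the real one each time. The highest other splits gave 79, 408 and 122 genes. Without replicate 1 the count for CTLA4 is 1048, and for PDCD1 in CD8+ T cells it is 157 without replicate 1, 176 without replicate 2 and 169 without replicate 6. For CCR4, 1 of the 16 splits gave as many as 2 genes, and for CD274 in monocytes 3 of the 4 splits gave as many as 1 gene. With so few dogs no share of splits can fall under 0.05, so for these 2 counts chance and a difference between the cells cannot be told apart. The count for CCR4 is 9 without replicate 3, 4 without replicate 2 and 1 without replicate 5 or replicate 6, and that for CD274 is 6 without replicate 3. CD177 has 2 dogs and 2 splits, of which 1 gave as many as 542.

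A further question is whether any gene seen in as many cells would part the cells alike. Of 20 random genes, 0 called as many as PDCD1 in CD4+ T cells and 0 as many in CD8+ T cells. The medians were 7 and 1 genes. The highest in CD4+ T cells was 534, for OAS1, so a gate on a gene with a program of its own can come near. The highest in CD8+ T cells was 30, for GFI1.

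Fewer genes pass against UMI-matched negatives, and the smaller number of cells alone does not account for it. With as many negatives drawn at random, 20 times, the median number called was 976 for CTLA4, 314 for PDCD1 in CD4+ T cells and 153.5 for PDCD1 in CD8+ T cells. These are 1.57, 5.32 and 2.22 times the numbers against matched negatives, 621, 59 and 69. For CTLA4 the matching stayed incomplete in dog 1, with medians of 4458 and 3620 UMIs, so its ratio does not measure the whole of that difference. A difference in UMIs per cell is thus a candidate explanation for part of each list. Deeper T cells may also be larger or activated, and matching then removes biology with depth, so the matched numbers are not a corrected truth.

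The higher chemokine and ECM-remodeling scores of triple-positive CD14+ monocytes were set against 2 explanations. Without the genes that pick the cells, the differences fell to 0.0672 and 0.0137, which is in line with the picking genes as their source. With cells thinned to 1000 UMIs they stayed at 0.268 and 0.441. The cells were picked at full depth, however, and the picking genes stay in these sets, so the outcome was fixed and this test decides nothing. Whether the picking by depth adds to the difference cannot be told apart from the picking genes themselves.

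For interferon-high cells, free RNA spread over the cells by depth was weighed in 3 tests, in this order. First, the cells with at least 2 of 5 genes were 1.03 times those given by independent UMIs in CD4+ T cells and 0.773 times in CD14+ monocytes. That expectation treats a cell's several UMIs of one gene as separate, so it is too high where they cluster, and the 2 explanations cannot be told apart by it. Second, with detection permuted within dog and depth class (10 classes), 460 CD4+ T cells stood against 363.8 expected, and 0 of 1000 permutations gave as many. For monocytes 570 stood against 579.8, and 840 of 1000 gave as many. Last, chosen after the second, the variance of the number of genes seen per cell was 1.32 times the permuted one in CD4+ T cells and 1.50 times in monocytes, and 0 of 1000 permutations reached either. Independent detection therefore does not account for how the genes gather in the same cells. As the last test was chosen after the others, a shared interferon response in some cells stays a hypothesis.

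The dogs also rank alike in their interferon-high shares. Over 6 dogs, with 6 correlations tested by exact two-sided permutation, that of CD14+ monocytes with CD4+ T cells was r = 0.920 (p = 0.0167, adjusted p = 0.0292), and the rank correlation was 0.8286 (p = 0.0583, adjusted p = 0.0875). Without the 2 farthest dogs r was 0.80. With cells thinned to 1000 UMIs r was 0.977 (exact two-sided p = 0.0194, adjusted p = 0.0292), so a difference in depth between the dogs does not account for it, and 0.82 without the 2 farthest dogs. As interferon UMIs per 1000, r was 0.987, and 0.958 without the 2 farthest dogs. For monocytes with B cells r was 0.705 (exact two-sided p = 0.122) with all UMIs and -0.12 without the 2 farthest dogs. With thinned cells it was 0.972 (exact two-sided p = 0.00556, adjusted p = 0.0292), and 0.837 without the 2 farthest dogs. As UMIs per 1000, r for monocytes with B cells was 0.855 (exact two-sided p = 0.108), and -0.93 without the 2 farthest dogs. The link with B cells thus rests on few dogs. A response of the whole animal may be shared between its cells, and free RNA of the library may reach all of them alike. Over the dogs, interferon UMIs per 1000 ran from 0.120 to 0.534 in monocytes. They ran from 0.0854 to 0.257 in CD4+ T cells and from 0.0648 to 0.164 in B cells. Without dog 2 the highest were 0.308, 0.152 and 0.111. Free RNA that reaches all alike would not rise most in monocytes, the deepest of these classes. This argues against it as the only source. A part played by free RNA stays open, and a response of the animal was not tested.

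The library numbers were compared with the paper's table of 4 metrics. Of the 6 libraries, 5 match a library of another number in the paper, which is in line with a different order of the dogs in the deposit. Libraries 1 to 6 match the paper's dogs 4, 6, 1, 2, 5 and 3. All are healthy dogs, so no comparison changes, and breed, age and sex were not used here.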
